# MicroRNA‐92b in the skeletal muscle regulates exercise capacity via modulation of glucose metabolism

**DOI:** 10.1002/jcsm.13377

**Published:** 2023-11-20

**Authors:** Shu Yang, Guangyan Yang, Xinyu Wang, Lixing Li, Yanchun Li, Jiaqing Xiang, Lin Kang, Zhen Liang

**Keywords:** Exercise capacity, Glycogen synthesis, Lactate extrusion, miR‐92b, Skeletal muscle

## Abstract

**Background:**

Exercise mimetics is a proposed class of therapeutics that specifically mimics or enhances the therapeutic effects of exercise. Muscle glycogen and lactate extrusion are critical for physical performance. The mechanism by which glycogen and lactate metabolism are manipulated during exercise remains unclear. This study aimed to assess the effect of miR‐92b on the upregulation of exercise training‐induced physical performance.

**Methods:**

Adeno‐associated virus (AAV)‐mediated skeletal muscle miR‐92b overexpression in C57BLKS/J mice, and global knockout of miR‐92b mice were used to explore the function of miR‐92b in glycogen and lactate metabolism in skeletal muscle. AAV‐mediated UGP2 or MCT4 knockdown in WT or miR‐92 knockout mice was used to confirm whether miR‐92b regulates glycogen and lactate metabolism in skeletal muscle through UGP2 and MCT4. Body weight, muscle weight, grip strength, running time and distance to exhaustion, and muscle histology were assessed. The expression levels of muscle mass‐related and function‐related proteins were analysed by immunoblotting or immunostaining.

**Results:**

Global knockout of miR‐92b resulted in normal body weight and insulin sensitivity, but higher glycogen content before exercise exhaustion (0.8538 ± 0.0417 vs. 1.043 ± 0.040, **P = 0.0087), lower lactate levels after exercise exhaustion (4.133 ± 0.2589 vs. 3.207 ± 0.2511, *P = 0.0279), and better exercise capacity (running distance to exhaustion, 3616 ± 86.71 vs. 4231 ± 90.29, ***P = 0.0006; running time to exhaustion, 186.8 ± 8.027 vs. 220.8 ± 3.156, **P = 0.0028), as compared with those observed in the control mice. Mice skeletal muscle overexpressing miR‐92b (both miR‐92b‐3p and miR‐92b‐5p) displayed lower glycogen content before exercise exhaustion (0.6318 ± 0.0231 vs. 0.535 ± 0.0194, **P = 0.0094), and higher lactate accumulation after exercise exhaustion (4.5 ± 0.2394 vs. 5.467 ± 0.1892, *P = 0.01), and poorer exercise capacity (running distance to exhaustion, 4005 ± 81.65 vs. 3228 ± 149.8, ***P<0.0001; running time to exhaustion, 225.5 ± 7.689 vs. 163 ± 6.476, **P = 0.001). Mechanistic analysis revealed that miR‐92b‐3p targets UDP‐glucose pyrophosphorylase 2 (UGP2) expression to inhibit glycogen synthesis, while miR‐92b‐5p represses lactate extrusion by directly target monocarboxylate transporter 4 (MCT4). Knockdown of UGP2 and MCT4 reversed the effects observed in the absence of miR‐92b in vivo.

**Conclusions:**

This study revealed regulatory pathways, including miR‐92b‐3p/UGP2/glycogen synthesis and miR‐92b‐5p/MCT4/lactate extrusion, which could be targeted to control exercise capacity.

## Introduction

Increased physical activity has been demonstrated to have positive effects in preventing and ameliorating a wide range of diseases, including brain disorders, such as Alzheimer's disease, dementia, cancer, diabetes and cardiovascular disease.^1^, ^2^ Exercise mimetics can be used to promote skeletal muscle protein synthesis and delay skeletal muscle decay, by simulating biochemical and functional responses to regular exercise.^3^ In mice, it has been shown that oral administration of AICAR, a drug targeting the AMPK‐peroxisome proliferator‐activated receptor‐delta pathway, enhanced training adaptations and even improved the degree of endurance in the absence of exercise.^3^ Similarly, many substances can lead to increased skeletal muscle mass and enhanced performance, including REV‐ERB alpha agonists, sirtuin 1, and peroxisome proliferator‐activated receptors.^4^

Skeletal muscle glycogen is critical for exercise capacity, as it is the main energy fuel used in muscle contraction.^5^ A strong association has been shown between muscle glycogen depletion, impaired muscle performance, and fatigue development during exercise.^6^, ^7^ This association is also supported by findings in patients with glycogen storage disease, which is characterized by complete elimination of muscle gys1, leading to muscle weakness, pain, cramps and poor exercise performance, with a low maximal workload, and death due to cardiac events in childhood.^8^, ^9^ Notably, endurance exercise training increases the rate and magnitude of muscle glycogen supercompensation in rats^10^; however, the molecular mechanism by which exercise training promotes an increase in glycogen synthesis in the skeletal muscle remains unclear. In the process of gradually increasing exercise load, the concentration of blood lactic acid increases with a gradual increase in exercise load.^11^ Upon exercising hard, more lactic acid is produced, which blocks the ability of the muscles and blood to supply oxygen.^11^ Hence, a higher capacity for lactate exchange and removal from skeletal muscle is associated with high exercise performance.^12^ However, the molecular mechanism by which exercise affects lactate threshold in skeletal muscles remains unclear.

Small non‐coding RNAs serve a wide range of regulatory roles and have increasingly been recognized as therapeutic targets.^13^ One of the best‐studied classes of small non‐coding RNAs are microRNAs (miRNAs), which can act as ‘master regulators’ of gene expression.^14^ It had been reported that miR‐92b is involved in the regulation of Akt signalling, both in vivo and in vitro. PTEN, a negative regulator of Akt signalling, is directly associated with miR‐92b.^15^, ^16^ Another study showed that miR‐92b‐3p overexpression suppressed Gabra3 expression, which led to the inactivation of important oncogenic pathways, including the Akt/mTOR and JNK pathways.^17^ In addition, exercise has been shown to modulate the expression of various small non‐coding RNAs, including miRNAs, and aerobic exercise training remodels miRNA expression in the skeletal muscle.^18^ Several miRNAs are altered in response to acute aerobic exercise,^19^ indicating the potential of miRNA‐dependent regulation of skeletal muscle exercise adaptation. However, the direct role of specific miRNAs in the regulation of gene expression and metabolism in the skeletal muscle, in response to exercise training, remains unknown.

## Methods

### MicroRNA‐92b knockout mice

Male miR‐92b^−/−^ mice with a complete deletion of exons were purchased from the Animal Center of Nanjing University (Nanjing, Jiangsu, China). Eight‐ and 10‐week‐old male miR‐92b^−/−^ mice were used in this study. Age‐matched C57BL/6 mice were used as the WT controls. Mice were maintained in a temperature‐controlled (25°C) facility with a 12 h/12 h light/dark cycle and provided free access to food and water, except when fasting blood specimens were obtained.

### Diabetic mice

MiR‐92b^−/−^ and C57BL/6J mice (8 ± 0.5 weeks old and 24 ± 1 g) were randomly divided into two groups consisting of *n* = 6 animals each. After being fed HFD (D12492; Research Diets, New Brunswick, NJ, USA) for 4 weeks, mice were intraperitoneally administered 50 mg/kg body weight STZ for 5 days. After STZ administration, the diabetic mice were maintained on HFD diet for 10 weeks.

### Systemic injection of AAV9‐hsa‐miR‐92b into C57BL/6J mice

AAV9‐hsa‐miR‐92b (GeneChem Company, Shanghai, China) or AAV9‐hsa‐*gfp* (1 × 10^12^ vg/mL in 200 μL saline [0.15 mol/L NaCl]; GeneChem Company) was injected into the tail vein of C57BL/6J mice, to induce miR‐92b overexpression (*n* = 6 per group).

### UGP2 or MCT4 knockdown in the skeletal muscle of M92KO mice

To induce knockdown of UGP2 or MCT4 in the skeletal muscle of WT or M92KO mice, AAV9‐hsa‐short hairpin (sh) *Ugp2* or AAV9‐hsa‐sh*Mct4* (GeneChem Company) (1 × 10^12^ vg/mL in 50 μL saline [0.15 mol/L NaCl]) was injected into the tail vein of WT or M92KO mice, as indicated (*n* = 6 per group). AAV9‐hsa‐null‐transfected WT or M92KO mice were used as the control group.

### Data analysis

All the data were generated from at least three independent experiments. No data, sample cells or mice were excluded from statistical analysis. Data are expressed as mean ± SD of each group. Based on our previous studies and/or preliminary experiments, we calculated the group size required for in vivo and in vitro studies. The density of images was quantified by an individual who was blinded to the treatment, using ImageJ software (version 1.51; NIH). The density of each target band was normalized to β‐actin in the corresponding sample to reduce variance. The qPCR data and western blot quantifications were expressed as fold of the control group's mean value, which was defined as 1 plus its own SD. A two‐tailed unpaired Student's *t* test was used for comparison between two groups. Comparisons between more than two experimental groups were conducted by one‐way ANOVA, followed by be adjusted for False Discovery Rate. All analyses were carried out using GraphPad Prism 7.04 (www.graphpad.com/). *P* < 0.05 was considered statistically significant.

## Results

### miR‐92b expression is regulated by exercise in the skeletal muscle

We first identified that miR‐92b expression in the vastus lateralis decreased after 12 weeks of endurance exercise, as compared with that in the no exercise control group (Figure 1A; GSE95735). Furthermore, when we compared the miR‐92b‐3p expression in the skeletal muscle between mice subjected to long‐term training exercise (Figure 1B) and those subjected to no exercise, its expression in the gastrocnemius (Gas) and tibialis anterior (TA) muscles was significantly lower in the exercise mice (Figure 1C). In agreement with this, the long‐term training exercise mice displayed a decrease in miR‐92b‐5p expression in the Gas and TA (Figure 1D). Hindlimb suspension (HLS) of rodents by the tail is a well‐established approach to create a ground‐based model of microgravity and musculoskeletal disuse that mimics many of the physiological changes associated with space flight, prolonged bed rest, as well as extreme non‐exercising.^20^, ^21^ C57BL/6J mice were randomly divided into three groups [control (non‐suspension), unload (7 days of suspension), reload (reloaded for 7 days, after 7 days of HLS)]. As compared with those in the control group, the weights of the Gas and TA muscles were significantly lower in the unload group and recovered in the reload group (Figure S1A, B). MiR‐92b‐3p and miR‐92b‐5p mRNA levels were higher in the Gas and TA muscles from the HLS mice, but lower after 7 days of reloading, although not back to normal (Figure 1E,F). In addition, miR‐92b‐3p and miR‐92b‐5p levels did not change significantly in the fat tissue and heart after exercise (data not shown), indicating that the increased expression of miR‐92b after exercise is not a systemic effect. These data suggested that miR‐92b‐3p and miR‐92b‐5p in the skeletal muscle are correlated with physical activity.

**Figure 1:**
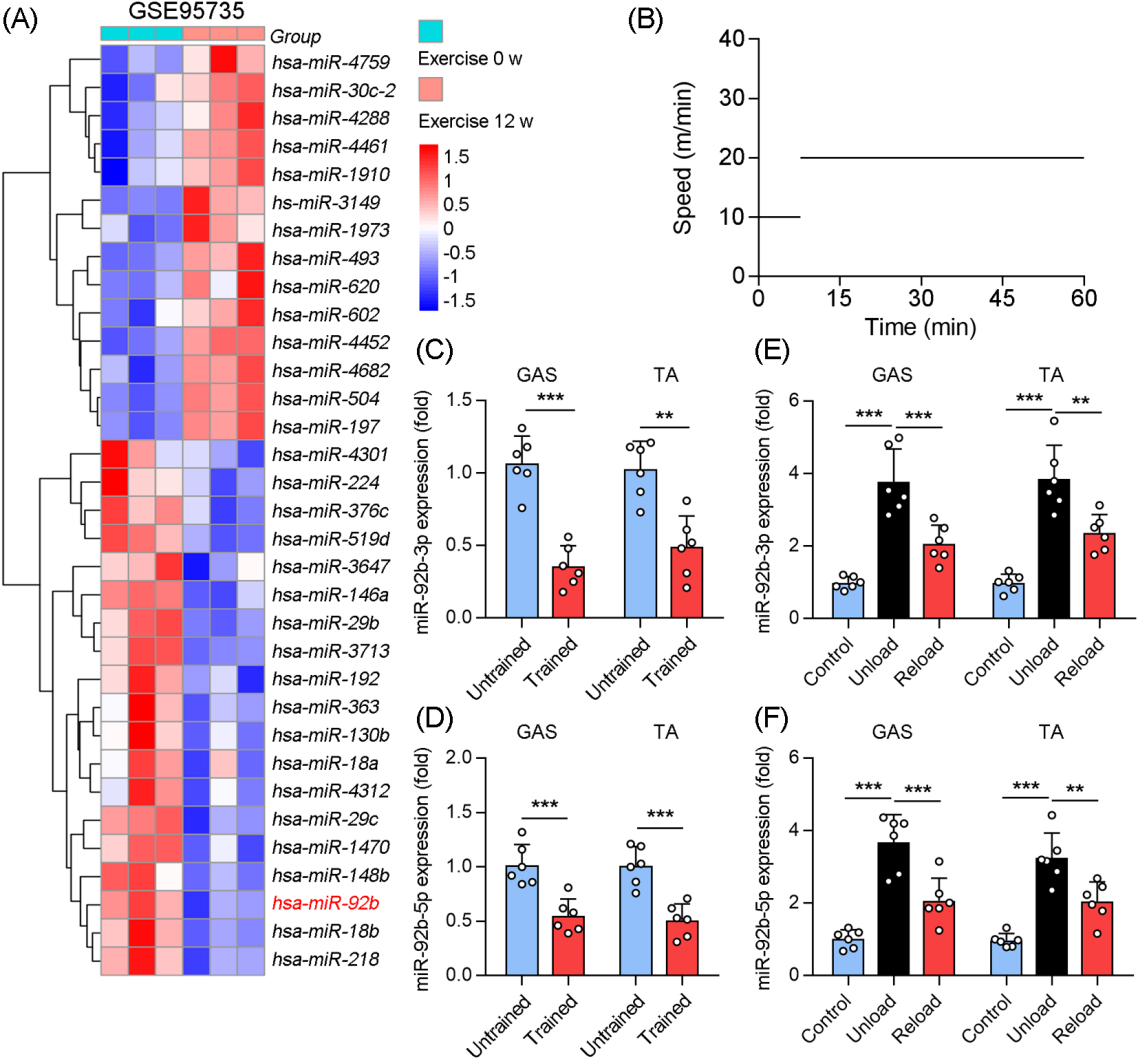
Skeletal muscle miR‐92b was downregulated by long‐term exercise training. (A) Reanalyzed the database obtained from GEO database (GSE95735) on human specimens from vastus lateralis before and after 12 weeks of endurance exercise (*n* = 3). (B) The pattern of treadmill speed for training (45 min daily for 4 weeks). (C) The qPCR was used to determine miR‐92b‐3p levels in the Gas and TA muscle from untrained and trained mice, *n* = 6. (D) qPCR was used to determine miR‐92b‐5p expression in Gas and TA muscle from untrained and trained mice, *n* = 6. (E) The qPCR was used to determine miR‐92b‐3p levels in the Gas and TA from WT mice in control (nonsuspension), unload (suspension for 7 days), and reload (7 days reload after 7 days suspension), *n* = 6. (F) qPCR was used to determine miR‐92b‐5p expression in Gas and TA muscle from WT mice in control (nonsuspension), unload (suspension for 7 days), and reload (7 days reload after 7 days suspension), *n* = 6. All results are expressed as means ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, by unpaired Student's *t* test.

### MiR‐92b knockout (M92KO) mice show increased exercise capacity

We further evaluated the role of miR‐92b in the skeletal muscle using M92KO mice. Analysis of the levels of miR‐92b‐3p and miR‐92b‐5p in the Gas verified the knockout of miR‐92b in the skeletal muscles of the mice (Figure S2A), with no influence on the heart weight/tibia length ratio (Figure S2B) or daily food intake (Figure S2C). On a regular chow diet, we also found no evident difference in body weight and body composition between the wild‐type (WT) and M92KO mice (Figure 2A,B). In agreement with this, miR‐92b^−/−^ mice displayed similar muscle weights (Gas; soleus, Sol; TA; extensor digitorum longus, EDL), as compared with the WT mice (Figure 2C). Skeletal muscle is a major component of glucose metabolism. M92KO did not significantly influence the fasting blood glucose (FBG) and the refed blood glucose (Figure 2D). The mice also showed normal results in the insulin tolerance test (ITT) and glucose tolerance test (GTT) (Figure 2D). We also examined the skeletal muscle using microscopy to see whether the absence of miR‐92b had any gross morphological consequences. Examination of skeletal muscle sections from the M92KO mice using haematoxylin and eosin (H&E) staining did not reveal any abnormalities (Figure 2E).

**Figure 2:**
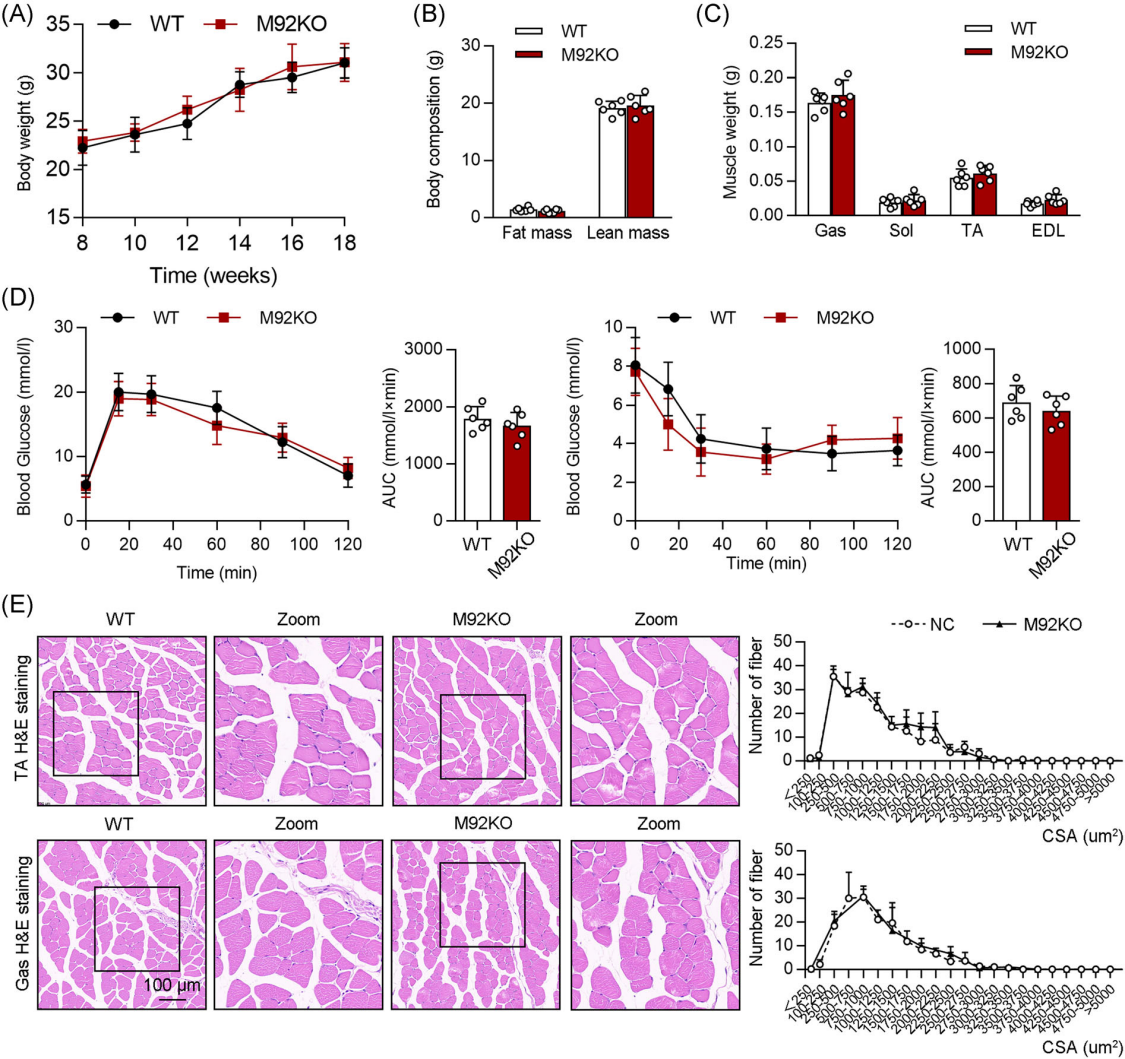
Deficiency of miR‐92b shows normal systemic metabolism. (A) Body weight (BW) changes over time of WT and miR‐92b knockout (M92KO) mice (*n* = 6). (B) Body mass measured by MRI in 18‐week‐old mice (*n* = 6). (C) Weights of four muscle types, Gas, Sol, TA, and digitorum longus (EDL) from WT or M92KO mice (*n* = 6). (D) Blood glucose during GTT (left panel) and ITT (right panel) (*n* = 6). (E) Histology of TA (the upper panel) and Gas (the bottom panel) muscles, as determined by H&E staining in both the WT or M92KO mice, and quantitative analysis of findings (*n* = 6). All results are expressed as means ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, by unpaired Student's *t* test.

Next, we determined whether knocking out miR‐92b affects exercise capacity, by subjecting M92KO and WT mice to a high‐intensity treadmill exercise regimen. Intriguingly, we found that knockout of miR‐92b enhanced the exhaustive running time and maximum running distance, but not the grip strength of the forelimbs of the mice (Figure 3A). We next measured blood glucose levels before and after running, to confirm that all mice ran to their limit of fatigue, and to test whether differences in blood glucose levels might have affected exercise capacity. Blood glucose levels declined with exercise in both the groups, with no significant difference in pre‐ or post‐exercise levels between the groups (Figure 3B). Lactate formation causes acidosis and muscular fatigue.^22^ The lactate levels in the Gas from WT and M92KO mice were evidently elevated after exercise, while the M92KO mice displayed a lower level of lactate in the Gas than WT mice (Figure 3C), indicating that the increased exercise capacity of M92KO mice may result from decreased lactate content in the skeletal muscle after exercise. As glycogen depletion can contribute to exercise fatigue (‘glycogen shunt’ hypothesis^7^), we assessed baseline glycogen levels in the muscles of both the groups, and found that the miR‐92b^−/−^ mice had more glycogen content in the skeletal muscle than the WT mice, before exercise, but not after exercise (Figure 3D), indicating that another reason for the increased exercise capacity of M92KO mice could be from the increased glycogen content before exercise. In addition, there was no difference in the skeletal muscle triglyceride content between the WT and miR‐92b^−/−^ mice (Figure 3E). We determined the mRNA levels of oxidative and glycolytic myofiber markers in the Gas of WT and M92KO mice, but found no differences in the muscle‐fibre‐type genes (Figure 3F).

**Figure 3:**
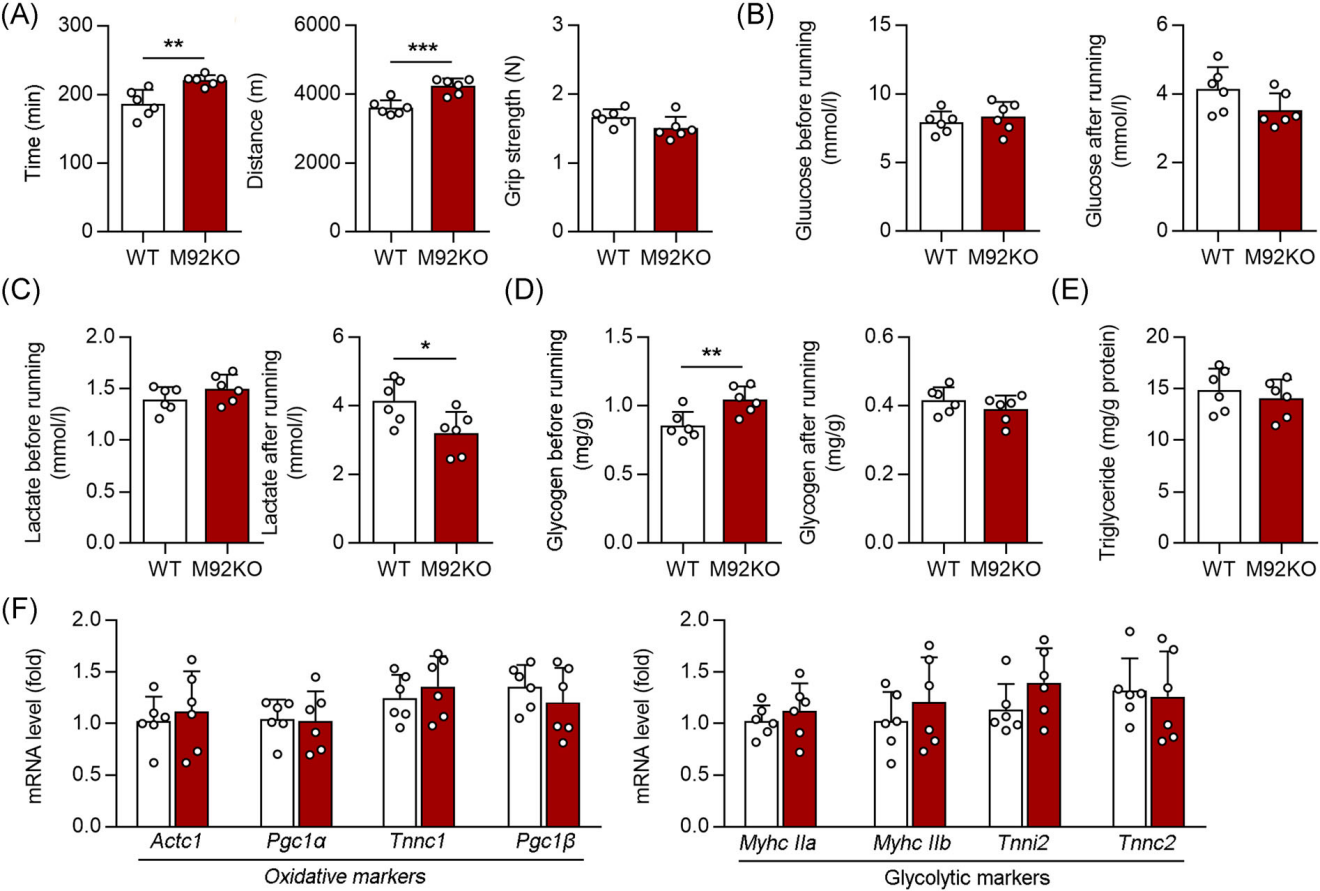
Loss of miR‐92b increases the exercise capacity. (A) The running time (left) and distance (middle) to exhaustion, and forelimb grip strength (right) of WT and M92KO mice, *n* = 6. (B) The glucose level of WT and M92KO mice before and after running exhaustion (*n* = 6). (C) The lactate level of WT and M92KO mice before and after running exhaustion (*n* = 6). (D) The glycogen level of WT and M92KO mice before and after running exhaustion (*n* = 6). (E) The triglyceride level of WT and M92KO mice before running exhaustion. (F) qPCR analysis was used to detect mRNA levels of *Actc1*, *Pgc1α* (also known as Ppargc1α), *Tnnc1*, and *Pgc1β* (also known as Ppargc1β), and *Myhc IIa* (also known as Myh2), *Myhc IIb* (also known as Myh4), *Tnni2* and *Tnnc2* in Gas muscle (*n* = 6) from WT and M92KO mice. All results are expressed as means ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, by unpaired Student's *t* test.

### The skeletal muscle in the miR‐92b‐overexpressing (M92OE) mice shows reduced exercise capacity

Systemic injection of AAV9 in vivo can efficiently target skeletal muscles and peripheral organs.^23^ Moreover, it had been reported that the Cre recombinase is expressed in the skeletal muscles (gastrocnemius and quadriceps) of HSA‐Cre (muscle‐specific Acta1, encoding HSA) mice treated with tamoxifen, but not in the liver or heart.^24^ Consistently, a study showed that AAV9‐hsa‐miR‐193b transfection had no obviously the expression of miR‐193b in heart of mice.^23^ Hence, the muscle‐specific HSA promoter was used to drive target gene expression in the muscles. C57BL/6J mice were injected with AAV9‐Ctrl (control group) or AAV9‐hsa‐miR92b (M92OE) via the tail vein, following which the muscles were harvested 10 weeks after injection. Compared with that in the control mice, miR‐92b‐3p and miR‐92b‐5p expression was significantly increased in the Gas of M92OE mice (Figure S3A), but not in the other organs, such as the liver, heart, forebrain, cerebellum, fat, and kidney (data not shown). There were no significant differences in body weight, body composition and muscle weight (Gas, Sol, TA, and EDL) between the control and M92OE mice (Figure 4A,B). Furthermore, M92OE mice displayed similar GTT and ITT results as the control mice fed a chow diet (Figure 4C). In addition, there were similar levels of FBG, fasting blood insulin, and refed blood glucose in the control and M92OE mice (Figure S3B). Not surprisingly, M92OE mice displayed significantly lower glycogen content in the Gas before exercise than control mice, but similar contents after exercise (Figure 4D). Further analysis of the lactate content in the Gas revealed that miR‐92b overexpression significantly increased the lactate level in the M92OE mice, as compared with that in the control mice, after exercise, but not before exercise (Figure 4E). Finally, compared with the control mice, the M92OE mice showed a reduction in exercise capacity, as evidenced by a reduction in exhaustive running time and maximum running distance (Figure 4F).

**Figure 4:**
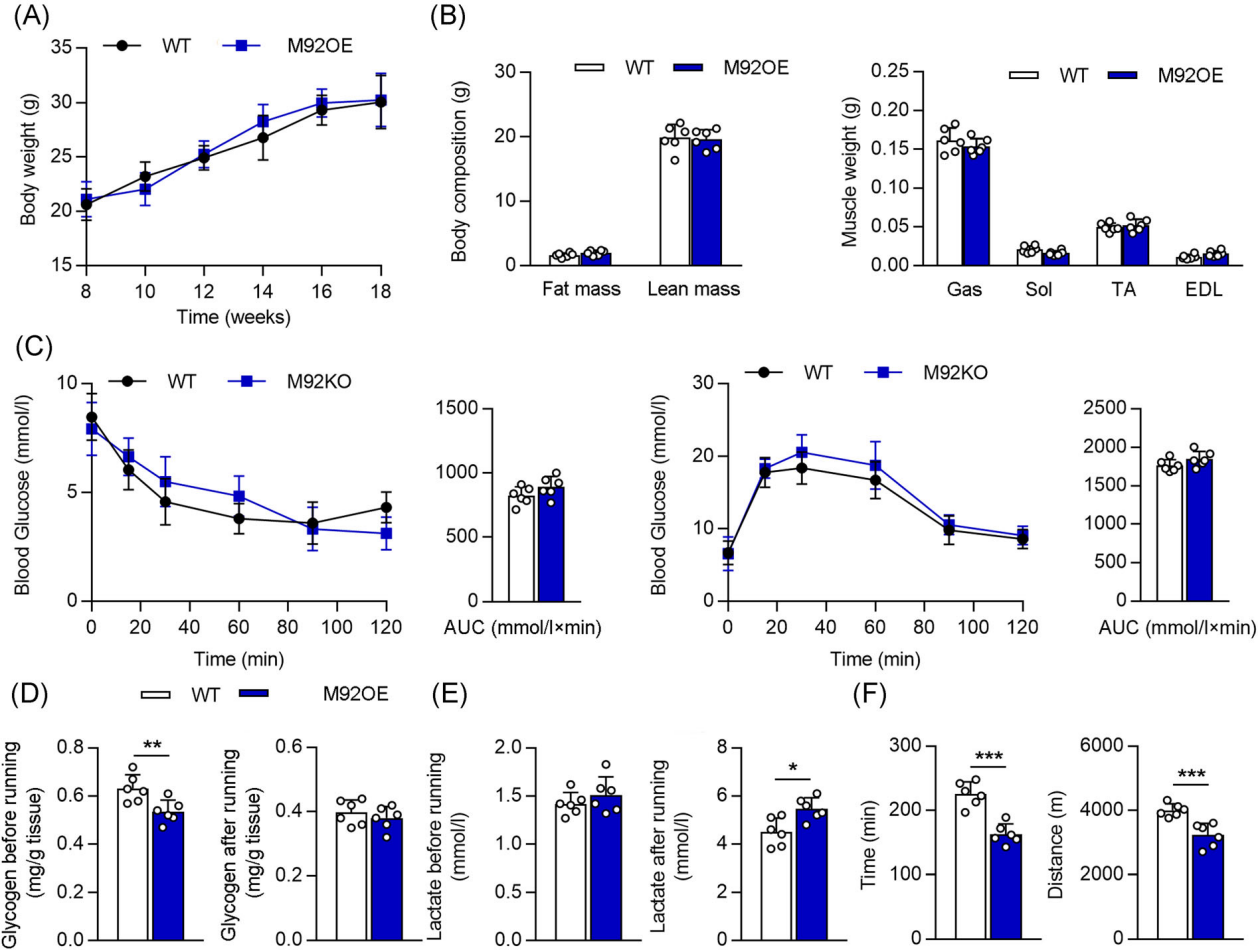
MiR‐92b overexpression in skeletal muscle reduced the exercise capacity. (A) Body weight (BW) changes over time of WT and miR‐92b overexpression (M92OE) mice (*n* = 6). (B) Body mass measured by MRI,amd weights of four muscle types, Gas, Sol, extensor, TA, and EDL from WT or M92OE mice (*n* = 6). (C) Blood glucose during ITT (left panel) and GTT (right panel) (*n* = 6). (D) The glycogen level of WT and M92OE mice before and after running exhaustion (*n* = 6). (E) The lactate level of WT and M92OE mice before and after running exhaustion (*n* = 6). (F) The running time (left) and distance (right) to exhaustion of WT and M92OE mice (*n* = 6). All results are expressed as means ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, by unpaired Student's *t* test.

### Knocking out miR‐92b improved insulin resistance and muscle loss in diabetic mice

Muscle glycogen synthesis comprises a principal pathway of glucose storage. Impairment of muscle glucose uptake and glycogen synthesis are major contributors to insulin resistance and type 2 diabetes mellitus.^25^ Hence, M92KO mice were fed a high‐fat diet (HFD) and treated with streptozotocin (STZ) to establish the diabetic model (Figure S4A, B). M92KO did not affect the ratio of heart weight and tibia length, daily food intake or body weight in the HFD diet (Figure 5A and S4C). However, M92KO mice had a higher ratio of lean mass to body weight and a lower ratio of fat mass to body weight than WT mice (Figure 5B). In agreement with this, the Gas and TA muscle weights were significantly higher in the M92KO mice than in the WT mice (Figure 5C). Next, we found that the glucose level was reduced in the ITTs and GTTs, resulting in a decrease in the area under the curve for glucose (Figure 5D). In addition, compared with that in the control mice, we found that M92KO reduced insulin resistance in the diabetic mice, as shown by decreased fasting and refed glucose levels, as well as, fasting insulin levels in the serum (Figure S4D). Consistent with our findings in Figure 3D, M92KO mice displayed significantly higher glycogen content in the Gas than WT mice, before exercise, but not after exercise (Figure 5E). Exercise training increased the lactate content in the Gas of both WT and M92KO mice, and M92KO mice had a significantly lower level of lactate after exercise than WT mice (Figure 5E). Furthermore, our results indicated that M92KO strengthened the grip strength of the forelimb of mice and increased exhaustive running time and maximum running distance, as compared with those observed in the WT mice (Figure 5F). Muscle mass is controlled by the balance between protein synthesis and degradation.^26^ M92KO enhanced the phosphorylation of Akt, mTOR, and S6K in the Gas, as compared with that observed in the WT mice, while it reduced the expression of Atrogin‐1 and MuRF1 (muscle‐specific ubiquitin ligases, Figure S4E, F). Collectively, these data suggested that M92KO inhibited muscle loss and weakness, as well as, fortified AKT/mTOR/S6K activation in the muscles of the diabetic mice.

**Figure 5:**
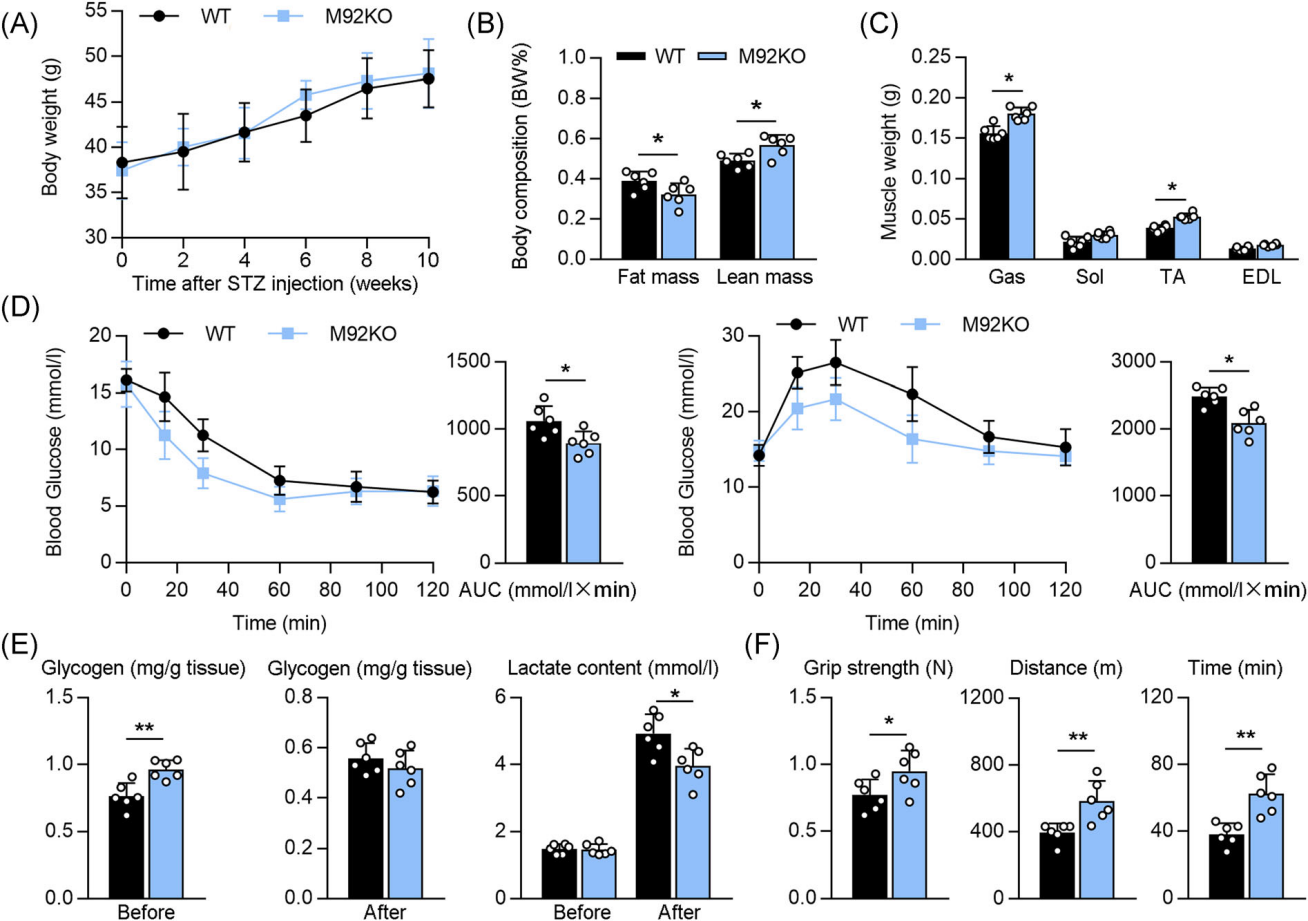
Absent of miR‐92b improved insulin resistance and enhanced the exercise capacity in diabetic mice. (A) Body weight (BW) changes over time of WT or M92KO mice made in diabetes model (*n* = 6). (B) Body mass measured by MRI in diabetic mice (*n* = 6). (C) Weights of four muscle types, Gas, Sol, extensor, TA, and EDL from diabetic mice (*n* = 6). (D) Blood glucose during ITT (left panel) and GTT (right panel) (*n* = 6). (E) The glycogen level (left and middle) and lactate level (right) of WT and M92KO mice before and after running exhaustion (*n* = 6). (F) The forelimb grip strength (left), and the running time (right) and distance (middle) to exhaustion of WT and M92KO mice (*n* = 6). All results are expressed as means ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, by unpaired Student's *t* test.

### MiR‐92b‐3p potentially regulates glycogen synthesis in the skeletal muscle through UGP2

To further investigate the molecular changes induced by miR‐92b knockout or overexpression in the skeletal muscle, we performed RNA‐sequencing (RNA‐seq) of Gas muscle samples from WT and M92KO mice, the results for which indicated 2165 differentially expressed genes (DEGs), with a *p*‐value of <0.05 (Figure 6A). 

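RNA from the gastrocnemius (Gas) muscles of 3 WT and 3 M92KO mice, all 8 weeks old, was sequenced as 6 libraries, and the authors deposited the number of reads counted on each of 34714 gene symbols, without normalization. The paper's text does not name the aligner, the counting program, the genome build or the annotation. All 34714 symbols are in the RefSeq gene table of GRCm38.p6, and 25731 of them matched a gene of the GENCODE M21 annotation of GRCm38 by symbol, with 422 more by a synonym. The counts summed to 44931338, 38246649 and 48209846 reads in the WT libraries and to 34675374, 33160508 and 37019640 reads in the M92KO libraries, so every M92KO library was smaller than every WT library. The 10 most abundant genes took between 15.8% and 17.8% of the counts of a library. A floor of 3 counts, which covers counting error only, came to between 0.0628 and 0.0916 CPM (counts scaled to library size). Library sizes were normalized with edgeR's TMM method, whose factors lay between 0.981 and 1.03. After edgeR's filterByExpr function had removed genes with low counts, 15788 genes were compared between the genotypes with edgeR's quasi-likelihood test. At an unadjusted p-value of 0.05, 1955 genes differed. Leaving out the first M92KO library moved this number most, to 2984 genes. After Benjamini-Hochberg adjustment, 0 genes had an adjusted p-value under 0.05, and the smallest adjusted p-value was 0.124. DESeq2's Wald test on the same genes gave 308 genes with an adjusted p-value under 0.05. In 2898 of the 15788 genes (18.4%), the 3 M92KO values all lay on the same side of the 3 WT values, where chance gives 10%. For a single gene, an exact permutation test of 3 mice against 3 cannot give a two-sided p-value below 0.1.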

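Of the 1955 genes, 863 (44.1%) were higher and 1092 were lower in the M92KO mice. The supplementary methods list quantile normalization, a log2 transformation after the addition of 1, and limma on all symbols. Those steps on the counts gave 2287 genes with an unadjusted p-value under 0.05, of which 1244 (54.4%) were higher and 1043 were lower in the M92KO mice, so the direction of the majority changed with the processing. Of these 2287 genes, 1290 were also among the 1955. The genes lower in the M92KO mice had a median annotated transcript length of 3738 bases and those higher one of 2294 bases, against 2897.5 bases for all genes tested. With each library's trends with GC content and transcript length removed, 1006 genes were higher and 1056 were lower. The paper's Data S1 gives the authors' own comparison, and 1997 of its genes were read. Of these, 1711 were tested here, 1706 of the 1711 changed in the direction of the paper's table, and 1186 had an unadjusted p-value under 0.05.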

Among these, 1119 were upregulated, while 1046 were downregulated, in the M92KO mice, as compared with the WT mice (Figure 6A). 

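Lists of the known members of pathways were written by hand and hold 48 genes of glycolysis and gluconeogenesis, 31 genes of glycogen synthesis and breakdown, and 42 genes of the proteasome. The gene sets of WikiPathways were not used here. The share of each list with an unadjusted p-value under 0.05, in either direction, was compared with that of the other genes tested by a two-sided Fisher's exact test, and the p-values of 16 lists were adjusted together by the Benjamini-Hochberg method. Of the 44 glycolysis genes tested, 6 were higher and 1 was lower in the M92KO mice, an odds ratio of 1.34 (95% confidence interval 0.503 to 3.05, exact p = 0.488, adjusted p = 0.755). Counting only genes higher in the M92KO mice moved this result most, to an odds ratio of 2.74 (exact p = 0.0314). limma's camera test, which uses all genes tested, gave an adjusted p = 0.0252 over 16 lists for a shift of the glycolysis list towards higher values. The test used a preset small correlation between the genes of a list, not one estimated from these data. Against 10000 random lists matched on mean expression, the median of the glycolysis list lay at percentile 94.9, and at percentile 69.7 with each library's GC and length trends removed. Adjusted over the list alone, 5 glycolysis genes had an adjusted p-value under 0.05, against 0 adjusted over all genes tested. Of the 29 glycogen genes tested, 4 were higher and 1 was lower, an odds ratio of 1.48 (95% confidence interval 0.439 to 3.95, exact p = 0.396, adjusted p = 0.755). Adjusted over the list alone, 2 of them had an adjusted p-value under 0.05. All 42 proteasome genes were tested, and 17 were higher and 0 lower, an odds ratio of 4.84 (95% confidence interval 2.45 to 9.36, exact p = 4.21e-06, adjusted p = 6.74e-05). Without the first WT library, the proteasome odds ratio was 1.80 (exact p = 0.189), and 5 of the 6 fits that each left out a library had p under 0.05. Counting only higher genes, it was 12.0 with every library and 4.65 (exact p = 0.00157) without the first WT library. The camera test gave the proteasome list an adjusted p = 2.27e-09 for a shift towards higher values. Its median lay at percentile 100 of the random lists, and at 99.99 with the GC and length trends removed. The proteasome gene with the smallest p-value was Psmd8, with a log2 fold change of 0.31 (standard error 0.064, adjusted p = 0.179 from edgeR), and 3 genes of the list had an adjusted p-value under 0.05 when adjusted over the list alone.

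**Figure D1:**
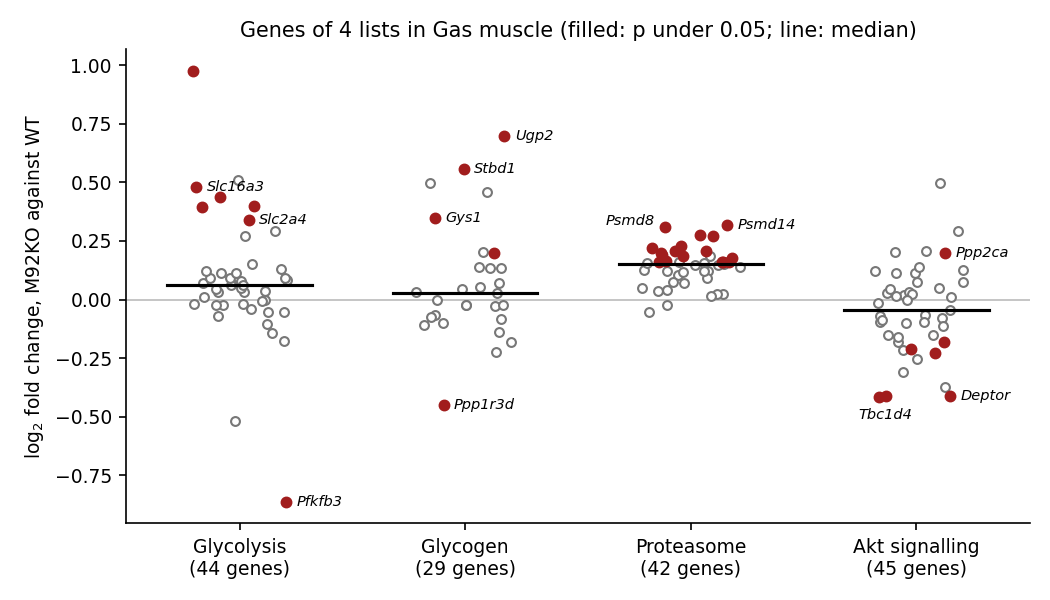
Each point is the log2 fold change between M92KO and WT Gas muscle (y axis) of a tested gene of the list named on the x axis, filled where edgeR's unadjusted p-value was under 0.05, and each line is a list's median. The medians were 0.06 for glycolysis, 0.03 for glycogen, 0.15 for the proteasome and -0.04 for Akt signalling.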

Wiki Pathway Analysis of the data showed that the most significant DEGs were related to the computational model of aerobic glycolysis and other pathways involved in glycolysis and gluconeogenesis (Figure 6A). Among these genes, UGP2 (the catalytic enzyme that converts G1P to UDP‐glucose; in the liver and muscle tissue, UDP‐glucose is a direct precursor of glycogen) was the only gene related to glycogen synthesis (Figure 6B). 

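Ugp2 (ENSMUSG00000001891) lies on the minus strand of chromosome 11 of GRCm38 from 21321138 to 21371201, where an exon overlaps the gene Gm12043. It had 64822, 52058 and 53284 counts in the WT libraries and 55677, 78144 and 83050 in the M92KO libraries. After normalization, Ugp2 stood at 1289 ± 152 CPM (SD, n = 3 mice) in WT and 2092 ± 426 CPM (SD, n = 3) in M92KO muscle. Its log2 fold change was 0.70 (standard error 0.16, adjusted p = 0.179 from edgeR's quasi-likelihood test). Every M92KO value lay above every WT value (two-sided exact permutation test, p = 0.1). With each library left out in turn, the log2 fold change stayed between 0.59 and 0.86. The steps of the supplementary methods moved it most among the other settings, to 0.58. Besides Ugp2, 4 genes of the glycogen list had an unadjusted p-value under 0.05. Stbd1, which encodes a glycogen-binding protein, rose from 61.98 ± 9.70 CPM (SD, n = 3) in WT to 91.3 ± 6.09 CPM (SD, n = 3) in M92KO muscle, with a log2 fold change of 0.56 and a standard error of 0.12. Its adjusted p-value from edgeR was also 0.179. Gys1, which encodes muscle glycogen synthase and overlaps an exon of Ruvbl2, stood at 703 ± 21.1 CPM (SD, n = 3) in WT and 896 ± 152 CPM (SD, n = 3) in M92KO muscle. The log2 fold change of Gys1 was 0.35 (standard error 0.12, adjusted p = 0.314 from edgeR), and its unadjusted p-value was under 0.05 in 2 of the 6 fits that each left out a library. Gyg, which encodes glycogenin, had a log2 fold change of 0.20 (standard error 0.069, adjusted p = 0.322 from edgeR), with an unadjusted p-value under 0.05 in 1 of those 6 fits. Ppp1r3d, which encodes a regulatory subunit of protein phosphatase 1, had a log2 fold change of -0.45 (standard error 0.18, adjusted p = 0.361 from edgeR). The paper selects UGP2 from the genes of glucose metabolism for its role in glycogen synthesis and proposes it as a target of miR-92b-3p.

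**Figure D2:**
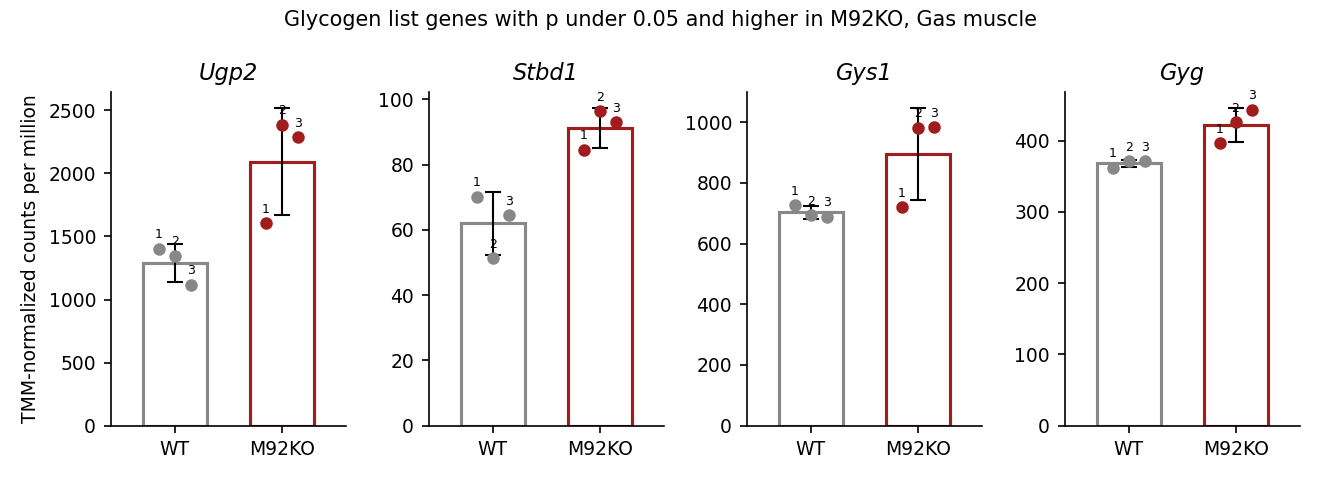
TMM-normalized CPM (y axis) of Ugp2, Stbd1, Gys1 and Gyg in WT and M92KO Gas muscle (x axis), with bars for the mean, error bars for the SD and points for the libraries, numbered by replicate. Every M92KO point lies above every WT point for Ugp2, Stbd1 and Gyg, and for Gys1 the first M92KO library lies within the WT range.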

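Mature miR-92b-3p has the sequence UAUUGCACUCGUCCCGGCCUCC, and an 8mer match to its seed in an mRNA, written as DNA, is GTGCAATA. The GENCODE M21 annotation gives Ugp2 2 protein-coding transcripts, with 3′-UTRs of 349 and 884 bases. The mouse sequence drawn in Figure 6C, TTTAAAGTAGTTTTCTGCAATG as DNA, lies in both 3′-UTRs, on the minus strand of chromosome 11 of GRCm38 from 21321873 to 21321894. The surrounding sequence is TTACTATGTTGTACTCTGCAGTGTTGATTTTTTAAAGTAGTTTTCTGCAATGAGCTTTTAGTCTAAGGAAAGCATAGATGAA. The seed match within the drawn sequence is the 6mer TGCAAT, from 21321874 to 21321879. An 8mer match, GTGCAATA, lies elsewhere in both 3′-UTRs, from 21321785 to 21321792. A further 6mer match lies from 21321250 to 21321255 in the longer 3′-UTR.

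**Figure D3:**
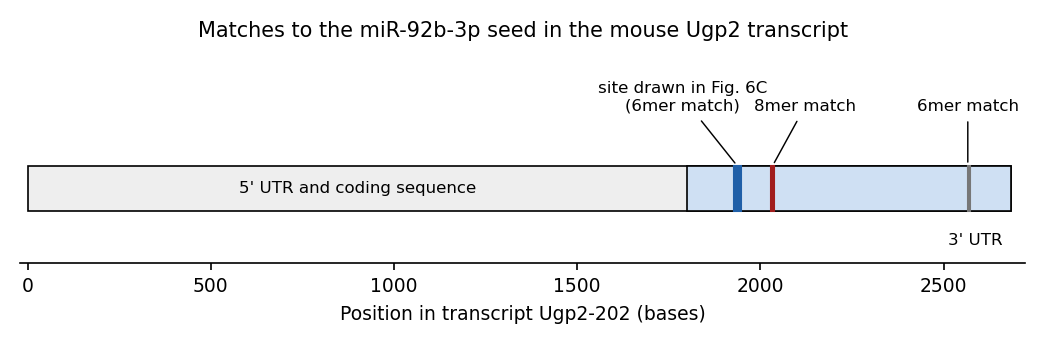
Map of the longer Ugp2 transcript, with the position in bases on the x axis, the 5′-UTR and coding sequence in grey and the 3′-UTR in light blue. The site drawn in Figure 6C starts at base 1927 and the 8mer match at base 2029.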

Using StarBase (http://starbase.sysu.edu.cn/), we identified *UGP2* as a potential target of miR‐92b‐3p (Figure 6C). M92KO mice displayed significantly higher *Ugp2* mRNA and protein levels in the Gas than WT mice (Figure S5A, B). Conversely, M92OE significantly reduced the mRNA and protein levels of *Ugp2* in the Gas muscle (Figure S5A, B). When compared with the control RNA treatment, treatment with the miR‐92b‐3p mimic (M92M) reduced the mRNA level of *Ugp2* in a time‐dependent manner in C2C12 cells (Figure 6D). Next, we used a Dual‐Luciferase® reporter assay to show that the activity of luciferase reporters was markedly reduced upon M92M treatment, in a dose‐dependent manner, as compared that seen upon treatment with control RNA alone, while reporter activity was not affected following treatment with the *Ugp2* 3′‐UTR‐mutant luciferase reporter construct **(**Figure 6D), suggesting that *Ugp2* is the direct target gene of miR‐92b‐3p. Analysis of protein levels in C2C12 cells by means of western blot assay also supported our findings that treatment with the miR‐92b‐3p inhibitor (M92I) upregulated the expression of UGP2, as compared with control RNA treatment (Figure S5C). In contrast, M92M inhibited the UGP2 protein level in C2C12 cells, as compared with that observed upon control RNA treatment (Figure 6E). Furthermore, as compared with control RNA treatment, M92I treatment increased the intracellular glycogen content in C2C12 cells, while M92M treatment decreased the same (Figure 6E). Notably, treatment with *Ugp2* small interfering RNA (siRNA) decreased the intracellular glycogen content in C2C12 cells, as compared with control RNA treatment, while there was no change after M92I treatment (Figure S5D). Inversely, adenovirus‐mediated *Ugp2* overexpression increased the intracellular glycogen content, which was unchanged upon M92M treatment (Figure 6F). Taken together, we demonstrated that miR‐92b‐3p regulates glycogen synthesis, by inhibiting *UGP2* expression, through direct binding to the *UGP2* 3′‐UTR.

**Figure 6:**
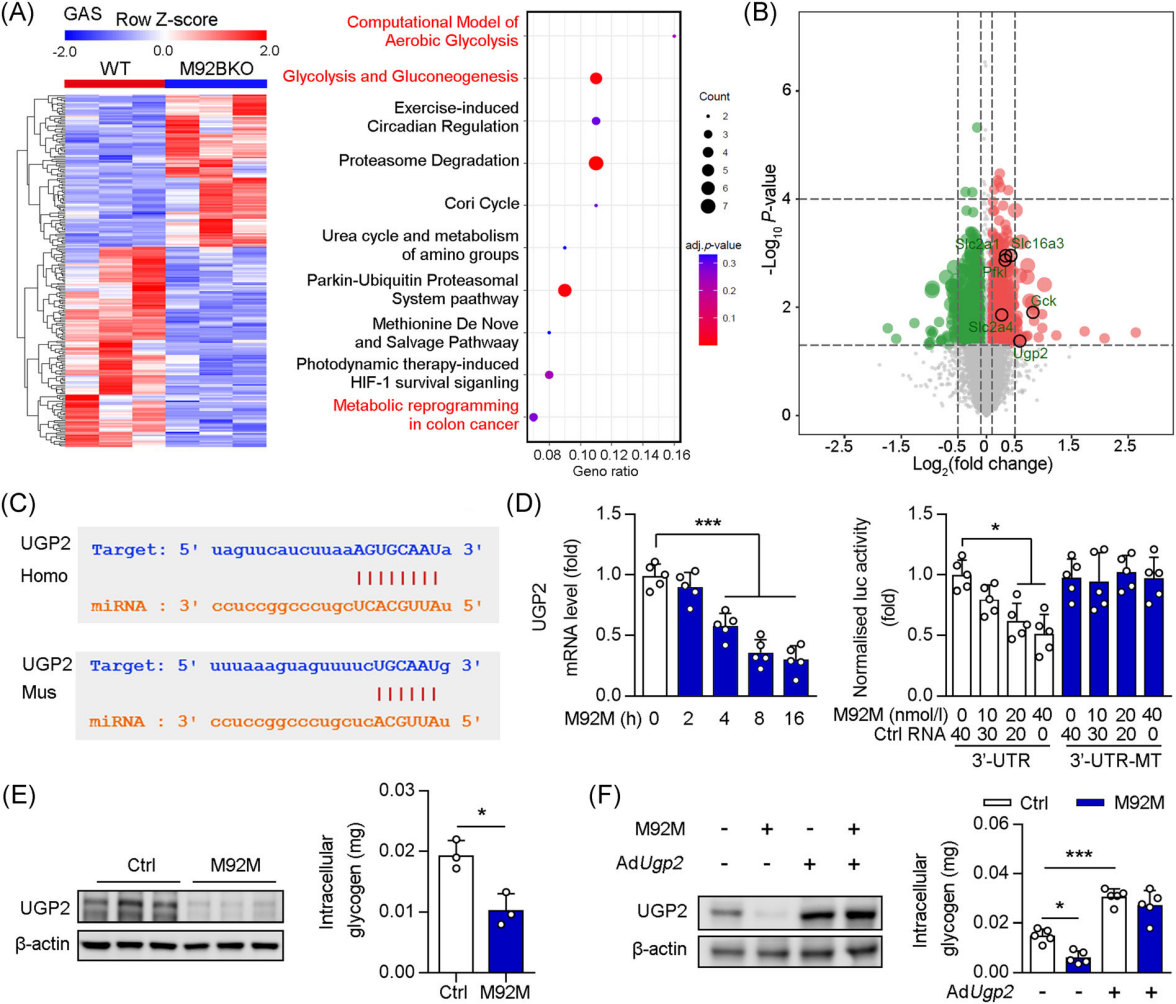
UGP2 was a directly target of miR‐92b‐3p in skeletal muscle. (A, B) Heat map of differentially expressed genes in Gas of WT and M92KO mice (*n* = 3), and the Wiki Pathway Analysis of RNA‐seq on GAS, and volcano plot of differentially expressed genes in GAS of WT and M92KO mice (*P* < 0.05). (C) Graphical representation of the conserved miR‐92b‐3p binding motifs within the 3′‐UTR of UGP2. Complementary sequences to the seed regions of miR‐92b‐3p within the 3′‐UTRs are conserved between human (Homo) and mouse (Mus) sequences. (D) C2C12 cells were treated with miR‐92b‐3p mimic or control (Ctrl) RNA and qPCR analysis was used to determine the mRNA level of UGP2 (*n* = 5) and Luciferase (luc) activity of the reporter constructs containing either wild‐type ormutated (MT) 3′‐UTR of murine UGP2 after treatment of C2C12 cells with miR‐92b‐3p mimic (M92M) or Ctrl RNA (*n* = 5). (E) C2C12 cells treated with M92M or Ctrl RNA, the protein level of UGP2 and β‐actin were determined by western blot and the intracellular glycogen was detected by commercial kit (*n* = 3). (F) C2C12 cells treated with M92M and/or Ad*Ugp2*, the protein level of UGP2 and β‐actin were determined by western blot (*n* = 3), and the intracellular glycogen was detected by commercial kit (*n* = 3). All results are expressed as means ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, by unpaired Student's *t* test (E to I). *P < 0.05, **P < 0.01, ***P < 0.001, by a one‐way ANOVA with a Bonferroni correction test (J, K).

### MiR‐92b‐5p potentially regulates extrusion of lactate in the skeletal muscle through MCT4

Among the DEGs related to glucose metabolism, we found that Slc16a3 (MCT4) was significantly upregulated in the Gas muscles from M92KO mice. 

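Slc16a3 (ENSMUSG00000025161) lies on the plus strand of chromosome 11 of GRCm38 from 120948480 to 120960868. It had 20633, 15885 and 19146 counts in the WT libraries and 19831, 20021 and 20887 in the M92KO libraries. Normalized to library size, it stood at 420 ± 23.9 CPM (SD, n = 3 mice) in WT and 586 ± 22.2 CPM (SD, n = 3) in M92KO muscle. The log2 fold change of Slc16a3 was 0.48 (standard error 0.073, adjusted p = 0.165 from edgeR). The difference was larger than the spread between mice, with every M92KO value above every WT value (two-sided exact permutation test, p = 0.1). It stayed between 0.45 and 0.53 with each library left out in turn. Figure 6B also labels Slc2a4, Slc2a1 and Pfkl among the genes of glucose metabolism. The insulin-responsive glucose transporter gene Slc2a4 rose from 819 ± 29.1 CPM (SD, n = 3) to 1036 ± 38.2 CPM (SD, n = 3), a log2 fold change of 0.34. The glucose transporter gene Slc2a1, an exon of which overlaps Gm12868, had a log2 fold change of 0.40. Pfkl, a phosphofructokinase gene, also had one of 0.40. Both stood far below Slc2a4 in CPM. Slc2a1 had means of 8.84 CPM in WT and 11.7 CPM in M92KO muscle, and Pfkl of 11.0 and 14.4 CPM. The adjusted p-values of these 3 genes from edgeR lay between 0.179 and 0.193.

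**Figure D4:**
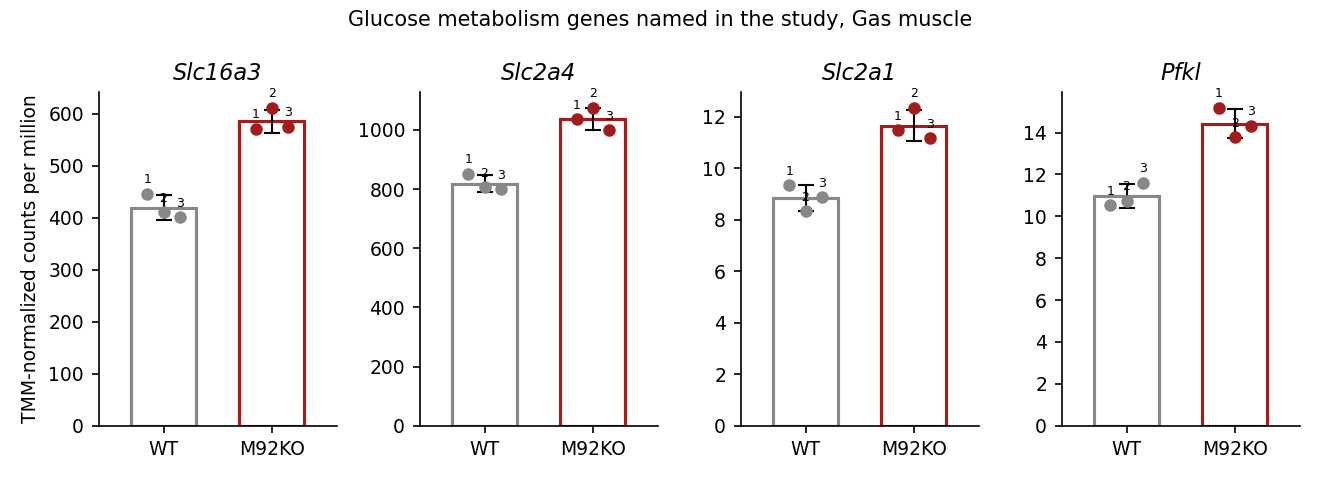
TMM-normalized CPM (y axis) of Slc16a3, Slc2a4, Slc2a1 and Pfkl in WT and M92KO Gas muscle (x axis), with bars for the mean, error bars for the SD and points for the libraries, numbered by replicate. In each of the 4 genes, every M92KO point lies above every WT point.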

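Mature miR-92b-5p has the sequence AGGGACGGGACGUGGUGCAGUGUU, and an 8mer match to its seed, written as DNA, is CCGTCCCA. In the GENCODE M21 annotation of GRCm38, Slc16a3 has 6 protein-coding transcripts, of which 3 have a complete 3′-UTR, of 643, 868 and 2736 bases. These 3′-UTRs hold 0 matches of 6, 7 or 8 bases to the seed, and a 6mer match, CGTCCC, lies in the coding sequence from 120955868 to 120955873 on chromosome 11. The mouse sequence drawn in Figure 7A, GCCTAGAGGGGCCCCCCGTCCCA as DNA, was found in 0 of the 141767 transcripts searched, and the longest stretch it shares with an Slc16a3 transcript is 8 bases. On the plus strand of chromosome 11 it lies from 120962953 to 120962975, which begins 2085 bases past the annotated end of Slc16a3. There it is the reverse complement of the 3′-UTR of Csnk1d (ENSMUSG00000025162), a gene on the minus strand from 120961749 to 120991330. A transcript of Slc16a3 that the annotation does not hold was not searched.

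**Figure D5:**
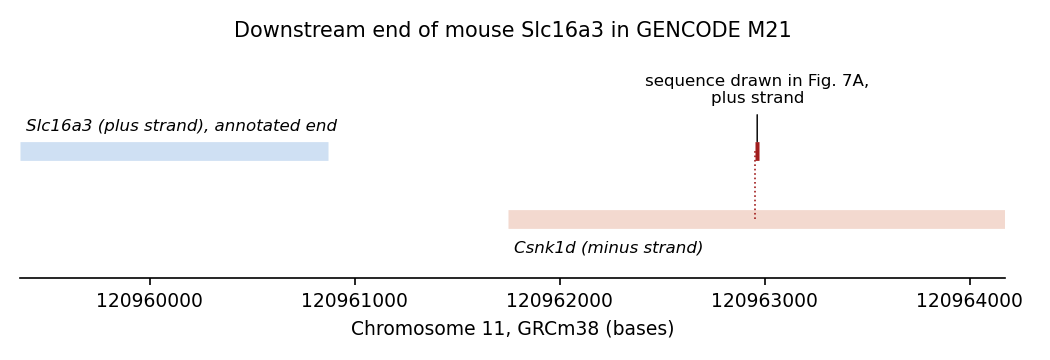
Map of the downstream end of Slc16a3, with the position on chromosome 11 of GRCm38 in bases on the x axis. The sequence drawn in Figure 7A lies 2085 bases past the annotated end of Slc16a3 and within Csnk1d, on the opposite strand.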

MCT4 is highly expressed in glycolytic fast‐twitch muscles and is characterized by its role in the extrusion of lactate from muscle cells.^27^, ^28^ Using StarBase, we identified *MCT4* as a potential target of miR‐92b‐5p (Figure 7A). M92KO mice displayed significantly higher *MCT4* mRNA and protein levels in the Gas than WT mice (Figure S5E, F). Conversely, M92OE significantly reduced the mRNA and protein levels of *Mct4* in the Gas muscle (Figure S5E, F). In C2C12 cells, the miR‐92b‐5p mimic (M92M5) decreased the mRNA level of MCT4 in a time‐dependent manner (Figure 7B). To further investigate the interaction between miR‐92b‐5p and MCT4, we constructed two plasmids, MCT4 3′‐UTR and MCT4‐3′‐UTR‐MT, which contained the WT and mutant 3′‐UTR of MCT4, respectively. Each plasmid was co‐transfected with M92M5 into C2C12 cells. Our results showed that M92M5 inhibited the luciferase activity in a dose‐dependent manner (Figure 7C). However, M92M5 did not regulate the luciferase activity in C2C12 cells transfected with the plasmid expressing MCT4‐3′‐UTR‐MT (Figure 7C). In vitro, as compared with treatment with control RNA, M92I5 treatment increased the MCT4 protein level in C2C12 cells, whereas M92M5 treatment reduced the same (Figure 7D). Consistent with this, a reduction in intracellular lactate content was observed upon M92I5 treatment, while an increase in the same was observed upon M92M5 treatment (Figure 7D). Next, we determined whether miR‐92b‐5p regulates intracellular lactate content by regulating MCT4 expression in C2C12 cells. Our results showed that MCT4 siRNA treatment increased the intracellular lactate content, which did not change after M92I5 treatment (Figure 7E). In contrast, MCT4 overexpression decreased the intracellular lactate content, which did not change after M92M5 treatment (Figure 7F). Taken together, we demonstrated that miR‐92b‐5p regulated lactate extrusion through inhibition of *MCT4* expression, by directly binding to the MCT4 3′‐UTR.

**Figure 7:**
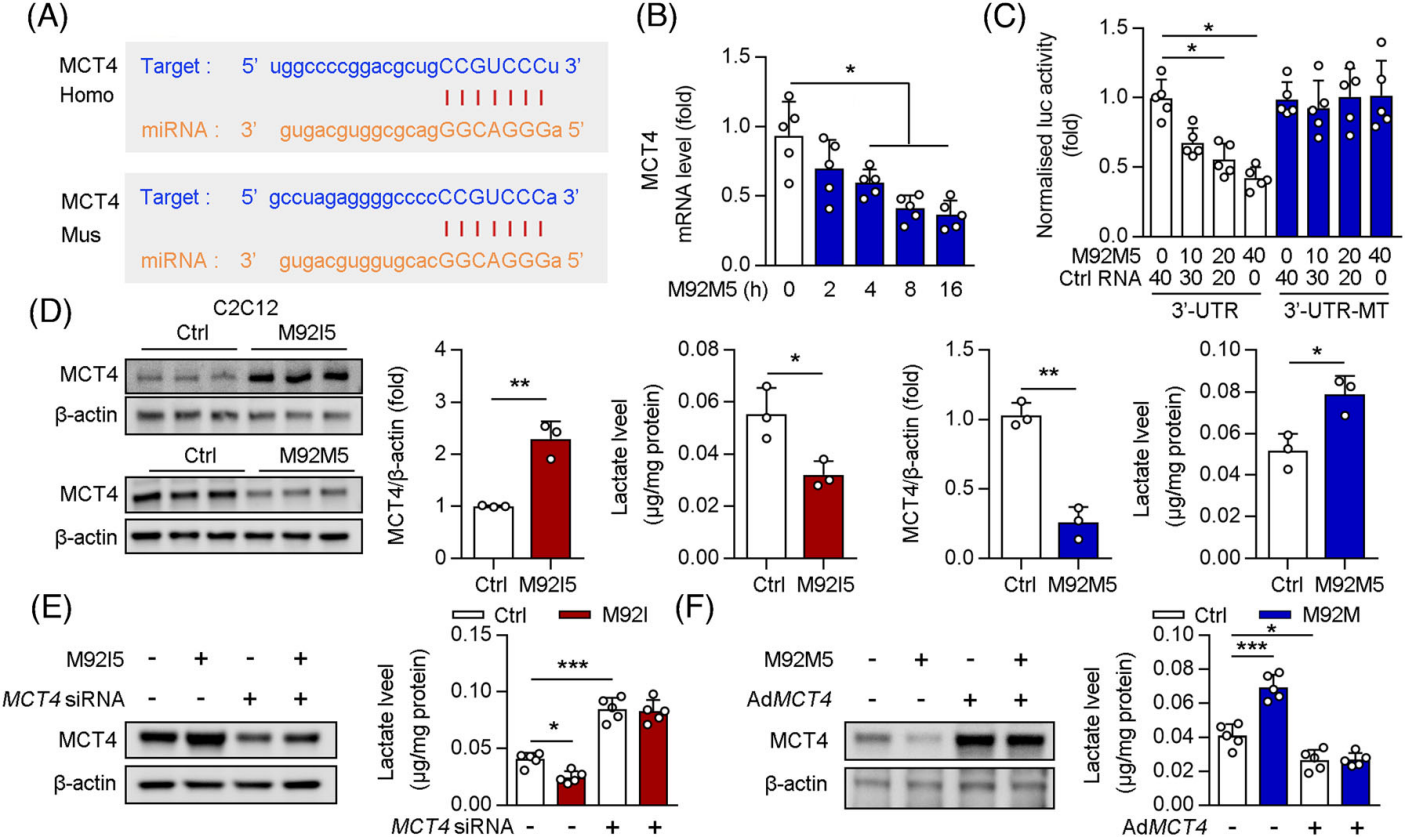
MCT4 was a directly target of miR‐92b‐5p in skeletal muscle. (A) Graphical representation of the conserved miR‐92b‐5p binding motifs within the 3′‐UTR of MCT4. Complementary sequences to the seed regions of miR‐92b‐5p within the 3′‐UTRs are conserved between human (Homo) and mouse (Mus) sequences. (B) C2C12 cells were treated with miR‐92b‐5p mimic or control (Ctrl) RNA and qPCR analysis was used to determine the mRNA level of MCT4 (*n* = 5). (C) Luciferase (luc) activity of the reporter constructs containing either wild‐type ormutated (MT) 3′‐UTR of murine MCT4 after treatment of C2C12 cells with miR‐92b‐5p mimic (M92M5) or Ctrl RNA (*n* = 5). (D) C2C12 cells treated with M92M5 (or miR‐92b‐5p inhibitor, M92I5) or Ctrl RNA under hypoxia, the protein level of MCT4 and β‐actin were determined by western blot and the quantitative result of western blot were shown (*n* = 3), intracellular lactate was detected by commercial kit (*n* = 3). (E) C2C12 cells treated with M92I5 and/or *Mct4* siRNA under hypoxia, the protein level of MCT4 and β‐actin were determined by western blot, and the intracellular lactate was detected by commercial kit (*n* = 3). (F) C2C12 cells treated with M92M5 and/or Ad*Mct4* under hypoxia, the protein level of MCT4 and β‐actin were determined by western blot, and the intracellular lactate was detected by commercial kit (*n* = 3). All results are expressed as means ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, by unpaired Student's *t* test (B to F). *P < 0.05, **P < 0.01, ***P < 0.001, by a one‐way ANOVA with a Bonferroni correction test (G, H).

### UGP2 and MCT4 are required for glycogen induction and lactate extrusion from the skeletal muscles of M92KO mice

To further test whether UGP2 and MCT4 mediate the effect of muscle miR‐92b knockout on glycogen and lactate, AAV9‐hsa‐sh*Ugp2* was transfected into WT or M92KO mice (Figure S6A, B), with no significant differences observed in body weight (data not shown). When compared with the AAV‐Ctrl‐transfected WT mice, the AAV‐sh*Ugp2*‐transfected WT mice showed significantly decreased glycogen content before exercise exhaustion and reduced the exercise capacity (Figure S6C). Furthermore, the AAV‐sh*Ugp2*‐transfected M92KO mice had a lower lactate content in the Gas after exercise exhaustion and a higher exercise capacity than the AAV‐sh*Ugp2*‐transfected WT mice, but not glycogen content in the Gas before exercise exhaustion (Figure S6C). We knocked down MCT4 directly in the skeletal muscle of the mice using AAV9‐hsa‐sh*Mct4* delivery (Figure S6D, E), with no significant differences observed in body weight (data not shown). In the WT mice, sh*Mct4* transfection upregulated the lactate content of Gas after exercise and reduced the exercise capacity of the mice, but had no evident effect on the glycogen content of the Gas before exercise (Figure S6F). However, AAV‐sh*Mct4*‐transfected M92KO mice still showed a significant increase in the glycogen content of the Gas before exercise and exercise capacity than AAV‐sh*Mct4*‐transfected WT mice (Figure S6F). UGP2 and MCT4 protein levels in the Gas were significantly decreased in the AAV‐*shU&M* (AAV‐sh*Ugp2* and AAV‐sh*Mct4*)‐injected mice than in the AAV‐Ctrl‐injected mice (Figure 8A–C), with no significant differences observed in body weight (data not shown). There was no significant difference in glycogen content before exercise and lactate content after exercise in the Gas between WT and M92KO mice treated with AAV‐sh*U&M* (Figure 8D). More importantly, when UGP2 and MCT4 were absent, M92KO mice displayed exercise capacity that was similar to that of WT mice (Figure 8E), thereby suggesting that knockout of miR‐92b affects skeletal muscle functions mainly by regulating the expression of UGP2 and MCT4.

**Figure 8:**
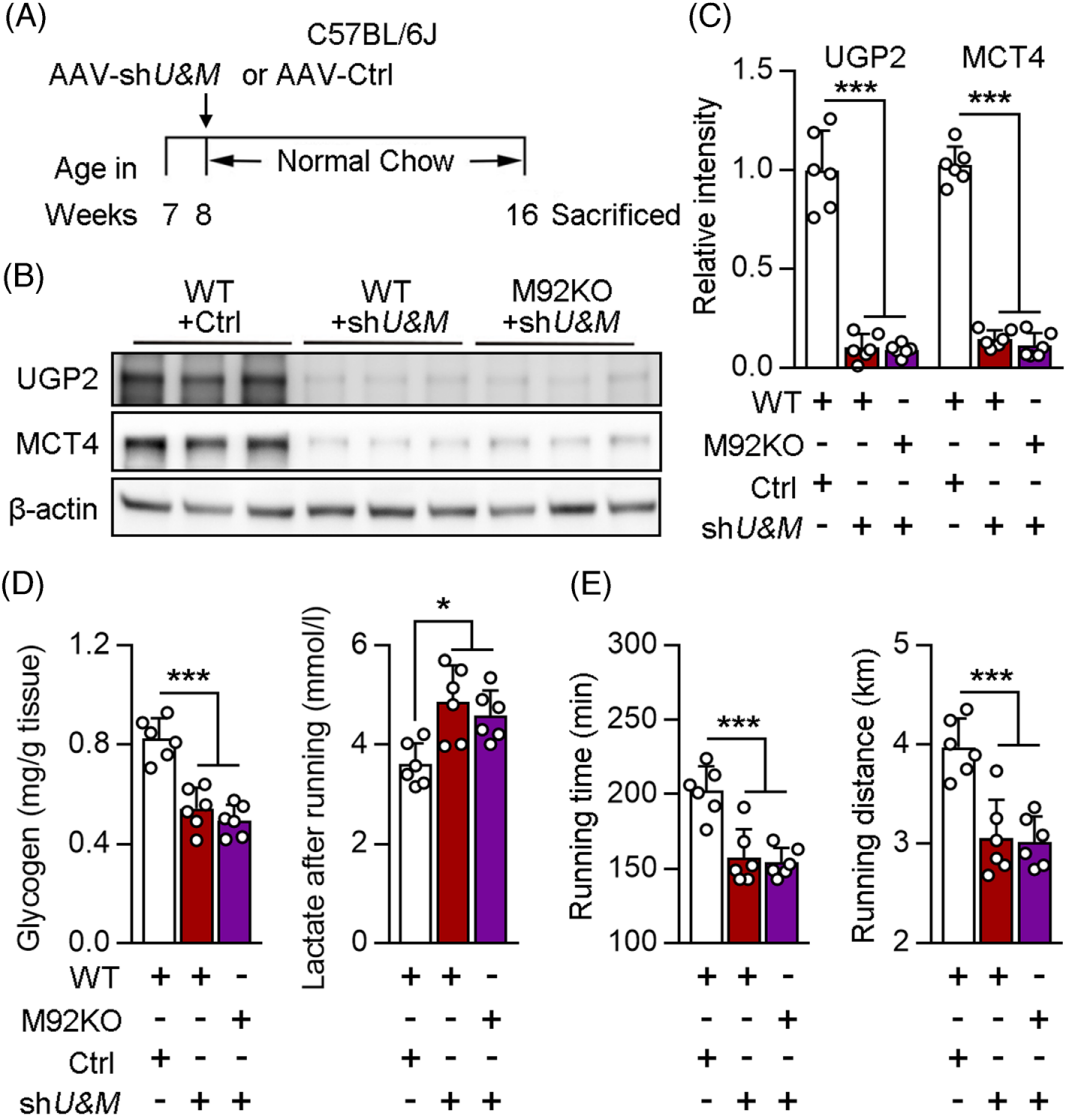
UGP2 and MCT4 mediates the effect of miR‐92b on exercise capacity, glycogen synthesis and lactate extrusion. (A to E) WT or M92KO mice transfected with AAV‐Ctrl or AAV‐shU&M (shUGP2 and shMCT4) as indicated (A), and western blot analysis of UGP2, MCT4 and β‐actin in Gas from mice (B), and the quantitative result were shown in the right panel (C). (D, E) The glycogen level of Gas from mice before running exhaustion (*n* = 6), the lactate level of Gas from mice after running exhaustion (*n* = 6), and the running time (left) and distance (middle) to exhaustion (*n* = 6). All results are expressed as means ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, by a one‐way ANOVA with a Bonferroni correction test.

### Endurance training inhibits miR‐92b expression through negative regulation of hypoxia

A previous study has shown that miR‐92b is likely to be transcriptionally induced by hypoxia.^29^ Consistent with this, we found that both miR‐92b‐3p and miR‐92b‐5p were upregulated under hypoxia (Figure S7A). The transcription factor hypoxia‐inducible factor (*HIF*) has been suggested as a candidate for mediating training adaptation in skeletal muscles. After 4 weeks of unilateral knee‐extensor training, HIF‐1 mRNA levels transiently increased only in the untrained leg, when exposed to acute exercise.^30^ Another study showed that endurance training enhanced the expression of negative regulators of HIF, such as prolyl hydroxylase domain (PHD) enzymes (PHD 1, 2 and 3), which catalyse HIF prolyl hydroxylation, leading to the degradation of the oxygen sensors HIF‐1α and HIF‐2α.^31^ In agreement with this, we found that trained mice (4 weeks training) displayed higher protein level of PHD2 (the primary HIF‐1 PHD under normal conditions) in the Gas, and downregulated levels of HIF‐1α, than untrained mice (Figure S7B). In addition, PHD1 and PHD2 mRNA levels, but not PHD3 mRNA levels, increased after training (Figure S7C). Further analysis of miR‐92b expression revealed that trained mice displayed lower level of miR‐92b in the Gas than untrained mice (Figure S7D). The expression of miR‐92b‐3p increased sharply in the Gas from mice subjected to acute exercise, as compared with that in the no exercise mice, but returned to baseline after 120 min; long‐term training weakened these acute exercise‐induced effects (Figure S7D). Taken together, long‐term training inhibited miR‐92b expression by increasing the expression of the negative regulators of hypoxia.

## Discussion

In this study, we identified a novel role of miR‐92b in the skeletal muscle that affects physical activity. There is a decrease in miR‐92b levels in the skeletal muscle of humans and mice after exercise training for a certain period, but an increase after acute exercise. Mice lacking miR‐92b displayed a normal metabolic phenotype, but with induction of exercise capacity. Corroboratively, overexpression of miR‐92b in the skeletal muscle resulted in a similar metabolic phenotype and reduced exercise capacity.

Previous research has shown that a regulatory axis consisting of Akt signalling controls glycogen synthesis and glucose homeostasis during insulin signalling.^32^ As what mentioned before, miR‐92b is involved in the regulation of Akt signalling, both in vivo and in vitro. However, in our study, based on RNA‐seq data, we did not observe obvious changes in PTEN and Gabra3 expression in the miR‐92b‐ablated muscle. Moreover, Akt signalling in skeletal muscles can regulate skeletal muscle growth and atrophy.^23^ However, we did not observe altered expression of Akt signalling‐related genes (according to Wiki Pathway Analysis) or muscle hypertrophy in the M92KO mice, as compared with that in the controls.

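Gabra3 (ENSMUSG00000031343, chromosome X, 72432681 to 72656848 on GRCm38) had 29, 33 and 33 counts in the WT libraries and 22, 19 and 27 in the M92KO libraries. Its log2 fold change was -0.14 (standard error 0.27, adjusted p = 0.874 from edgeR).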

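A list of 45 genes of Akt signalling, written by hand, was tested in place of the WikiPathways set. In the M92KO mice, 1 gene of the list was higher and 6 were lower at an unadjusted p-value of 0.05, an odds ratio of 1.30 (95% confidence interval 0.491 to 2.96, p = 0.495 from a two-sided Fisher's exact test, adjusted p = 0.755 over 16 lists). Adjusted over the list alone, 0 of the 45 genes had an adjusted p-value under 0.05. The gene with the smallest p-value was Deptor, with a log2 fold change of -0.41 (standard error 0.098, adjusted p = 0.188 from edgeR). The others that were lower were Irs1, Tbc1d4, Foxo1, Sgk1 and Phlpp1, with log2 fold changes between -0.42 and -0.18, and Ppp2ca was higher by 0.20. Without the filter on low counts, the odds ratio of the list was 2.39 (exact p = 0.0349), and without the first M92KO library 9 were higher and 7 lower, an odds ratio of 2.42 (exact p = 0.00636). With each library's GC and length trends removed, 4 were higher and 3 lower. The median log2 fold change of the list lay at percentile 0.28 of the random lists, and at percentile 12.2 with those trends removed. For a shift of the list towards lower values, limma's camera test gave an adjusted p = 0.200 over 16 lists.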

Notably, a previous study found that inhibiting miR‐92 in skeletal muscle by antagomir failed to modulate skeletal anabolic response to mechanical loading.^33^ Consistent with these findings, we observed that M92KO had no significant effect on grip strength in mice (Figure 3A). Upon comparing the nucleotide sequences, we identified a discrepancy between the antagomir sequence (5′‐caggccgggacaagugcaau‐3′) and the miR‐92b‐5p sequence (5′‐agggacgggacguggugcaguguu‐3′). This suggests that the antagomir may be ineffective in repressing the expression of miR‐92b‐5p. Given the crucial role of miR‐92b‐5p in regulating lactate extrusion and exercise capacity (Figure 7F), it is plausible that this discrepancy could account for the different results observed in our study’. As miR17‐92 cluster (contains six miRs: 17, 18a, 19a, 20a, 19b and 92a) expressed in type I collagen‐producing cells is a key regulator of periosteal bone formation in mice,^34^ we next investigated the expression of other miRs from the miR‐17‐92 cluster following exercise/unloading. Interestingly, we found that miR‐19b mRNA levels were also higher in the Gas muscles from the hindlimb suspension (HLS) mice, but lower after 7 days of reloading (data not shown).

Through reanalysis of the database obtained from GSE209880,^35^ we found that both miR‐92b‐3p and miR‐92b‐5p expression in the skeletal muscle were increased after 24 h of a single exercise bout, as compared with baseline (Figure S7E). Consistently, we found that a single exercise bout upregulated the expression of both miR‐92b‐3p and miR‐92b‐5p in the skeletal muscle of mice (Figure S7D). In contrast, another study did not find a reduction in miR‐92b in skeletal muscle after 72 h of high aerobic exercise with sleep restriction.^36^ This discrepancy may be attributed to the influence of sleep quality on miR‐92b expression.^37^ Next, to further clarify whether long‐term exercise training decreases miR‐92b expression, we performed a reanalysis of the database obtained from right vastus lateralis biopsy specimens of patients with type 2 diabetes before and after 16 weeks of chronic exercise training (GSE58248). The results showed that miR‐92b expression in the vastus lateralis decreased after 12 weeks of aerobic exercise, but not resistance training exercise, compared with baseline (Figure S7F). These findings suggest that miR‐92b expression in skeletal muscle may be influenced by the type and duration of exercise training.

We demonstrated a miR‐92b‐mediated feedback signalling pathway between exercise and exercise‐induced exhaustion. When running, miR‐92b is induced, which inhibits UPG2‐associated glycogen synthesis, as well as MCT4‐mediated lactate extrusion, eventually leading to glycogen depletion and exhaustion. Ablation of miR‐92b facilitated glycogen synthesis, lactate extrusion and endurance exercise capacity in skeletal muscles without previous training. Thus, we propose that miR‐92b may play an important role in manipulating exercise fatigue.

## Conflict of interest

The authors have declared that no conflict of interest exists.

## Supporting information

**Table S1.** The sequences of primers for qPCR analysis.
**Table S2.** Antibodies Information.
**Figure S1.** Skeletal muscle weight in hindlimb suspension mice. (A, B) The weight of GAS and TA of WT mice in control, unload, and unload with reload groups (*n* = 6). All results are expressed as means ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, by a one‐way ANOVA.
**Figure S2.** MiR‐92b knockout has no evident effect in blood glucose. (A) The qPCR was used to determine miR‐92b‐3p and miR‐92b‐5p in Gas muscle from WT and miR‐92b knockout (M92KO) mice, *n* = 6. (B) The ratio of heart weight (HW; mg) and tibia length (TL; mm) were shown in panel B (*n* = 6). (C) Daily food intake were shown in panel C (n = 6). (D) The fasting blood glucose and refed blood glucose in WT or M92KO mice (n = 6). All results are expressed as means ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, by unpaired Student's t test.
**Figure S3.** MiR‐92b overexpression has no evident effect in blood glucose (A) The qPCR was used to determine miR‐92b‐3p and miR‐92b‐5p in Gas muscle from WT and miR‐92b overexpression (M92OE) mice, *n* = 6. (B) The fasting blood glucose, fasting blood insulin and refed blood glucose in WT or M92OE mice (n = 6). All results are expressed as means ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, by unpaired Student's t test.
**Figure S4.** MiR‐92b knockout improves insulin resistance in diabetic mice. (A) WT or M92KO mice fed with HFD diet and treated with STZ to establish a diabetes model. (B) The qPCR was used to determine miR‐92b‐3p and miR‐92b‐5p in Gas muscle from WT and M92KO diabetic mice, *n* = 6. (C) The ratio of heart weight (HW; mg) and tibia length (TL; mm) were shown in left panel (*n* = 6). Daily food intake were shown in right panel (n = 6). (D) The fasting blood glucose, fasting blood insulin and refed blood glucose in diabetic mice (*n* = 6). (E) Western blot analysis of p‐Akt, Akt, p‐mTOR, mTOR, p‐S6K, S6K, and β‐actin were shown in the panel F, and the quantitative result were shown in the panel M (*n* = 6). (F) The mRNA level of *MuRF1* and *Atrogin‐1* was detected by qPCR in Gas muscle of diabetic mice (n = 6). All results are expressed as means ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, by unpaired Student's t test.
**Figure S5.** MiR‐92b inhibits the protein and mRNA level of UGP2 and MCT4 *in vivo*.(A) Western blot analysis of UGP2 and β‐actin in Gas from WT, M92KO and M92OE mice (left panel), and the quantitative result were shown in the right panel (*n* = 3). (B) The qPCR was used to determine UGP2 in Gas muscle from WT, M92KO and M92OE mice (*n* = 6). (C) C2C12 cells treated with miR‐92b‐3p inhibitor (M92I) or Ctrl RNA, the protein level of UGP2 and β‐actin were determined by western blot and the intracellular glycogen was detected by commercial kit (*n* = 3). (D) C2C12 cells treated with M92I and/or *Ugp2* siRNA, the protein level of UGP2 and β‐actin were determined by western blot, and the intracellular glycogen was detected by commercial kit (*n* = 3). (E) Western blot analysis of MCT4 and β‐actin in Gas from WT, M92KO and M92OE mice (left panel), and the quantitative result were shown in the right panel (n = 3). (F) The qPCR was used to determine MCT4 in Gas muscle from WT, M92KO and M92OE mice (*n* = 6). All results are expressed as means ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, by unpaired Student's t test (E to I). *p < 0.05, **p < 0.01, ***p < 0.001, by a one‐way ANOVA (J, K).
**Figure S6.** MiR‐92b regulates exercise capacity through UGP2 and MCT4 *in vivo*. (A to C) A, B:WT or M92KO mice transfected with AAV‐Ctrl or AAV‐shUGP2 as indicated and western blot analysis of UGP2, MCT4 and β‐actin in Gas from mice (left panel), and the quantitative result were shown in the right panel(*n* = 6). C: The glycogen level of Gas from mice before running exhaustion (n = 6), the lactate level of Gas from mice after running exhaustion (n = 6), and the running time (left) and distance (middle) to exhaustion (*n* = 6). (D to F) D, E: WT or M92KO mice transfected with AAV‐Ctrl or AAV‐shMCT4 as indicated and western blot analysis of UGP2, MCT4 and β‐actin in Gas from mice (left panel), and the quantitative result were shown in the right panel (*n* = 6). F: The glycogen level of Gas from mice before running exhaustion (n = 6), the lactate level of Gas from mice after running exhaustion (n = 6), and the running time (left) and distance (middle) to exhaustion (n = 6). All results are expressed as means ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, by a one‐way ANOVA.
**Figure S7.** Exercise regulates the expression level of miR‐92b. (A) The protein level of HIF‐1α and β‐actin in C2C12 cells under normoxia and hypoxia, and the miR‐92b‐3p and miR‐92b‐5p was detected by qPCR (*n* = 3). (B, C) Western blot analysis of PHD2, HIF‐1α and β‐actin in Gas from untrained and trained mice (panel B), and the mRNA level of PHD1, PHD2, and PHD3 were determined by qPCR (panel C) (*n* = 6). (D) The expressions of miR‐92b‐3p and miR‐92b‐5p were detected at different time points after acute exercise (n = 3; noexercise mice was used as control). (E) Reanalyzed the database obtained from GEO database (GSE209880) on human specimens from skeletal muscle before and after a single exercise bout (*n* = 39). (F) Reanalysis of the database obtained from right vastus lateralis biopsy specimens of patients with type 2 diabetes before and after 16 weeks of chronic exercise training (GSE58248). All results are expressed as means ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, by unpaired Student's t test. Click here for additional data file.

**Data S1.** Supporting Information. Click here for additional data file.

## Data Availability

Any additional information required to reanalyse the data reported in this paper is available from the lead contact upon request. The sequencing data reported in this paper are deposited in NCBI Gene Expression Omnibus (GEO) database with accession number GEO: GSE242294 and will be publicly available as of the date of publication.

# Supplementary material for: MicroRNA‐92b in the skeletal muscle regulates exercise capacity via modulation of glucose metabolism
**Source:** J Cachexia Sarcopenia Muscle. 2023 Nov 20;14(6):2925–38. doi: 10.1002/jcsm.13377

**Electronic Supplementary Materials**

**Supplementary Methods**

**2.1 Studies in animals**

All animal care and experimental protocols for *in vivo* studies conformed to the Guide for the Care and Use of Laboratory Animals published by the National Institutes of Health (NIH; NIH publication no.: 85–23, revised 1996). All experimental animal procedures were approved by the Ethics Committee of the Second Clinical Medical College of Jinan University **(The ethics approval number: 20210303-52)**, Shenzhen People’s Hospital (Shenzhen, China). All animals were randomized before treatment.

During treatment, the body weight of the mice was determined weekly and the average food intake was recorded daily. GTTs and ITTs were performed. After 8 weeks of treatment, the mice underwent skeletal muscle performance and endurance tests, and their blood glucose levels and body composition were measured (see below). Subsequently, all mice were allowed to fast overnight (16 h), anesthetized, and euthanized in a CO_2_ chamber, following which their blood and tissue samples were obtained for further analysis. Tibial bones were isolated from the mice, their hair rinsed off, and bone length measured using a ruler. Whole hearts from the mice were weighed and normalized to the tibia length. After treatment, all mice were anesthetized and euthanized in a CO_2_ chamber, after 16 h of fasting, following which their blood and muscle samples were harvested for further analysis.

**2.2 Exercise Protocol 1: Setting up the treadmill**

Prior to training and testing mice, we ensured that the treadmill was on a flat surface and set it to the desired angle of inclination, which was 0 degrees in our research. We set the electric shock frequency and intensity appropriately, which was 0.5 milliamp. We placed a piece of paper or an absorbent pad under the treadmill to collect feces and urine. Then, we placed a pad over one third of the treadmill housing furthest from the shock grid to create a darkened space and entice the mice to stay in that area.

**2.3 Exercise Protocol 2: Long-term training exercise**

We allowed a two-day acclimation period before initiating the training. The mice were gently placed onto the treadmill belt while it was turned off, and their corresponding shock grids were activated. The treadmill was gradually started, increasing the speed to a range of 1.5 to 3.0 meters per minute to encourage the mice to begin walking. Any mice that did not initiate walking or moved towards the shock grid were gently stimulated with a wire brush or their tails were tickled to encourage them to walk. After five minutes, the speed was increased to nine meters per minute, and after seven minutes, it was further increased to 10 meters per minute. The training session was concluded after 10 minutes by stopping the treadmill.

On the second day of training, the same procedure was followed, but the treadmill speed was set to 10 meters per minute from the beginning. The mice were loaded onto the treadmill, the shock grids were activated, and the treadmill was started. The training session lasted for 10 minutes.

To initiate the test phase, the treadmill and stopwatch were started simultaneously, and the speed was immediately set to 10 meters per minute. After 10 minutes, the speed was increased to 20 meters per minute, and the treadmill was stopped after 30 minutes. After four weeks of exercise, all mice were humanely euthanized in a CO2 chamber following a 16-hour fasting period. Blood and muscle samples were collected for further analysis.

**2.4 Exercise capacity measurement**

Mice at eight weeks of age were allowed an acclimation period of two days on the treadmill before the exercise test. In case of adaptive exercise, the treadmill was set without an incline, and the exercise began with a 10 min acclimation period at 10 m·min^−1^, followed by 50 min at 20 m·min^−1^. In case of the exercise test, the treadmill was set without an incline, and the exercise started off at a speed of 10 m·min^−1^ for 10 min, followed by an increase to 20 m·min^−1^ until the mice were exhausted (which was characterized by the mice spending more than 5 s on the electric shocker without resuming running). The running time and distance till exhaustion were then measured. As for diabetic mice, the treadmill was set without an incline, and the exercise began with a 10 min acclimation period at 5 m·min^−1^, followed by an increase to 10 m·min^−1^ until the mice were exhausted.

**2.5 Suspension test**

The mice were randomly divided into control (non-suspension), unload (suspension for 7 d), and reload (7 d reload after 7 d suspension) groups, to generate the HLS model described previously[1]. Briefly, 10-week-old male mice were subjected to HLS for 7 d. The reloaded mice were suspended for 7 d and then reloaded for another 7 d. The weight of the skeletal muscle was measured after the mice were sacrificed.

**2.6 Analysis of miR-92b levels**

MiR-92b-3p and miR-92b-5p primers (Tsingke, Beijing, China) were used to determine the miR-92b-3p and miR-92b-5p levels in mice tissues (TA, Gas, soleus muscle, fat, and heart) samples. Tissue miR-92b-3p and miR-92b-5p levels were normalized to those of miR-191-5p, based on the stable expression across different cells and tissues of miR-191-5p[2]. The primers used for quantitative RT-PCR were as follows: 1) miR-92b-3p primers[3]: forward 5′-gtccgctattgcactcgtcccggcctcc-3′ and reverse 5′-gtgcgtgtcgtggagtc-3′; 2) miR-92b-5p primers[4]: forward 5′-agggacgggacgcggtgcagtg-3′ and reverse 5′-gcgagcacagaattaatacgac-3′; 3) miR-423-5p primers[5]: forward 5’- cagtgcgtgtcgtggagt-3’ and reverse 5’-gccctgaggggcagagagc-3’; 4) miR-191-5p primers[6]: forward 5’- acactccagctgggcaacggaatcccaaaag-3’ and reverse 5’- tggtgtcgtggagtcg-3’.

**2.7 Body composition measurements**

Total fat and lean mass were analyzed using a fully automatic EchoMRI™ system (Echo Medical Systems, Texas, USA), according to the manufacturer’s instructions[7].

**2.8 Histological analysis**

For H&E staining, the skeletal muscles of male mice were harvested, fixed in 4% paraformaldehyde (Sigma-Aldrich, St. Louis, MO, USA), and embedded in paraffin wax. Sections (5 µm) were cut and stained with a H&E kit (Solarbio Science & Technology, Beijing, China), using a standard protocol. For ATPase staining, the skeletal muscles of male mice were harvested and frozen in OCT, and 8-μm thick serial sections were cut using a freezing microtome (Leica Biosystems, Wetzlar, Germany), for staining. ATPase staining was performed using the ATPase Stain Kit (calcium-cobalt method) (Solarbio Science & Technology), as a standard procedure. Briefly, sections were cut and pre-incubated for 15 min, at pH 4.5, and incubated for 45 min, at pH 9.4, for the standard ATPase reaction.

**2.9 Determination of serum glucose and insulin levels**

Serum samples from miR-92b KO or AAV-hsa-M92OE-contrast WT mice were used to measure blood glucose and insulin levels, using a OneTouch^®^ glucometer and test strips (LifeScan, Milpitas, CA, USA) or an insulin ELISA kit (ab277390; Abcam, Cambridge, MA, USA), respectively. For refed glucose samples, the miR-92b KO or AAV-hsa-M92OE-contrast WT mice were allowed to fast overnight, following which their food was replaced for 2 h before determination of refed serum glucose levels. Serum insulin levels were determined after treatment, using a mouse insulin ELISA kit (ab277390) obtained from Abcam.

**2.10 GTT and ITT**

GTT and ITT were performed in mice, at 14 and 15 weeks of age, respectively. Briefly, mice were allowed to fast for 6 h and then intraperitoneally injected with glucose (2 g glucose/kg body weight; Y0001745, Sigma-Aldrich) for the GTT assay, or insulin (1 U insulin/kg body weight; Actrapid, Novo Nordisk, Denmark) for the ITT assay. Glucose levels were determined at 0, 15, 30, 60, 90, and 120 min after injection. During the treatment, fasting blood glucose was determined in the blood sample withdrawn from the mouse tail vein, using the OneTouch^®^ glucometer and test strips.

**2.11 Analysis of glycogen and lactate contents**

Glycogen and lactate contents in the mouse skeletal muscle were assessed using a Glycogen Assay Kit (ab65620, Abcam) and Lactate Assay Kit (ab169558, Abcam), respectively, according to the manufacturer’s instructions.

**2.12 Quantitative real-time PCR analysis**

All reagents were obtained from Sigma-Aldrich, except where indicated. Total RNA was extracted from cells or tissues using RNAiso Plus. The oligonucleotide primer sequences, synthesized by Generay (Shanghai, China), are listed in **Table 1**. The relative mRNA expression levels were normalized to the loading control (actin) using Quantity One^®^ Software (Bio-Rad Laboratories, California, USA).

**2.13 Protein extraction and western blot analysis**

Proteins from C2C12 cells or tissues obtained from mouse muscle (Gas) were extracted using radioimmunoprecipitation assay buffer (Solarbio Science & Technology) containing protease and phosphatase inhibitors (Thermo Fisher Scientific, Massachusetts, USA). The protein concentration was quantified using the Rapid Gold BCA Protein Assay Kit (Thermo Fisher), according to the manufacturer’s instructions. For western blot analysis, 50 µg of lysate was loaded onto sodium dodecyl sulphate-polyacrylamide gel electrophoresis gels, blotted onto polyvinylidene difluoride membranes (Millipore), and incubated with antibodies against: β-actin (ab213262), mTOR (ab25880), phosphorylated (p)-mTOR (Ser2448; ab109268), Akt (ab8805), p-Akt (Ser473; ab81283), GLUT1/UGP2 (ab252403), PHD2 (ab133630) and HIF-1α (ab221610) (all from Abcam), SLC16A3/MCT4 (NBP3-13033) (from Novus, Ontario, Canada), and p-p70 S6 kinase (Thr389) (9205S), p70 S6 kinase (9202S) (all from Cell Signaling Technology, Massachusetts, USA). Densitometry analysis was performed using Quantity One^®^ Software and quantified relative to the loading control, β-actin.

**2.14 Predicted targets of miR-92b**

Prediction of the target genes of differentially expressed miRNAs was accomplished by TargetScan (v8.0). **The Context++ score percentile is the comprehensive score of the predicted target, and the higher the score, the greater the probability that the predicted site is the real target. Hence, targeted genes with a Context++ score percentile less than 50, obtained with the TargetScan algorithm, were filtered and removed, because these predicted target genes are less likely to be real targets of miRNA.**

**2.15 Cell culture**

C2C12 myoblasts (SCSP-505) were purchased from the National Collection of Authenticated Cell Culture (Shanghai, China). Cells were regularly checked for mycoplasma in a standardized manner, using a qPCR test performed under ISO17025 accreditation, to ensure that the work was conducted in mycoplasma-negative cells. C2C12 myoblasts were cultured in growth medium (Dulbecco’s modified Eagle’s medium, high glucose; Gibco, Grand Island, NY, USA) containing 10% (vol./vol.) fetal bovine serum (Gibco), 10 U/mL penicillin, and 10 μg/mL streptomycin (Welgene, Taipei, China), at 37°C, in an incubator containing 5% CO_2_.

**2.16 C2C12 transient transfection**

The miR-92b-3p mimic was a duplex RNA, with the sense sequence 5′-uauugcacucgucccggccucc-3′ and antisense sequence 5′- aggccgggacgagugcaauauu-3′. The miR-92b-5p mimic was a duplex RNA with the sense sequence 5′-agggacgggacguggugcaguguu-3′ and antisense sequence 5′-aauauugcacuacgucccggcccu-3′. Non-targeting negative control sequences (sense 5′-uucuccgaacgugucacgutt-3′ and antisense 5′-acgugacacguucggagaatt-3′) were used as controls. The inhibitor of miR-92b-3p (5′-ggaggccgggacgagugcaaua-3′) is a single RNA sequence complementary to miR-92b-3p. The inhibitor of miR-92b-5p (5′-aacacugcaccacgucccgucccu-3′) is a single RNA sequence complementary to miR-92b-5p. A non-targeting negative control sequence (5′-caguacuuuuguguaguacaa-3′) was used as the control. siRNAs against Ugp2 (sc-154894), Mct4 (sc-40120), and scrambled siRNA were purchased from Santa Cruz Biotechnology (California, USA). Transient transfections were performed using Lipofectamine™ 3000 (Invitrogen), according to the manufacturer’s protocol.

**2.17 Dual-Luciferase**^®^ **Reporter Assay**

C2C12 cells were transfected with 3′-UTR luciferase reporter constructs (Ugp2 3′-UTR or Ugp2 3′-UTR-mutant), miRNA (control RNA [sc-36869; Santa Cruz Biotechnology] or miR-92b-3p), 3′-UTR luciferase reporter constructs (Mct4 3′-UTR or Mct4 3′-UTR-mutant), or miRNA (control RNA or miR-92b-5p), and Renilla luciferase, using Lipofectamine™ 3000. After 48 h of transfection, the luciferase activity was measured using a Dual-Luciferase^®^ Reporter Assay Kit (E1910; Promega, Madison, WI, USA) and a microplate reader (H1; Biotek, Winooski, VT, USA). Renilla luciferase was used to normalize the values.

**2.18 RNA Seq was analyzed by R software**

1. **Data processing**

**rt=as.matrix(rt)**

**rownames(rt)=rt[,1]**

**exp=rt[,2:ncol(rt)]**

**dimnames=list(rownames(exp),colnames(exp))**

**rt=matrix(as.numeric(as.matrix(exp)),nrow=nrow(exp),dimnames=dimnames)**

**rt=avereps(rt)**

1. **Data calibration**

**rt=normalizeBetweenArrays(as.matrix(rt))**

**rt=log2(rt+1)**

1. **Differential analysis**

**modType=c(rep("control", controlNum),rep("test",testNum))**

**design <- model.matrix(~0+factor(modType))**

**colnames(design) <- c("control","test")**

**fit <- lmFit(rt,design)**

**cont.matrix<-makeContrasts(test-control,levels=design)**

**fit2 <- contrasts.fit(fit, cont.matrix)**

**fit2 <- eBayes(fit2)**

**allDiff=topTable(fit2,adjust='fdr',number=200000)**

**Supplementary Table**

**Table S1** The sequences of primers for qPCR analysis

| Gene | Forward | Backward |
| --- | --- | --- |
| *mus-Actc1*  (ID: 11464) | CTGGATTCTGGCGATGGTGTA | CGGACAATTTCACGTTCAGCA |
| *mus-Pgc1α*  (ID: 19017) | TTCATCTGAGTATGGAGTCGCT | GGGGGTGAAACCACTTTTGTAA |
| *mus-Tnnc1*  (ID: 21924 ) | GCGGTAGAACAGTTGACAGAG | CCAGCTCCTTGGTGCTGAT |
| *mus-Pgc1β*  (ID: 170826) | TCCTGTAAAAGCCCGGAGTAT | GCTCTGGTAGGGGCAGTGA |
| *mus-MyHC IIa*  (ID: 17882) | AAGTGACTGTGAAAACAGAAGCA | GCAGCCATTTGTAAGGGTTGAC |
| *mus-MyHC IIb*  (ID: 17884) | TTGAAAAGACGAAGCAGCGAC | AGAGAGCGGGACTCCTTCTG |
| *mus-Tnni2*  (ID: 21953) | AGAGTGTGATGCTCCAGATAGC | AGCAACGTCGATCTTCGCA |
| *mus-Tnnc2*  (ID: 21925) | GAGGCCAGGTCCTACCTCAG | GGTGCCCAACTCTTTAACGCT |
| *mus-Ugp2*  (ID: [216558](http://www.ncbi.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=summary&list_uids=216558)) | AGCAAAGCTATGTCTCAAGATGG | GAGGCTGCTGTGGTAAGTATTT |
| *mus-Mct4*  (ID: 80879 ) | TCACGGGTTTCTCCTACGC | GCCAAAGCGGTTCACACAC |
| *mus-Phd1*  (ID: 112406) | TGGCCCTGGACTATATTGTGC | GGCTCGTGACCTTCTACCC |
| *mus-Phd2*  (ID: 112405) | GCCGCAGCTCCTTCTACTG | TTCATGCACGGCACGATGTA |
| *mus-Phd3*  (ID: 112407) | AGCGGTCCAAGGTAGGATG | ACACTCCGAATGAAGGCTTCC |
| *mus-β-actin*  (ID: 11461) | GGCTGTATTCCCCTCCATCG | CCAGTTGGTAACAATGCCATGT |

**Table S2 Antibodies Information**

| Antibodies | Source | Catalog No. | Antibody validation and specificity |
| --- | --- | --- | --- |
| Akt (1:1000) | Cell Signaling Technology | Cat# 2938S | **Validated by KO (Official verification, https://www.cellsignal.cn/products/primary-antibodies/akt1-c73h10-rabbit-mab/2938?site-search-type=Products&N=4294956287&Ntt=akt1&fromPage=plp)** |
| pAkt (1:1000) | Abcam | Cat#ab81283; RRID:AB_2224551 | **Validated by platelet derived growth factor, insulin or alkaline phosphatase treatment (****Official verification,** **https://www.abcam.cn/products/primary-antibodies/akt1-phospho-s473-antibody-ep2109y-ab81283.html#lb)** |
| UGP2 (1:1000) | Santa Cruz Biotechnology | Cat# sc-377089 | **Validated by OE (Official verification, https://www.scbt.com/zh/p/ugp2-antibody-b-3?requestFrom=search)** |
| SLC16A3/MCT4 (1:1000) | Novus Biologicals | Cat# NBP3-13033 | **Validated by KD or OE in the present manuscript**  **(Fig. 7E, F and 8B)** |
| p70 S6 kinase (1:1000) | Cell Signaling Technology | Cat# 9202S | **Validated by KD** **in previous study[8]** |
| Phospho  p70 S6 Kinase (Thr389) (1:1000) | Cell Signaling Technology | Cat# 97596S | **Validated by insulin like growth factor 1 or alkaline phosphatase treatment (Official verification,** **https://www.cellsignal.cn/products/primary-antibodies/phospho-p70-s6-kinase-thr389-d5u1o-rabbit-mab/97596?site-search-type=Products&N=4294956287&Ntt=s6+kinase&fromPage=plp)** |
| mTOR (1:1000) | Abcam | Cat#ab25880; RRID:AB_470770 | **Validated by mTOR OE in previous study[9]** |
| Phospho  mTOR (1:1000) | Abcam | Cat#ab109268;RRID:AB_10888105 | **Validated by alkaline phosphatase treatment (Official verification, https://www.abcam.cn/products/primary-antibodies/mtor-phospho-s2448-antibody-epr4262-ab109268.html)** |
| PHD2 (1:1000) | Abcam | Cat# ab133630 | **Validated by KO (Official verification, https://www.abcam.cn/products/primary-antibodies/phd2--prolyl-hydroxylase-antibody-epr3660b2-ab133630.html)** |
| β-actin (1:1000) | Abcam | Cat#ab213262;RRID:AB_10855480 | **Validated by KO (Official verification, https://www.abcam.cn/products/primary-antibodies/beta-actin-antibody-epr21241-ab213262.html)** |

**Abbreviations: KD, knockdown; KO, knockout; OE, overexpression**

**Supplementary Figure and Figure legend**

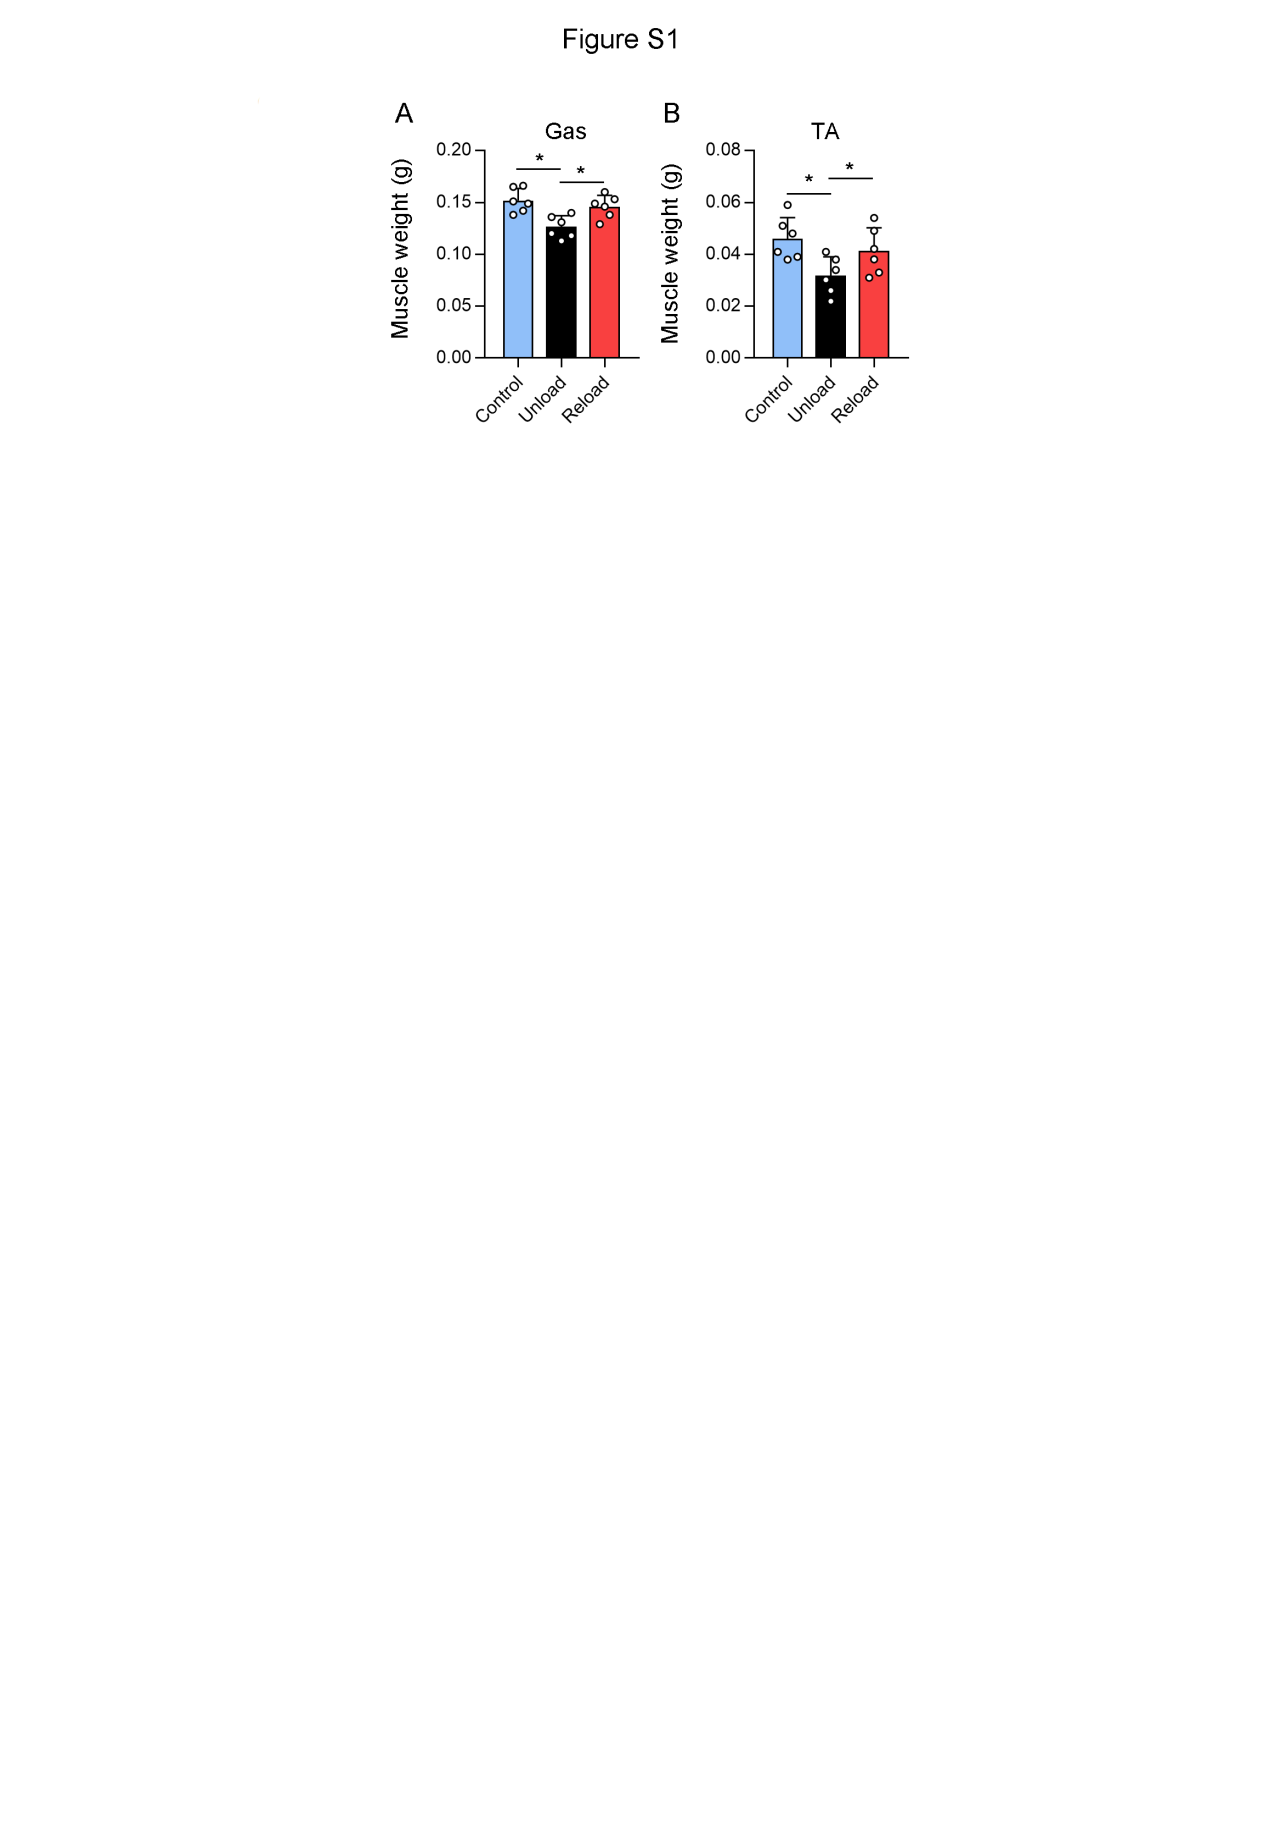

**Figure S1. Skeletal muscle weight in hindlimb suspension mice.** (A, B) The weight of GAS and TA of WT mice in control, unload, and unload with reload groups (n = 6). All results are expressed as means ± SD. **p*< 0.05, ***p* < 0.01, ****p* < 0.001, by a one-way ANOVA.

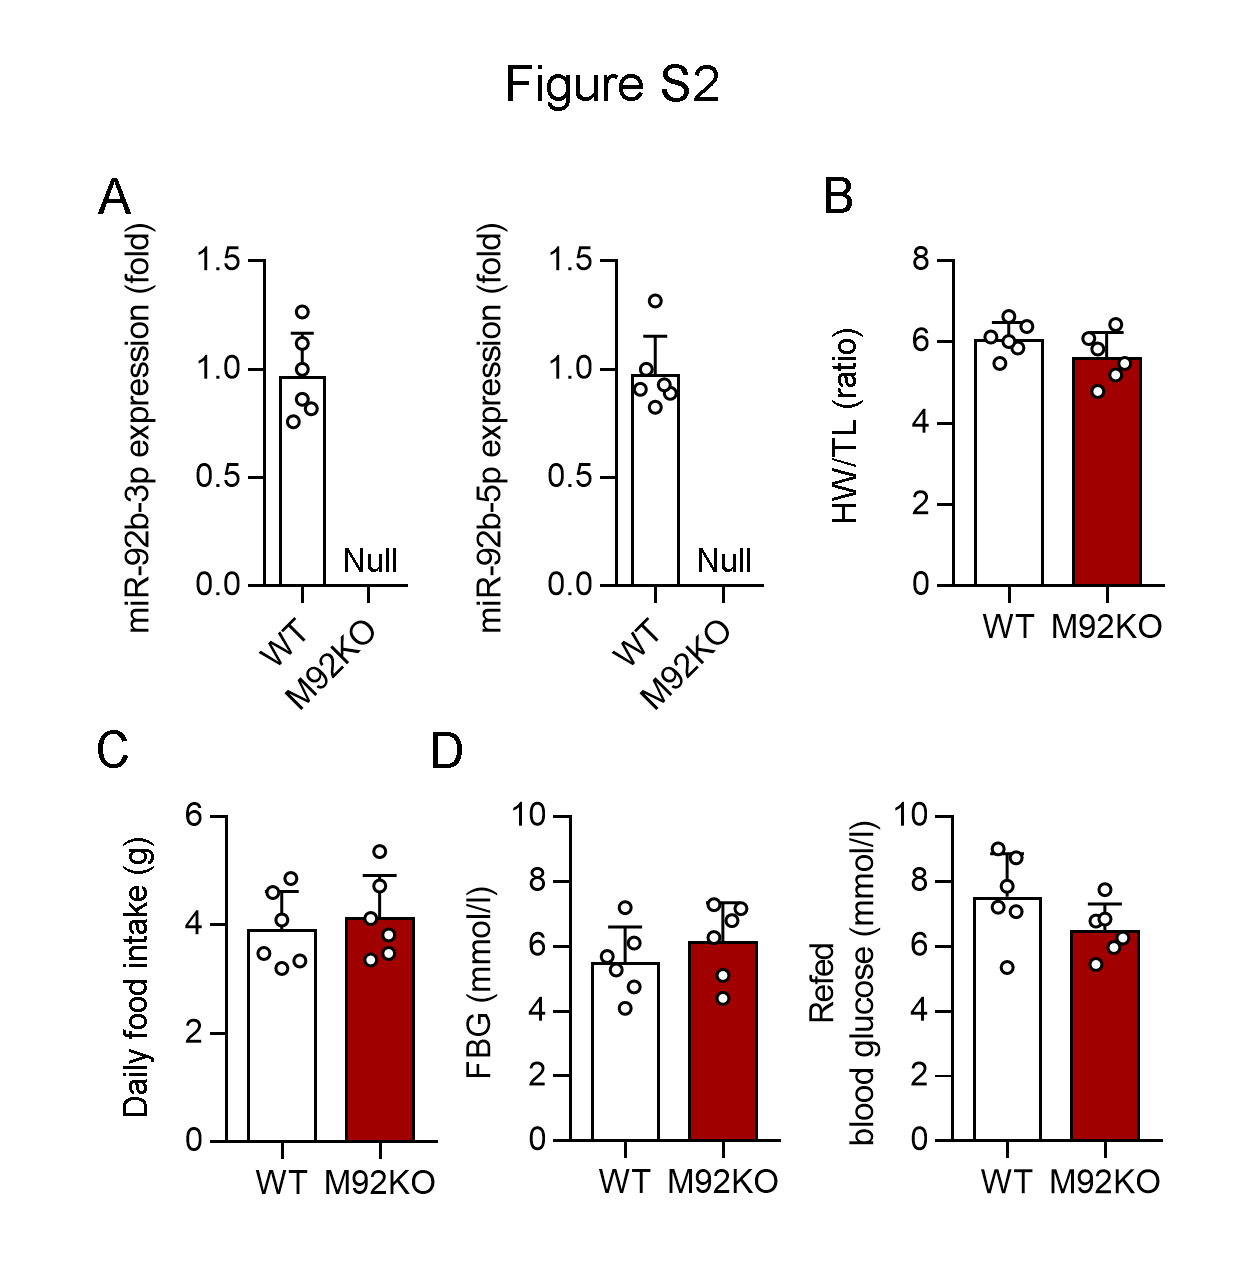

**Figure S2. MiR-92b knockout has no evident effect in blood glucose. (A)** The qPCR was used to determine miR-92b-3p and miR-92b-5p in Gas muscle from WT and miR-92b knockout (M92KO) mice, n = 6. (B) The ratio of heart weight (HW; mg) and tibia length (TL; mm) were shown in panel B (n = 6). (C) Daily food intake were shown in panel C (n = 6). (D) The fasting blood glucose and refed blood glucose in WT or M92KO mice (n = 6). All results are expressed as means ± SD. **p*< 0.05, ***p* < 0.01, ****p* < 0.001, by unpaired Student’s t test.

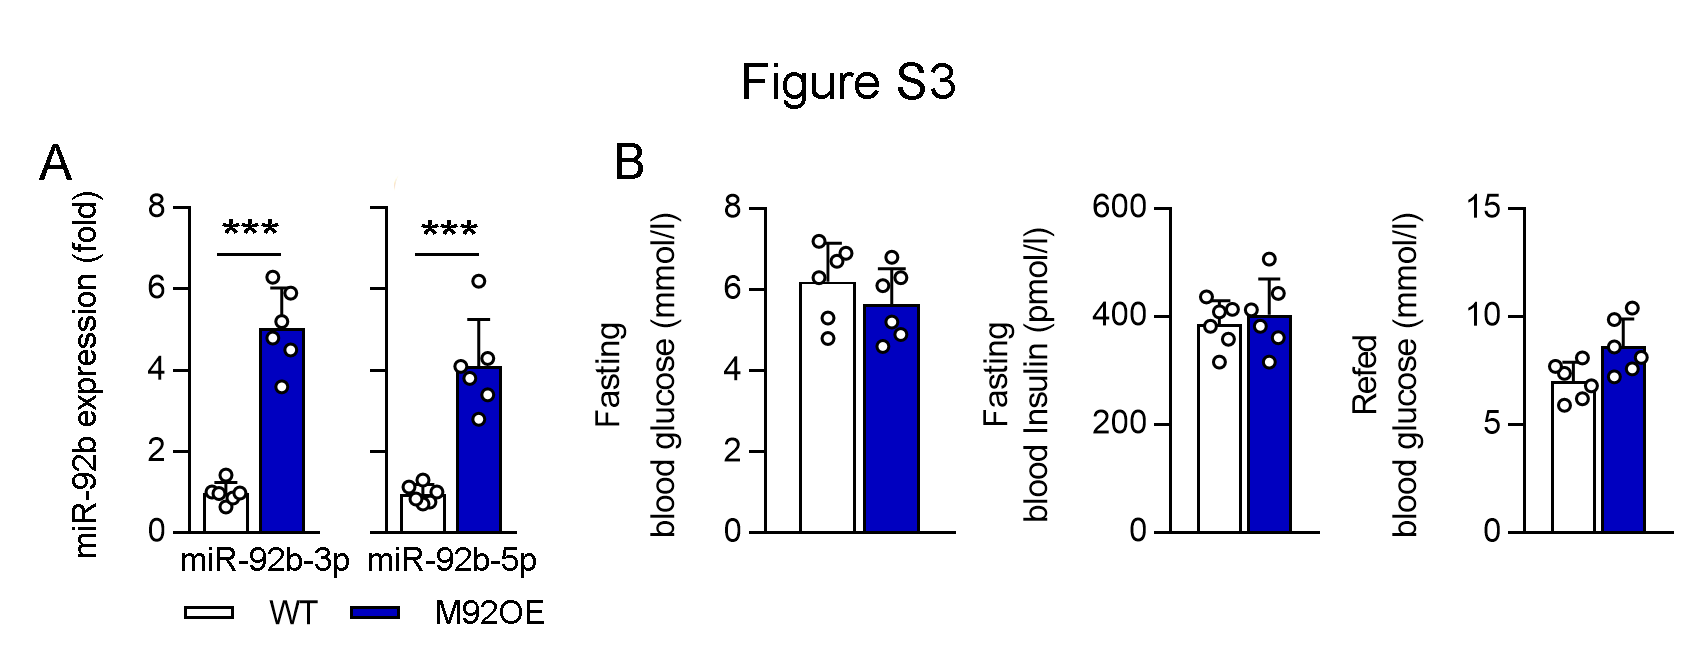

**Figure S3. MiR-92b overexpression has no evident effect in blood glucose (A)** The qPCR was used to determine miR-92b-3p and miR-92b-5p in Gas muscle from WT and miR-92b overexpression (M92OE) mice, n = 6. **(B)** The fasting blood glucose, fasting blood insulin and refed blood glucose in WT or M92OE mice (n = 6). All results are expressed as means ± SD. **p*< 0.05, ***p* < 0.01, ****p* < 0.001, by unpaired Student’s t test.

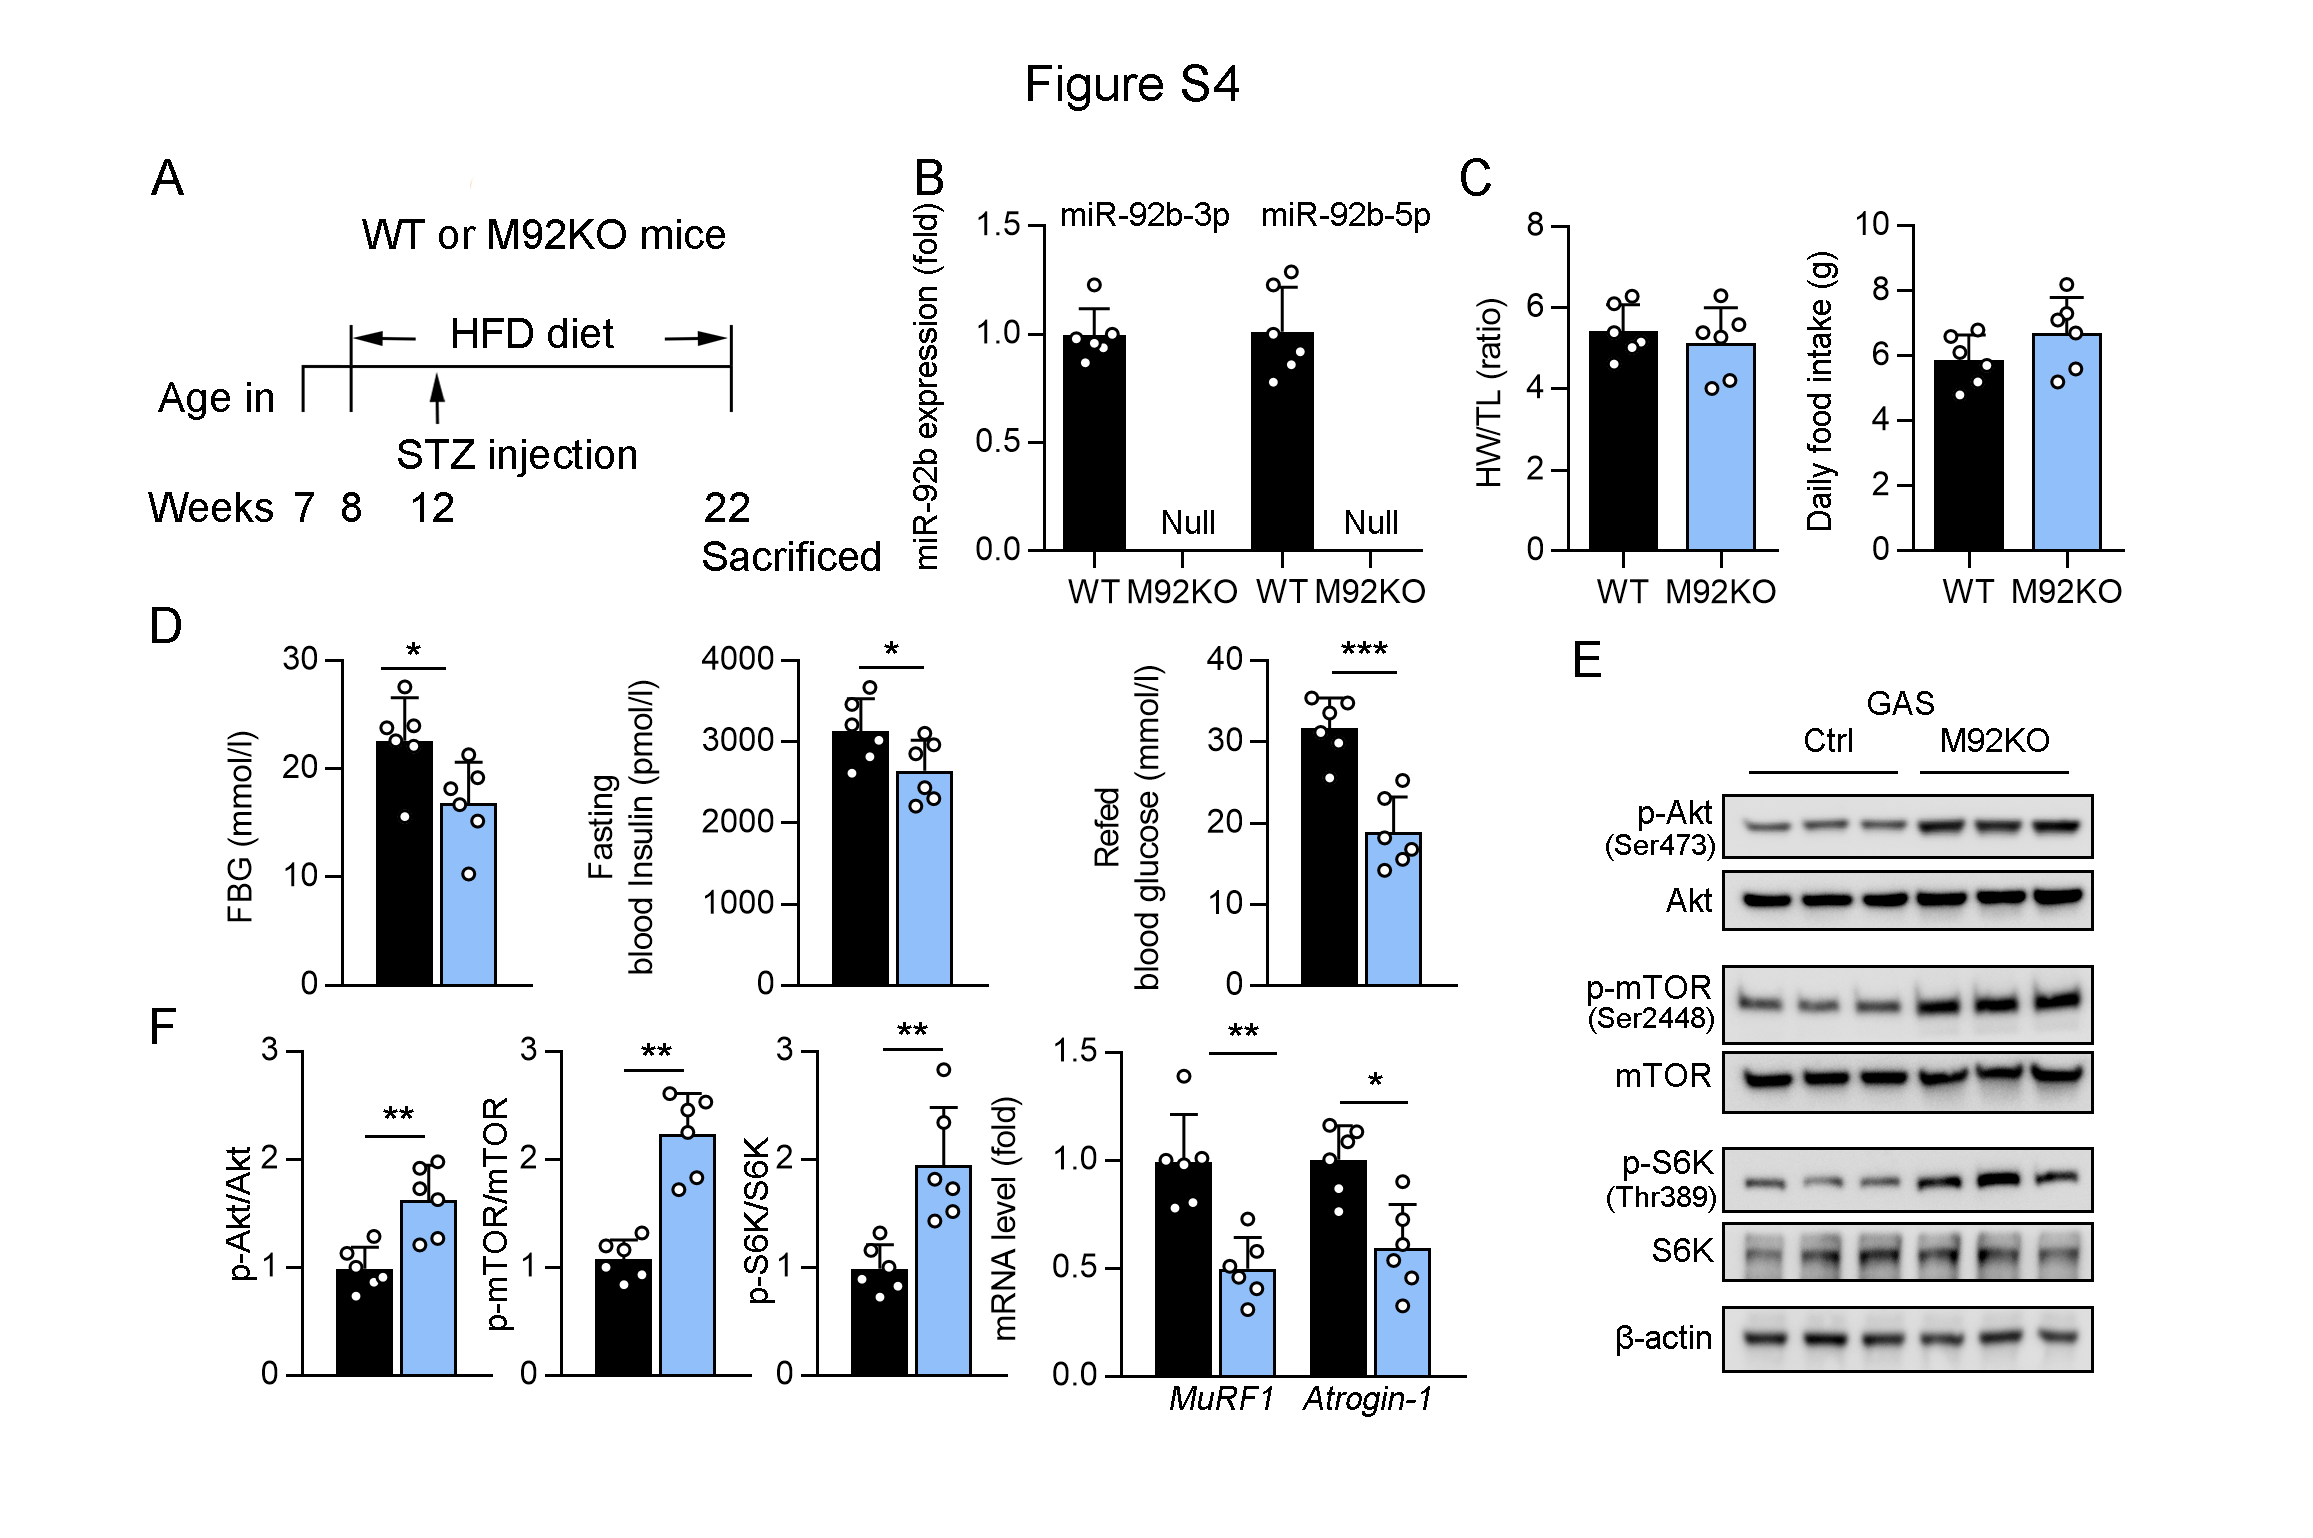

**Figure S4. MiR-92b knockout improves insulin resistance in diabetic mice. (A)** WT or M92KO mice fed with HFD diet and treated with STZ to establish a diabetes model. **(B)** The qPCR was used to determine miR-92b-3p and miR-92b-5p in Gas muscle from WT and M92KO diabetic mice, n = 6. **(C)** The ratio of heart weight (HW; mg) and tibia length (TL; mm) were shown in left panel (n = 6). Daily food intake were shown in right panel (n = 6). **(D)** The fasting blood glucose, fasting blood insulin and refed blood glucose in diabetic mice (n = 6). **(E)** Western blot analysis of p-Akt, Akt, p-mTOR, mTOR, p-S6K, S6K, and β-actin were shown in the panel F, and the quantitative result were shown in the panel M (n = 6). **(F)** The mRNA level of *MuRF1* and *Atrogin-1* was detected by qPCR in Gas muscle of diabetic mice (n = 6). All results are expressed as means ± SD. **p*< 0.05, ***p* < 0.01, ****p* < 0.001, by unpaired Student’s t test.

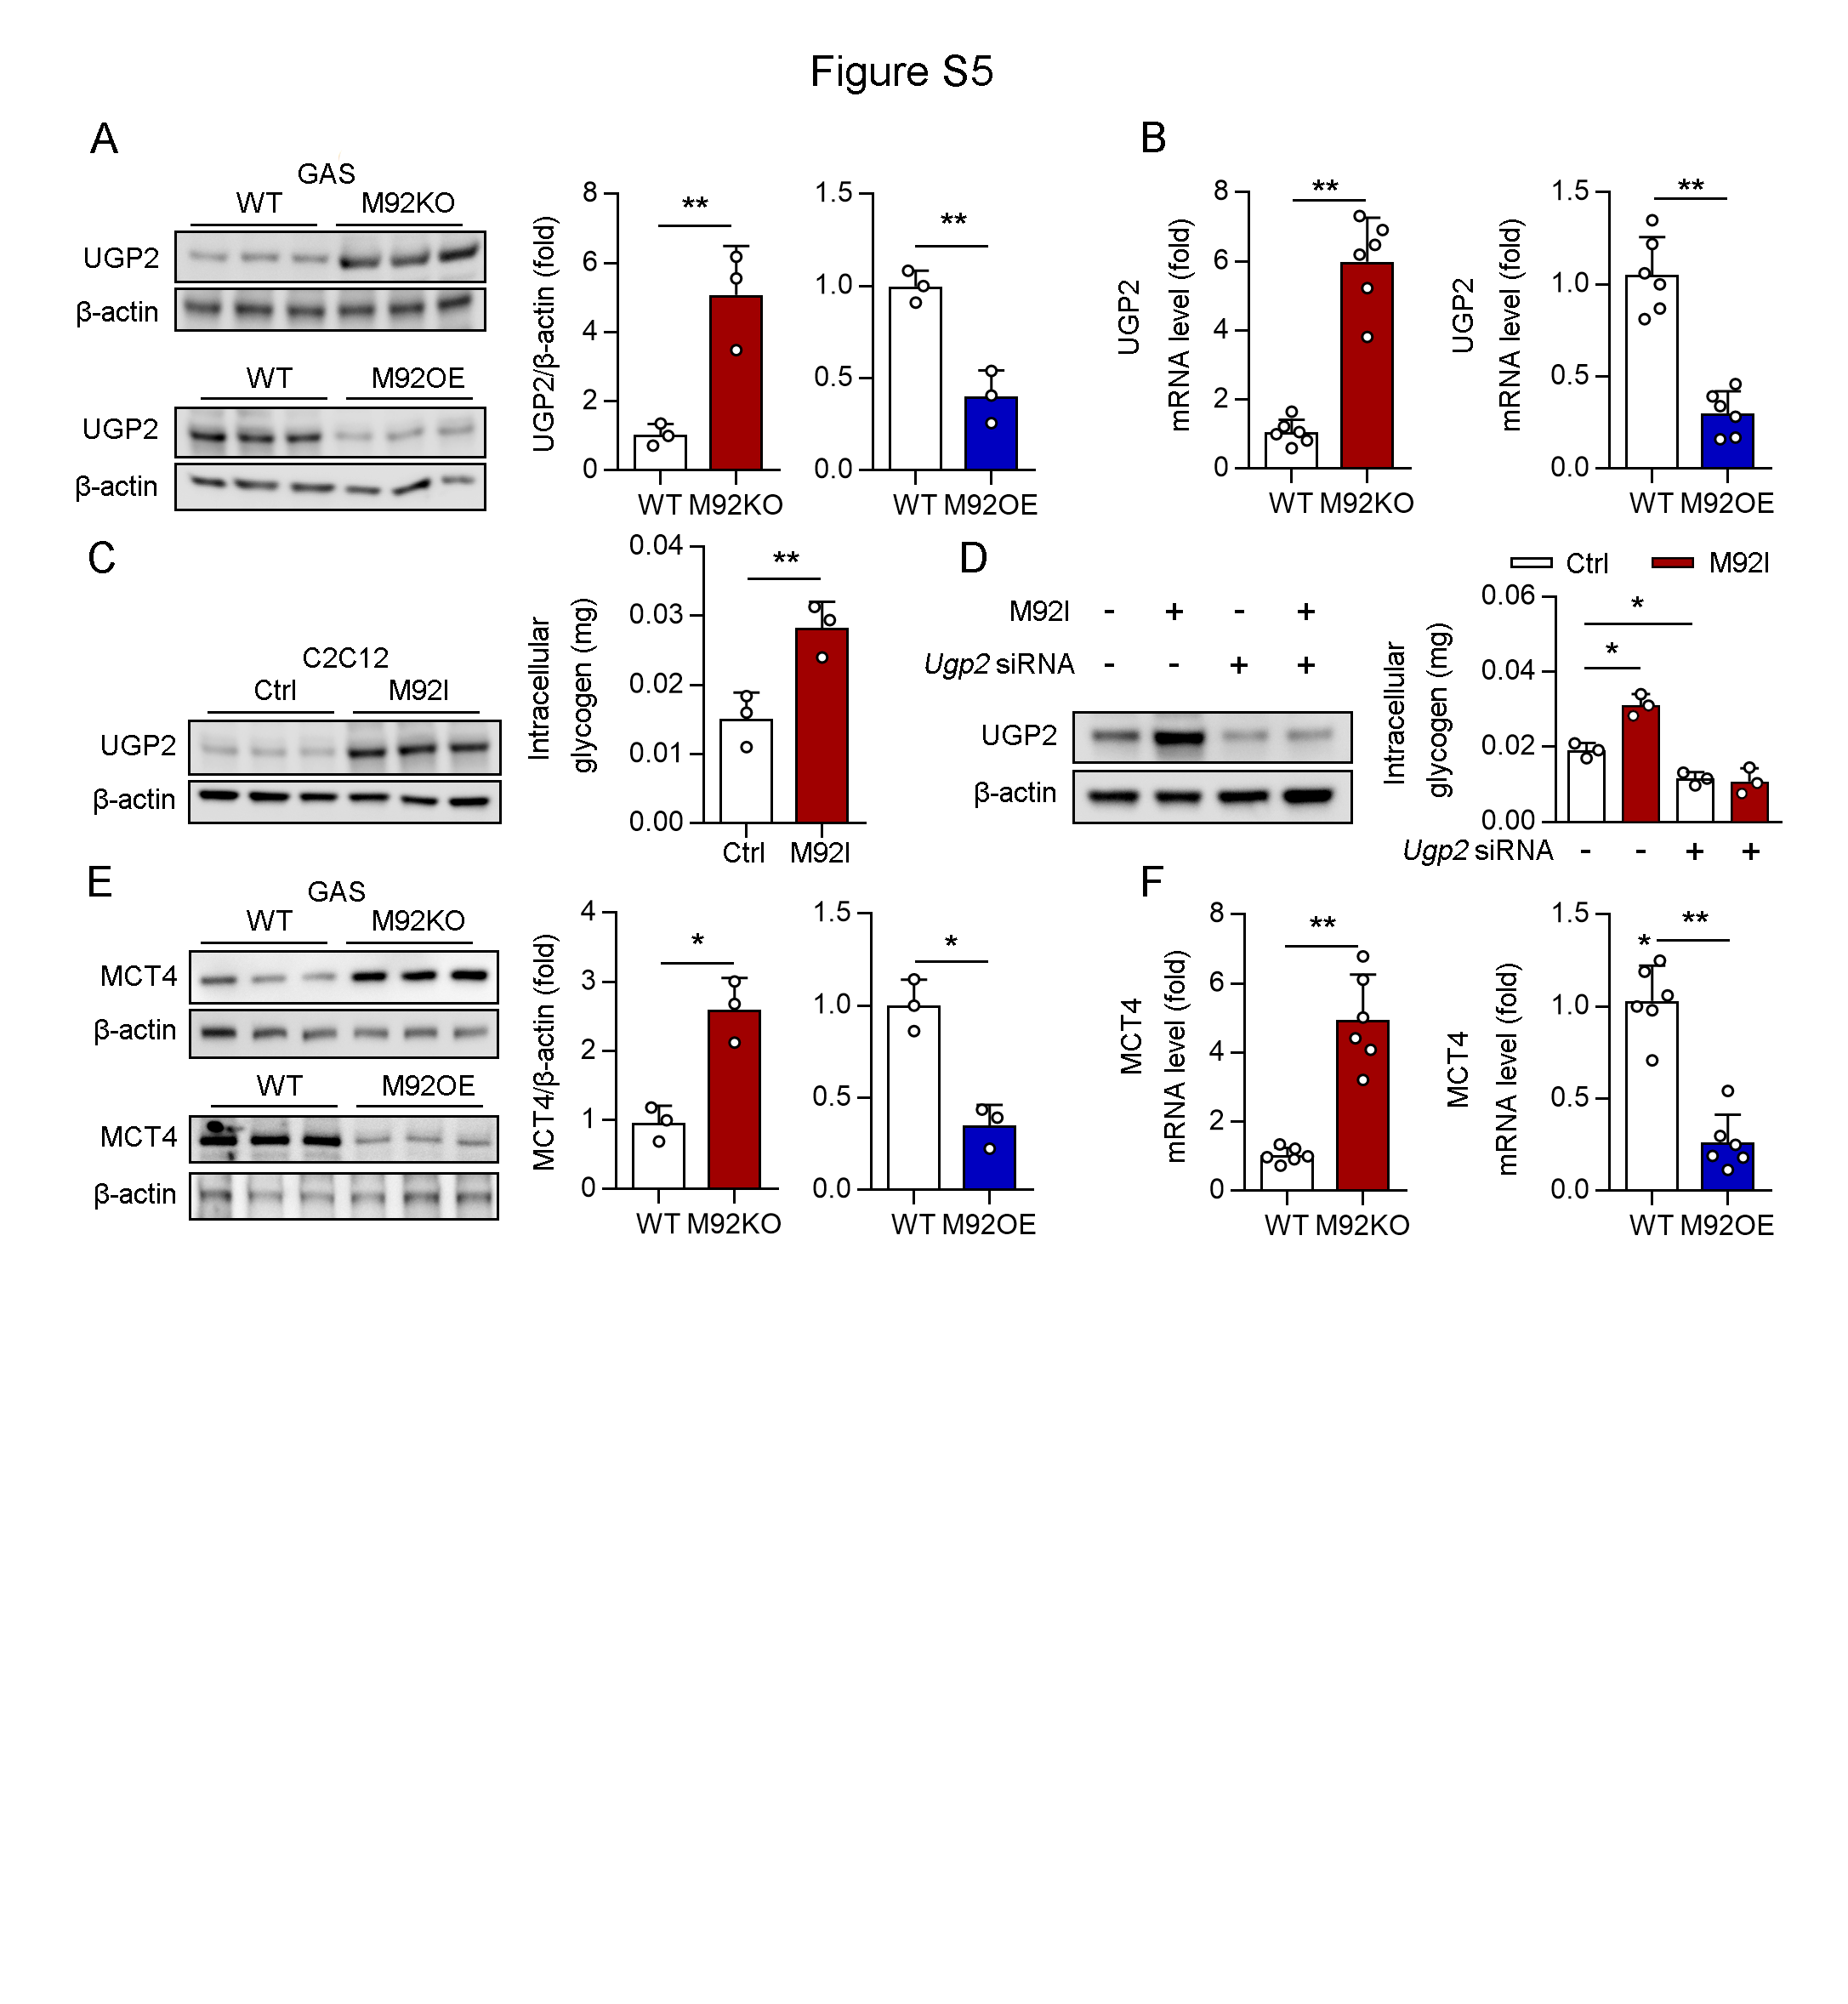

**Figure S5. MiR-92b inhibits the protein and mRNA level of UGP2 and MCT4 *in vivo*.(A)** Western blot analysis of UGP2 and β-actin in Gas from WT, M92KO and M92OE mice (left panel), and the quantitative result were shown in the right panel (n = 3). **(B)** The qPCR was used to determine UGP2 in Gas muscle from WT, M92KO and M92OE mice (n = 6). **(C)** C2C12 cells treated with miR-92b-3p inhibitor (M92I) or Ctrl RNA, the protein level of UGP2 and β-actin were determined by western blot and the intracellular glycogen was detected by commercial kit (n = 3). **(D)** C2C12 cells treated with M92I and/or *Ugp2* siRNA, the protein level of UGP2 and β-actin were determined by western blot, and the intracellular glycogen was detected by commercial kit (n = 3). **(E)** Western blot analysis of MCT4 and β-actin in Gas from WT, M92KO and M92OE mice (left panel), and the quantitative result were shown in the right panel (n = 3). **(F)** The qPCR was used to determine MCT4 in Gas muscle from WT, M92KO and M92OE mice (n = 6). All results are expressed as means ± SD. **p*< 0.05, ***p* < 0.01, ****p* < 0.001, by unpaired Student’s t test (E to I). **p*< 0.05, ***p* < 0.01, ****p* < 0.001, by a one-way ANOVA (J, K).

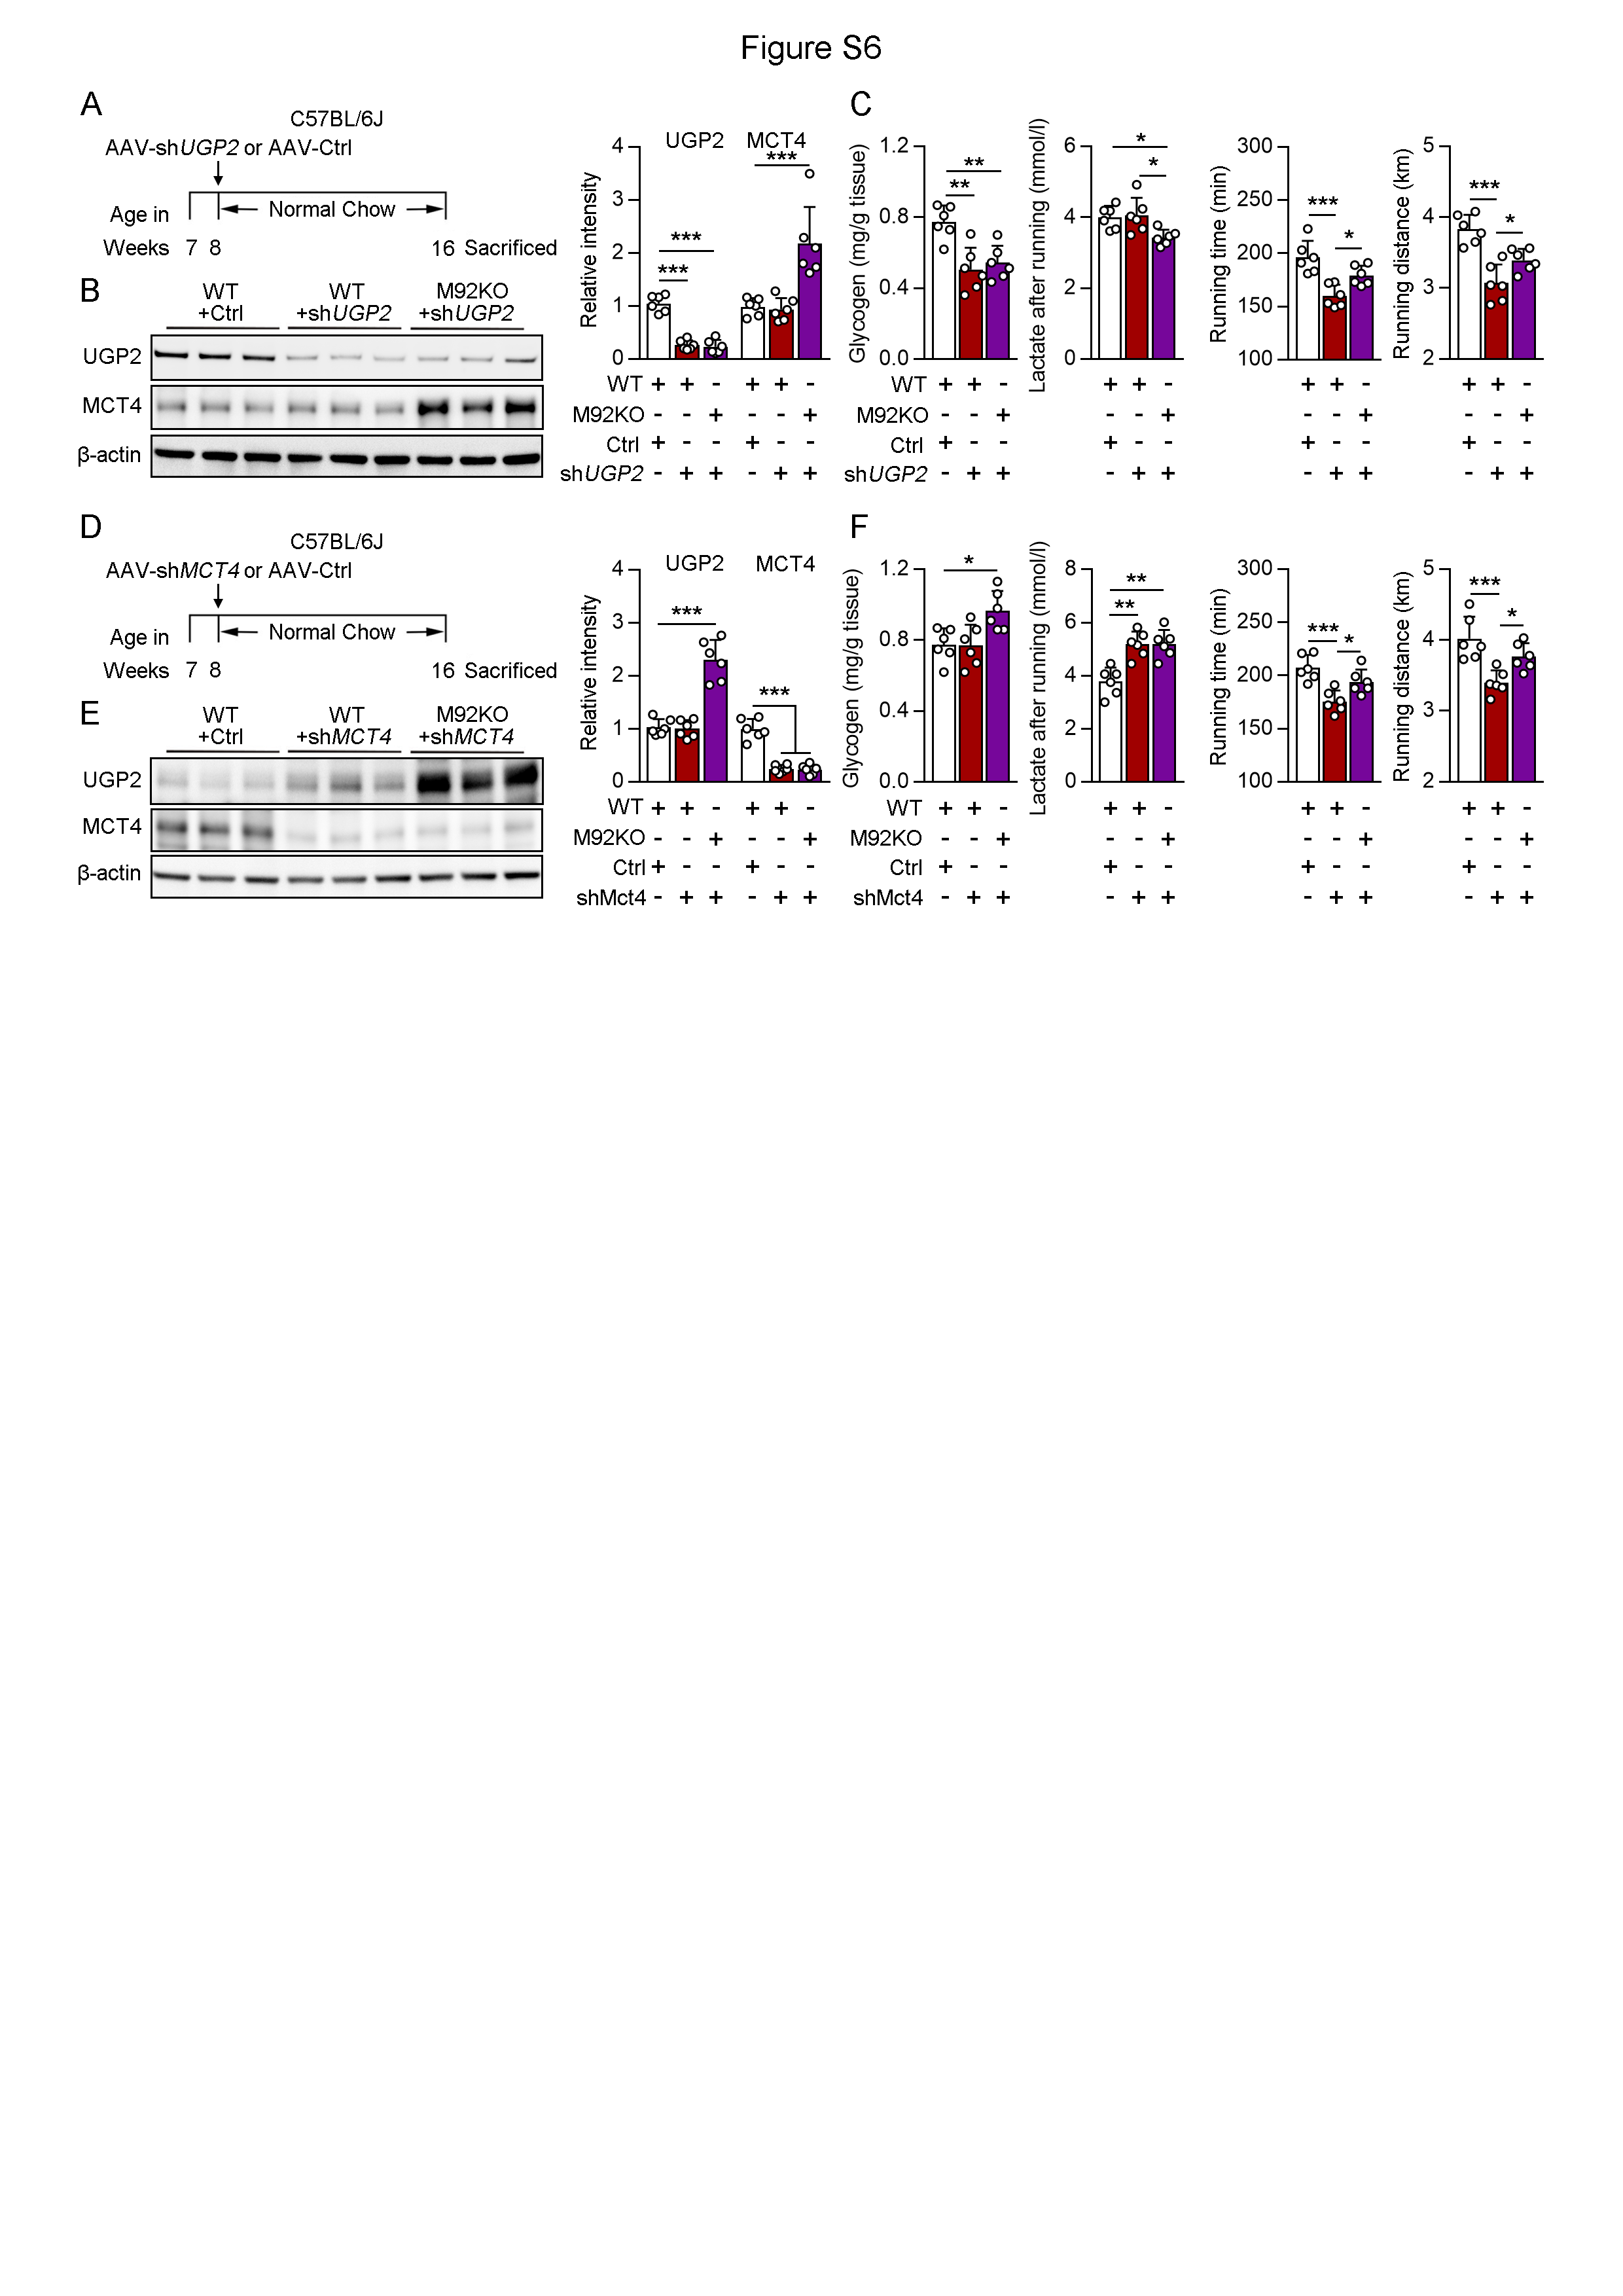

**Figure S6. MiR-92b regulates exercise capacity through UGP2 and MCT4 *in vivo*. (A to C) A, B:**WT or M92KO mice transfected with AAV-Ctrl or AAV-shUGP2 as indicated and western blot analysis of UGP2, MCT4 and β-actin in Gas from mice (left panel), and the quantitative result were shown in the right panel(n = 6). C: The glycogen level of Gas from mice before running exhaustion (n = 6), the lactate level of Gas from mice after running exhaustion (n = 6), and **t**he running time (left) and distance (middle) to exhaustion (n = 6). **(D to F)** D, E: WT or M92KO mice transfected with AAV-Ctrl or AAV-shMCT4 as indicated and western blot analysis of UGP2, MCT4 and β-actin in Gas from mice (left panel), and the quantitative result were shown in the right panel (n = 6). F: The glycogen level of Gas from mice before running exhaustion (n = 6), the lactate level of Gas from mice after running exhaustion (n = 6), and **t**he running time (left) and distance (middle) to exhaustion (n = 6). All results are expressed as means ± SD. **p*< 0.05, ***p* < 0.01, ****p* < 0.001, by a one-way ANOVA.

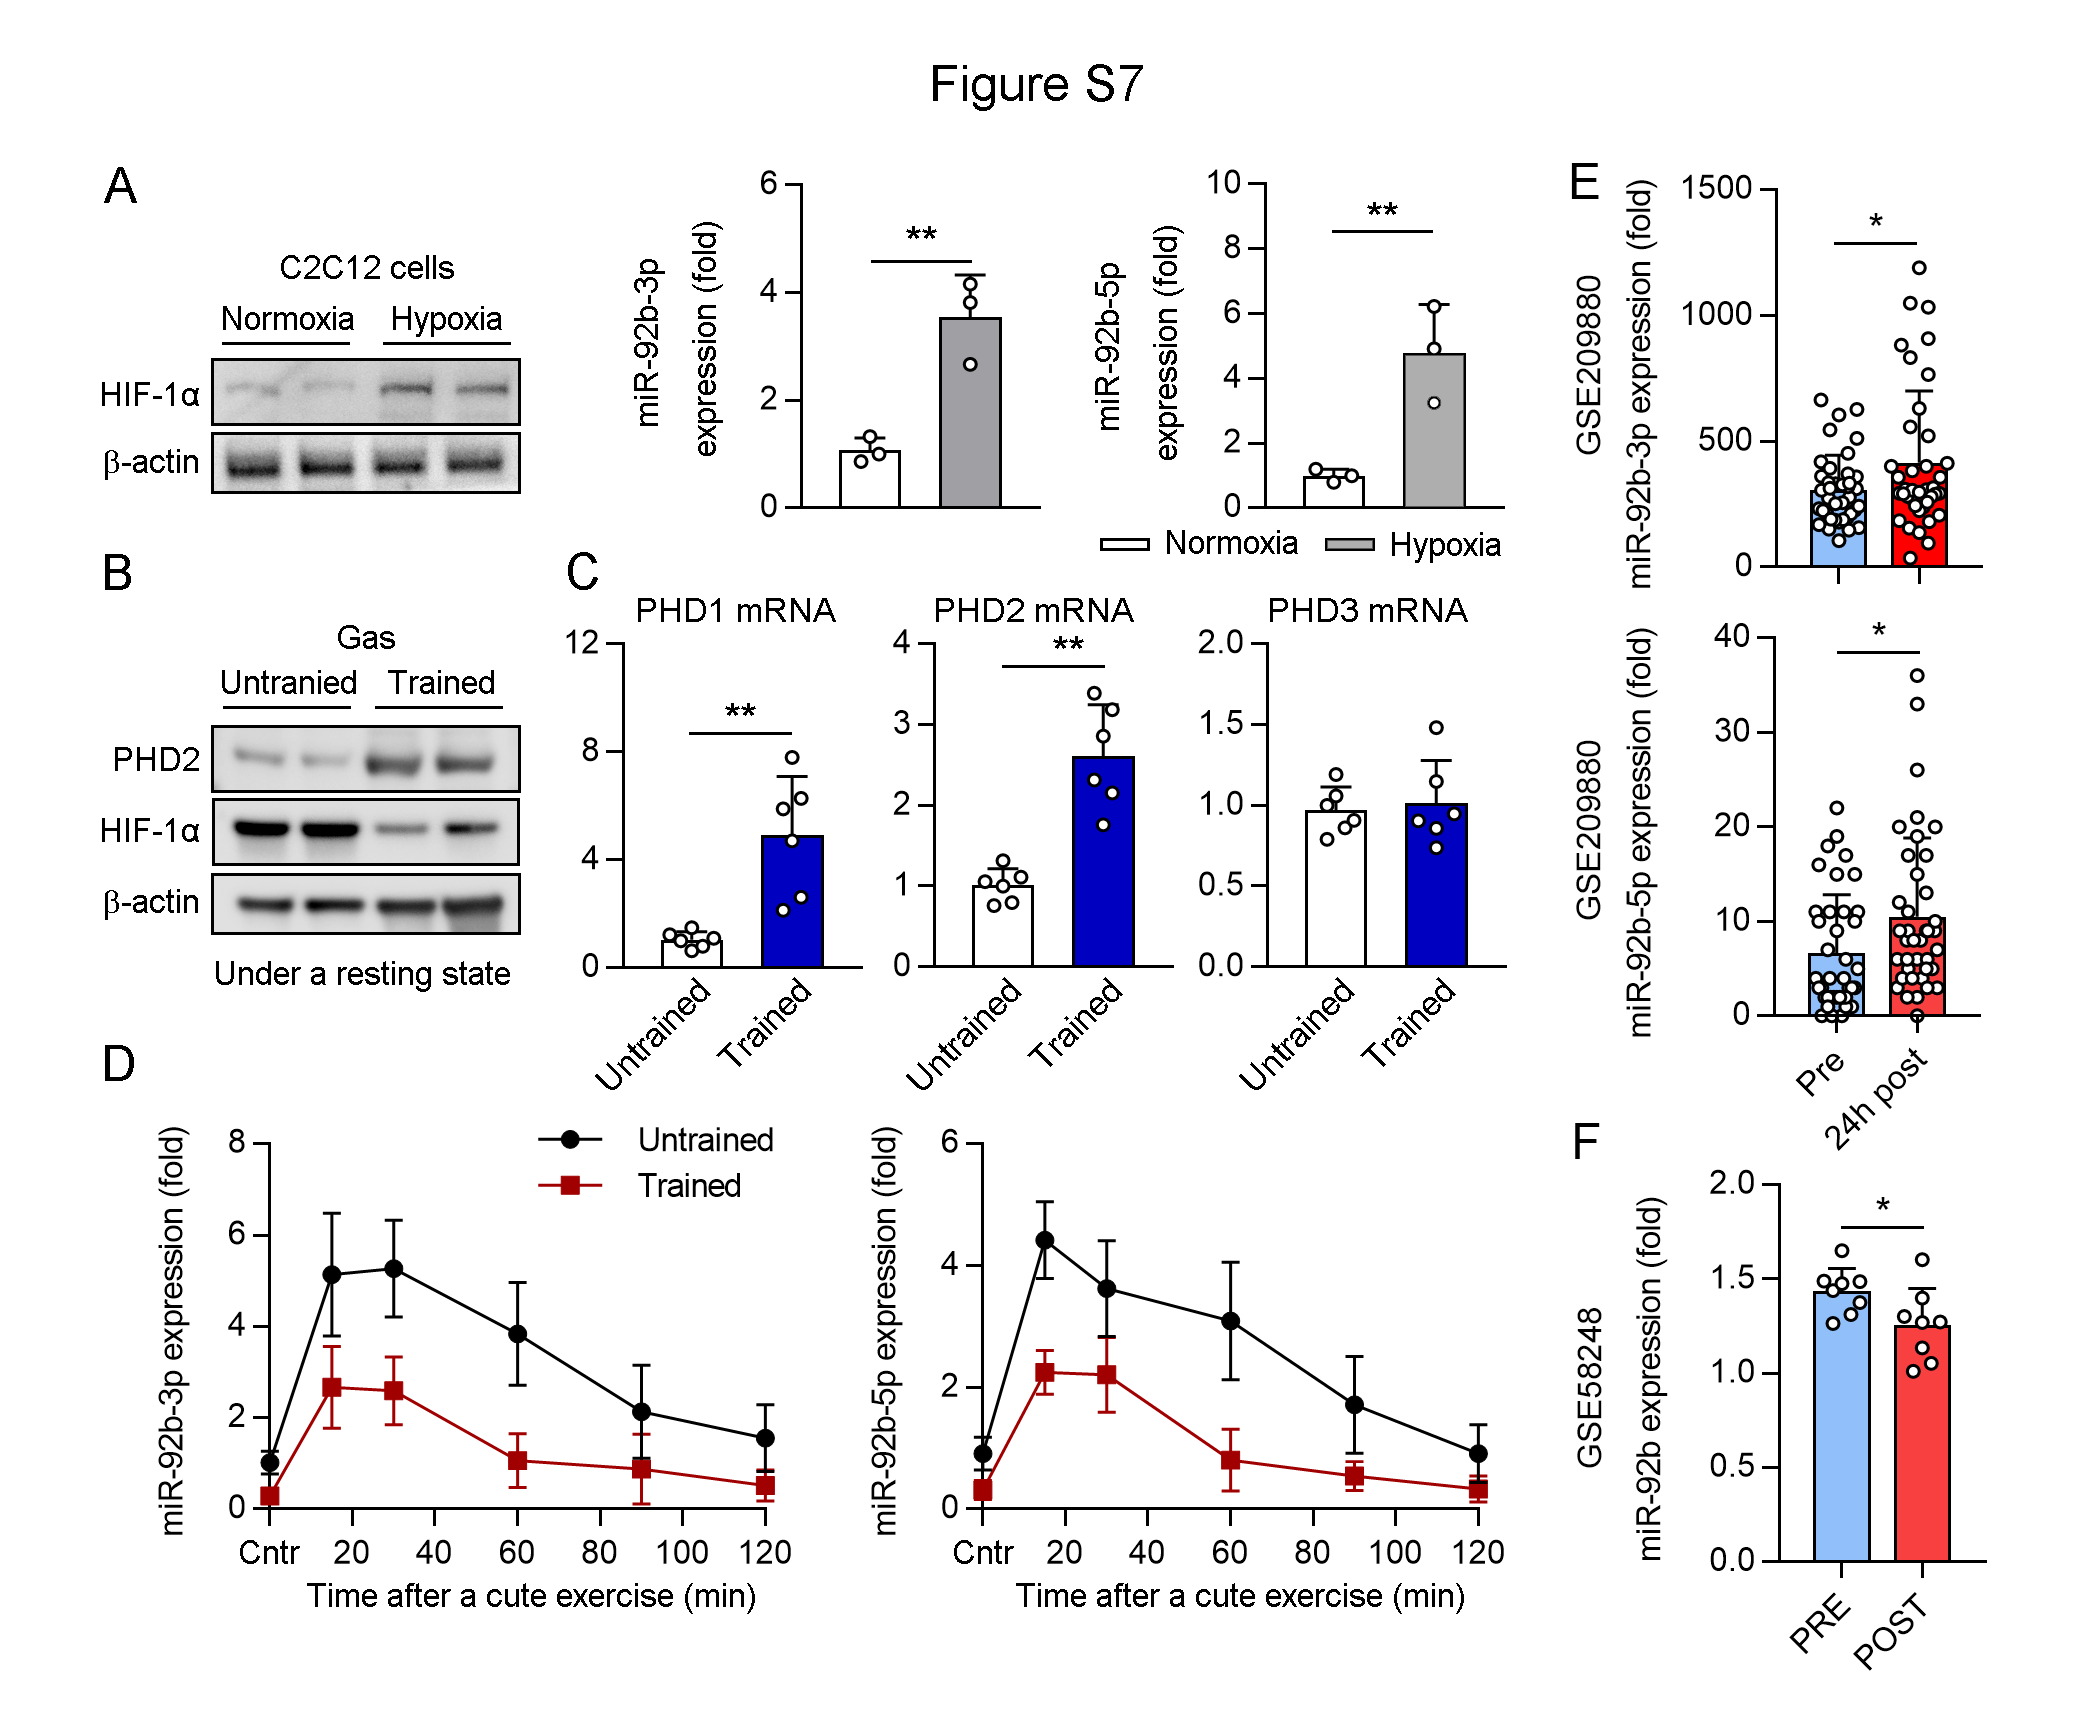

**Figure S7. Exercise regulates the expression level of miR-92b. (A)** The protein level of HIF-1α and β-actin in C2C12 cells under normoxia and hypoxia, and the miR-92b-3p and miR-92b-5p was detected by qPCR (n = 3). **(B, C)** Western blot analysis of PHD2, HIF-1α and β-actin in Gas from untrained and trained mice (panel B), and the mRNA level of PHD1, PHD2, and PHD3 were determined by qPCR (panel C) (n = 6). **(D)** The expressions of miR-92b-3p and miR-92b-5p were detected at different time points after acute exercise (n = 3; noexercise mice was used as control). **(E)** Reanalyzed the database obtained from GEO database (GSE209880) on human specimens from skeletal muscle before and after a single exercise bout (n = 39). **(F)** Reanalysis of the database obtained from right vastus lateralis biopsy specimens of patients with type 2 diabetes before and after 16 weeks of chronic exercise training (GSE58248). All results are expressed as means ± SD. **p*< 0.05, ***p* < 0.01, ****p* < 0.001, by unpaired Student’s t test.

**Reference**

1. Ferreira J, Crissey J, Brown M. An alternant method to the traditional NASA hindlimb unloading model in mice. Journal of visualized experiments : JoVE. 2011;

2. Russell A, Ghobrial L, Ngo S, Yerbury J, Zacharewicz E, Chung R, et al. Dysregulation of microRNA biogenesis machinery and microRNA/RNA ratio in skeletal muscle of amyotrophic lateral sclerosis mice. Muscle & nerve. 2018;57:838-47.

3. Huang Y, Tang J, Li X, Long X, Huang Y, Zhang X. miR-92b-3p Exerts Neuroprotective Effects on Ischemia/Reperfusion-Induced Cerebral Injury via Targeting NOX4 in a Rat Model. Oxidative medicine and cellular longevity. 2022;2022:3494262.

4. Lin X, Zhu J, Wang L, Yan F, Sha W, Yang H. MiR-92b-5p inhibitor suppresses IL-18 mediated inflammatory amplification after spinal cord injury via IL-18BP up-regulation. European review for medical and pharmacological sciences. 2019;23:1891-8.

5. Xu Z, Yang J, Zheng H, Xie T, Yang Q, Cai J, et al. Long Noncoding RNA PPT2-EGFL8 Regulates Pathological Retinal Neovascularization in PDR by Functioning as a Competing Endogenous RNA. Diabetes. 2023;72:1012-27.

6. Wan W, Liu G, Li X, Liu Y, Wang Y, Pan H, et al. MiR-191-5p alleviates microglial cell injury by targeting Map3k12 (mitogen-activated protein kinase kinase kinase 12) to inhibit the MAPK (mitogen-activated protein kinase) signaling pathway in Alzheimer's disease. Bioengineered. 2021;12:12678-90.

7. Tinsley F, Taicher G, Heiman M. Evaluation of a quantitative magnetic resonance method for mouse whole body composition analysis. Obesity research. 2004;12:150-60.

8. Caccamo A, Branca C, Talboom J, Shaw D, Turner D, Ma L, et al. Reducing Ribosomal Protein S6 Kinase 1 Expression Improves Spatial Memory and Synaptic Plasticity in a Mouse Model of Alzheimer's Disease. The Journal of neuroscience : the official journal of the Society for Neuroscience. 2015;35:14042-56.

9. Wu S, Han L, Lu B, Wang H, Zheng C. MiR-99a inhibits cell proliferation of nasopharyngeal carcinoma by targeting mTOR and serves as a prognostic factor. European review for medical and pharmacological sciences. 2019;23:2053-61.

Source data for figure

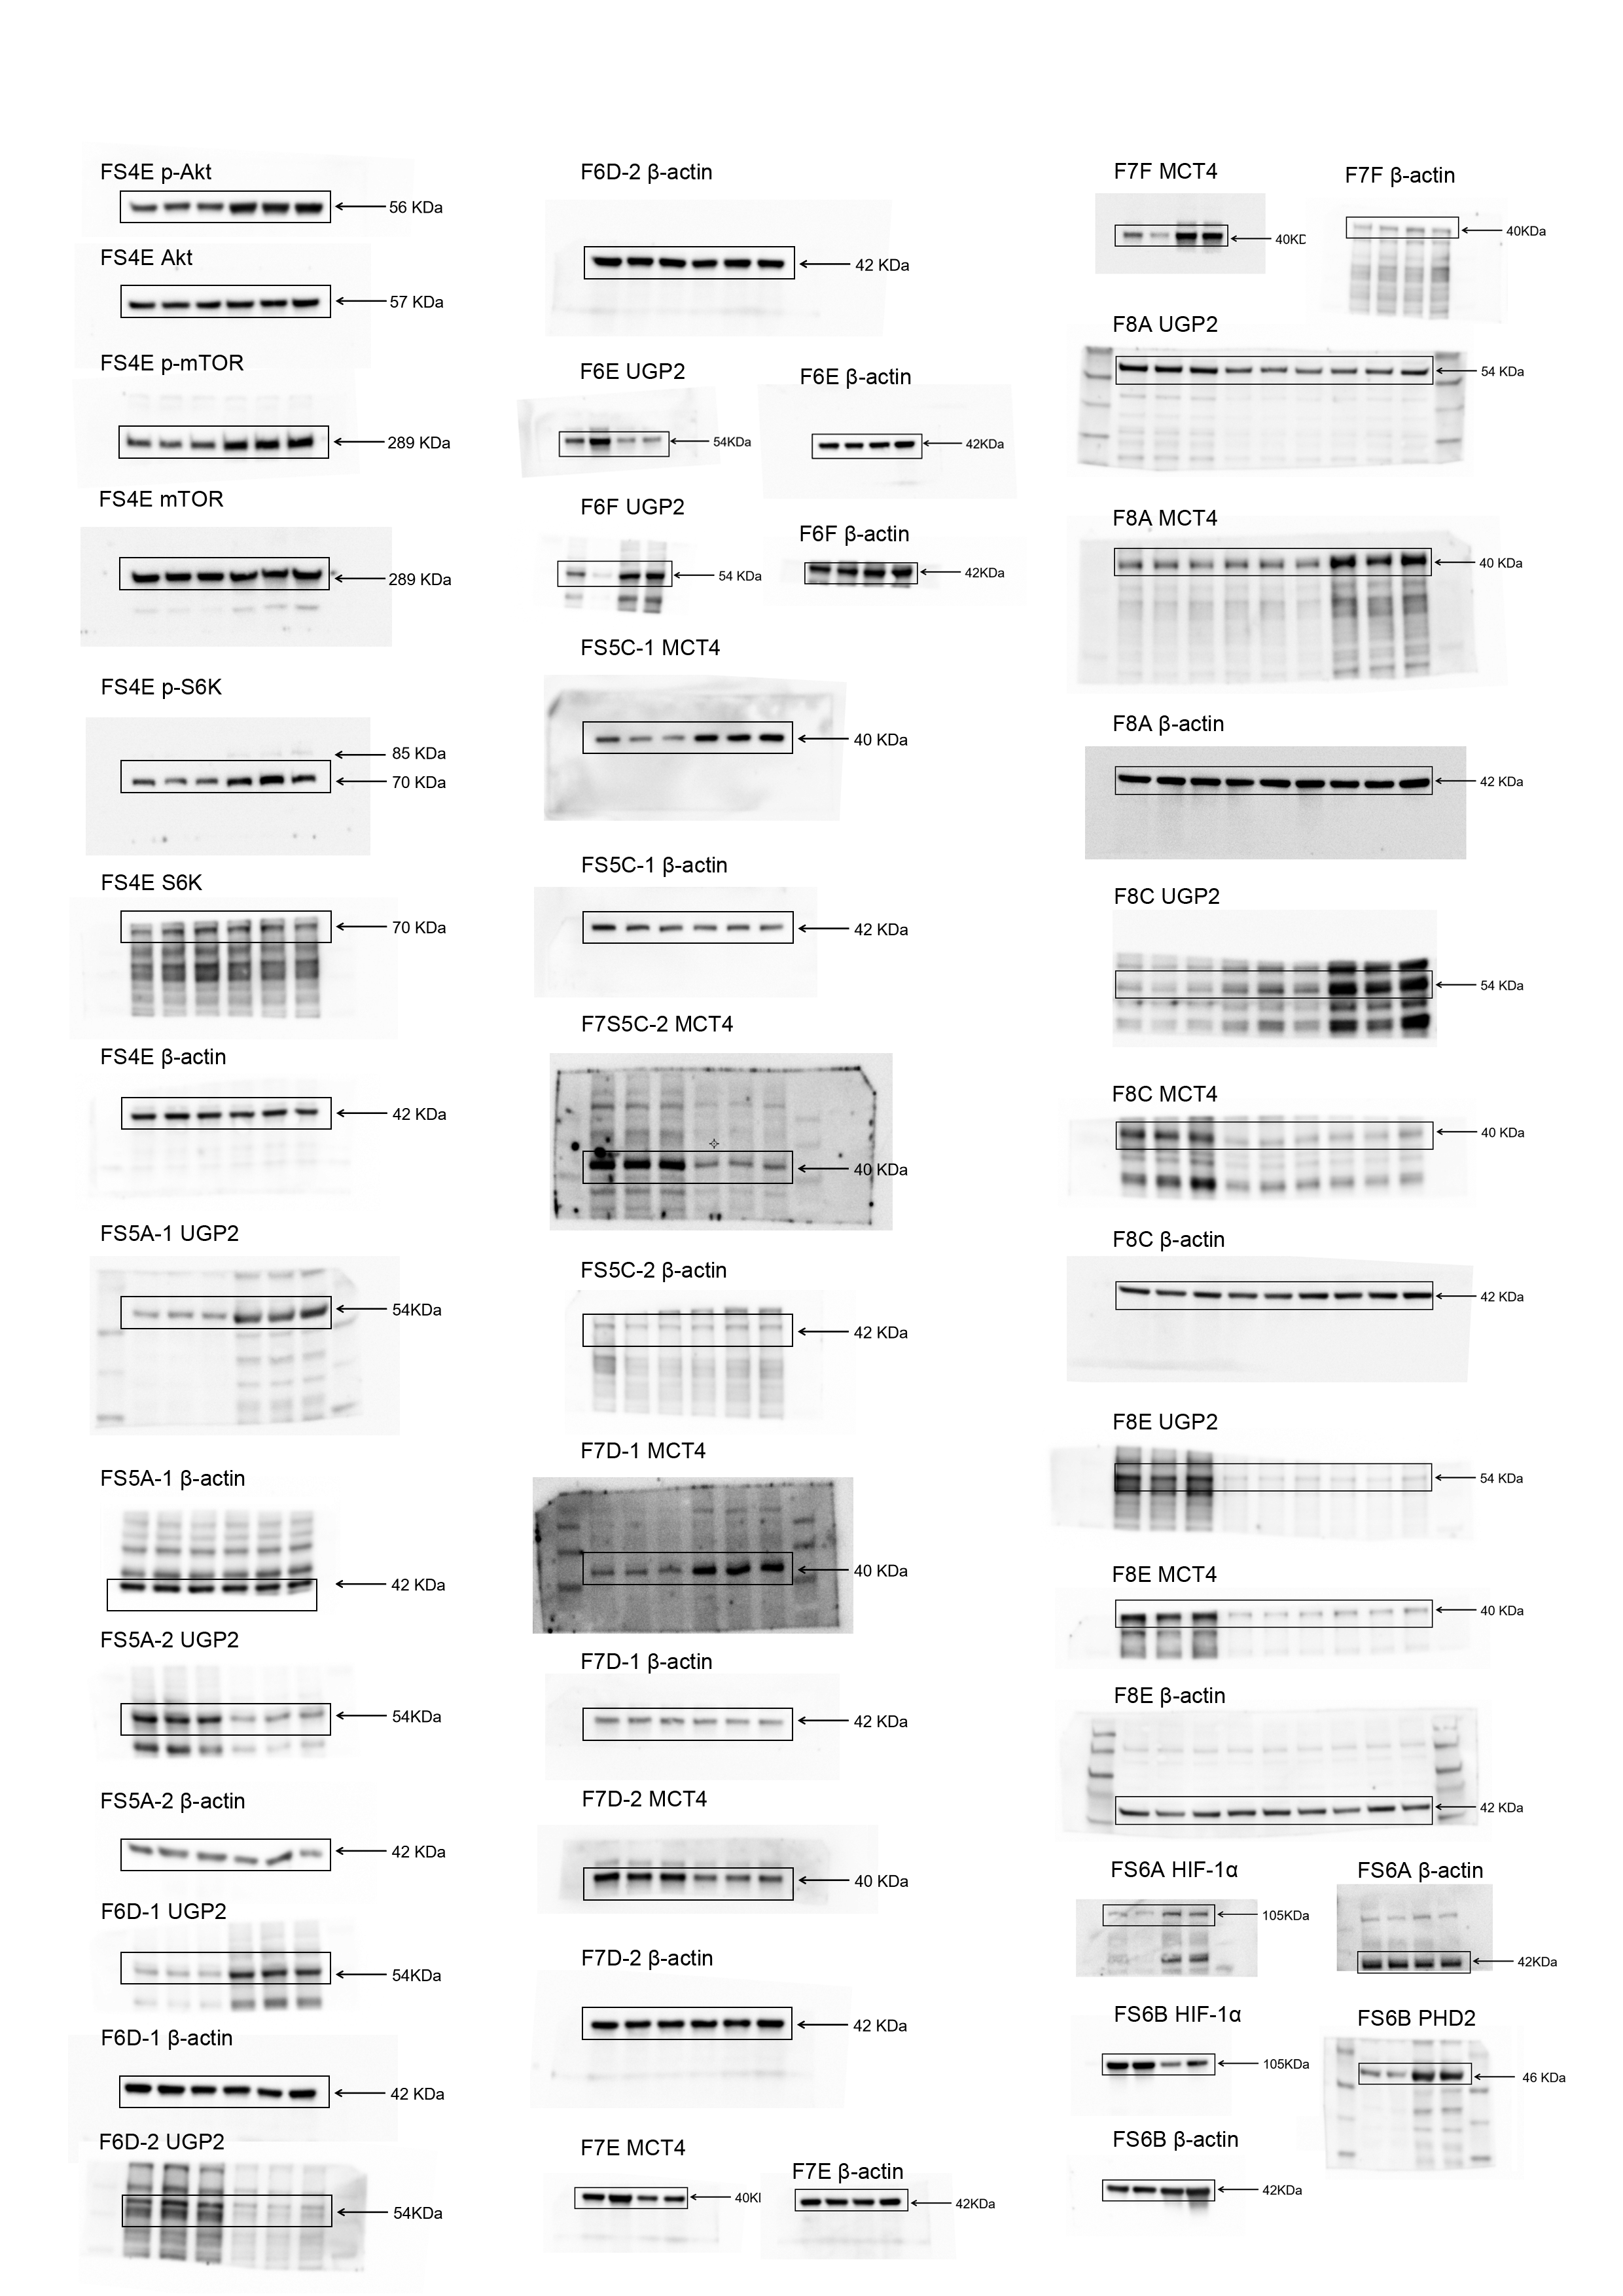

**Supplement:** Supplementary file 1 — Table S1. The sequences of primers for qPCR analysis. Table S2. Antibodies Information. Figure S1. Skeletal muscle weight in hindlimb suspension mice. (A, B) The weight of GAS and TA of WT mice in control, unload, and unload with reload groups (n = 6). All results are expressed as means ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, by a one‐way ANOVA. Figure S2. MiR‐92b knockout has no evident effect in blood glucose. (A) The qPCR was used to determine miR‐92b‐3p and miR‐92b‐5p in Gas muscle from WT and miR‐92b knockout (M92KO) mice, n = 6. (B) The ratio of heart weight (HW; mg) and tibia length (TL; mm) were shown in panel B (n = 6). (C) Daily food intake were shown in panel C (n = 6). (D) The fasting blood glucose and refed blood glucose in WT or M92KO mice (n = 6). All results are expressed as means ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, by unpaired Student's t test. Figure S3. MiR‐92b overexpression has no evident effect in blood glucose (A) The qPCR was used to determine miR‐92b‐3p and miR‐92b‐5p in Gas muscle from WT and miR‐92b overexpression (M92OE) mice, n = 6. (B) The fasting blood glucose, fasting blood insulin and refed blood glucose in WT or M92OE mice (n = 6). All results are expressed as means ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, by unpaired Student's t test. Figure S4. MiR‐92b knockout improves insulin resistance in diabetic mice. (A) WT or M92KO mice fed with HFD diet and treated with STZ to establish a diabetes model. (B) The qPCR was used to determine miR‐92b‐3p and miR‐92b‐5p in Gas muscle from WT and M92KO diabetic mice, n = 6. (C) The ratio of heart weight (HW; mg) and tibia length (TL; mm) were shown in left panel (n = 6). Daily food intake were shown in right panel (n = 6). (D) The fasting blood glucose, fasting blood insulin and refed blood glucose in diabetic mice (n = 6). (E) Western blot analysis of p‐Akt, Akt, p‐mTOR, mTOR, p‐S6K, S6K, and β‐actin were shown in the panel F, and the quantitative result were shown in the panel M (n

How the deposited data were processed for this re-analysis (not part of the article)

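The data behind the RNA-seq conclusions come from Gas muscles of 3 WT and 3 M92KO mice, all 8 weeks old, with 1 library for each mouse and no pooling. The authors deposited unnormalized counts, the number of reads counted on each of 34714 gene symbols in each of the 6 libraries. The labels name a SMARTer kit for library construction. The paper's text does not name the aligner, the counting program, the strandedness of the counting, the genome build or the annotation. The supplementary methods list the steps after counting (normalizeBetweenArrays, a log2 transformation after adding 1, and limma). In Data S1, however, Ugp2 has a difference of 230.463 at a mean of 504.299, which look like values of a linear scale. The log2 step may not have been applied to that table. All symbols are in the RefSeq gene table of GRCm38.p6. GENCODE M21 supplied positions, transcripts and 3′-UTRs, with 25731 symbols matched directly, 422 by a synonym and 8561 not matched. Genes without a match were tested for expression but have no position, length, GC content or seed match.

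Library totals were 44931338, 38246649 and 48209846 counts in WT and 34675374, 33160508 and 37019640 counts in M92KO mice. A value was taken as detected above a floor of 3 counts, and floors and intervals cover counting error only. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr (minimum count 10, minimum total count 15), which left 15788 genes. Libraries were normalized with TMM, and a quasi-likelihood model (glmQLFit and glmQLFTest) compared M92KO with WT without a covariate. p-values were adjusted over all genes tested with the Benjamini-Hochberg method. Gene values are CPM from TMM-normalized library sizes, as mean ± SD over 3 mice. An exact permutation test on each gene's log2 CPM has a smallest two-sided p-value of 0.1. Unadjusted edgeR p-values of single genes were only set against the paper's threshold of 0.05, and the adjusted and exact ones are printed. The model was tested on simulated data with the same design. Every planted change was larger than those of Ugp2 and Slc16a3, and every gene had the same dispersion, 0.02. At an adjusted p-value of 0.05, edgeR found 187 of 198 changed genes (94.4%) and called 8 unchanged ones. DESeq2 found 178 and called 15, and the steps of the supplementary methods found 179 of 200 and called 15.

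Lists of genes, 267 genes in all, were written by hand for glycolysis, glycogen, the proteasome, Akt signalling, tissue sources, fibre types, feeding, the clock, regeneration and sex. A list of hypoxia genes was added later. The share of a list with an unadjusted p-value under 0.05 was tested with a two-sided Fisher's exact test against all genes tested. limma's camera (limma 3.58.1) tested shifts of whole lists, with its preset correlation between genes. Medians of lists were also set against 10000 random lists matched in 20 bins of mean expression, with a fixed seed. Genes with a 7mer or 8mer match to the seed of miR-92b-3p or miR-92b-5p in an annotated 3′-UTR of at least 20 bases were compared with the other genes, against 10000 random lists matched on mean expression and, in 5 bins, on 3′-UTR length.

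The genes named are those the paper names for these libraries or measured by qPCR in WT and M92KO Gas muscle, Mir92b and the genes within 50 kb of it, 4 genes that stand out in Data S1, the 5 genes with the smallest p-value in each direction among genes whose groups do not overlap, and up to 4 genes with the smallest p-value in each list. Other genes are named where a count is small or a test needs them, and were chosen after their values were seen. Some of the genes under this rule are not reported here.

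The alternatives were DESeq2's size factors in edgeR, DESeq2's Wald test (DESeq2 1.42.0), no filter on low counts, at least 10 counts in every library, the steps of the supplementary methods on the counts and on CPM, the same on CPM without logarithms, the replicate number as a block, each library left out in turn, other definitions of a seed match, and camera or higher genes only for the lists. The replicate numbers come from the labels, which give no batch or date. Alternatives chosen after seeing the data were offsets for each library's trends with GC content and transcript length (lowess span 0.3), the same with the block, and thinning of every library to the smallest total. Groups were also regrouped in all 10 ways of splitting the 6 libraries into equal parts. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The qPCR, western blot, luciferase and metabolite measurements were not analysed here, and neither were the sequencing reads.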

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

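The test of slow-fibre genes was chosen only after its result was seen, and the settings for GC content, transcript length and depth were added after the data had been seen.

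The paper does not discuss the 10 genes that had the smallest p-values, 5 in each direction, among genes whose 3 M92KO values all lay on the same side of the 3 WT values. The log2 fold changes were 0.57 for Odc1, 0.67 for Cnksr1, 0.54 for Fhod1 and 0.45 for Bnip3. H2aw had 3 counts in each WT library, which is the floor, and 18, 21 and 39 in the M92KO libraries. Set against the floor, the M92KO mean was 10.9-fold higher, which is an estimate and not a lower bound. Its fitted log2 fold change, an estimate at low counts, was 3.40 and ran from 3.03 to 3.60 with a library left out. Lower in M92KO mice were Muc4 by -1.23, Amotl2 by -1.09, Cttnbp2nl by -0.93, Kera by -1.62 and Clca2 by -1.25 on the log2 scale. Their adjusted p-values from edgeR lay between 0.124 and 0.165, so none of the 10 passed the adjustment, and 1955 genes had an unadjusted p-value under 0.05. With each library's trends with GC content and transcript length removed, 10 of the 10 genes had an unadjusted p-value under 0.05, and so did 10 of the 10 with every library thinned to the smallest total. GC content and length therefore do not fully account for these differences. Thinning leaves expected ratios as they were, so they cannot be told apart from an effect of depth on this basis. Reads shared between overlapping genes were possible for 4 of the 10 genes (Fhod1, Bnip3, Muc4 and Cttnbp2nl), whose exons overlap another gene's, and not for the other 6 in this annotation.

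Besides Ugp2, 4 genes of the glycogen list had an unadjusted p-value under 0.05 and are not discussed for these libraries. Stbd1 was higher in M92KO mice by 0.56, Gys1 by 0.35 and Gyg by 0.20 on the log2 scale, and Ppp1r3d had a log2 fold change of -0.45. The M92KO values were above all WT values for Stbd1 and Gyg in 3 of 3 mice, and for Gys1 in 2 of 3. Adjusted p-values from edgeR were 0.179 for Stbd1, 0.314 for Gys1, 0.322 for Gyg and 0.361 for Ppp1r3d. All 3 higher genes had an unadjusted p-value under 0.05 with the GC and length trends removed (3 of 3) and with thinned libraries (3 of 3), so GC content and length do not fully account for them, and depth is not ruled out. In the 6 fits that each left out a library, the unadjusted p-value was under 0.05 in 6 for Stbd1, 2 for Gys1, 1 for Gyg and 2 for Ppp1r3d. Gys1 also overlaps an exon of Ruvbl2. Loss of miR-92b may raise several genes of the glycogen list, which holds genes of synthesis and breakdown, but the list showed no common rise. Of its 29 genes tested, 15 were higher and 14 were lower in M92KO mice. Its median log2 fold change was 0.03, at percentile 53.3 of random lists matched on expression. For a shift of the list towards higher values, limma's camera test gave an adjusted p = 0.200 over 16 lists. Of the 4 splits of the libraries that part the 3 same-numbered pairs, 2, the real one included, gave a glycogen odds ratio as large.

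For all these genes, the genotype is the difference the design gives, and other differences between the mice were weighed against it with lists of marker genes. The median log2 fold change of haemoglobin and other red-cell genes was 0.66, at percentile 100 of 10000 random lists matched on expression, although 0 of the 5 genes had an unadjusted p-value under 0.05. Fat-cell genes had a median of 0.51, at percentile 99.98, with 0 of the 8 genes at an unadjusted p-value under 0.05. Fibroblast genes had a median of -0.38, at percentile 0 of the random lists, and nerve genes one of -0.23, at percentile 0.57. Genes induced by fasting had a median of -0.36, at percentile 0, among them Pdk4 with a log2 fold change of -1.22 and Slc25a25 with -1.32. Regeneration genes had a median of -0.12, at percentile 2.38. They lay at percentile 3.16 with the replicate block and 5.51 with the GC and length trends removed. Slow-fibre genes had a median of -0.23, at percentile 0.08. Of the 3 with an unadjusted p-value under 0.05, however, Myoz2 (0.78) and Actn2 (0.64) were higher and Tpm3 (-0.31) was lower. With a library left out, the median ran from -0.02 to 0.99 for fat-cell genes and from -0.38 to 0.10 for slow-fibre genes. It ran from -0.50 to -0.16 for fasting genes and from -0.48 to -0.23 for fibroblast genes. Of 18 clock genes, 6 had an unadjusted p-value under 0.05, an odds ratio of 3.54 (Fisher's exact test, p = 0.0177, adjusted p = 0.0567 over 16 lists), but their median of -0.03 lay at percentile 10.9, without a common shift. limma's camera test allowed for genes that move together only through a preset small correlation, not one estimated from these data. Its adjusted p-values over 16 lists were 0.000226 for fibroblasts and 0.00526 for fasting. They were 0.0804 for blood, 0.115 for nerve, 0.200 for fat, 0.200 for regeneration, 0.440 for slow fibres and 0.869 for clock genes. A different share of connective tissue in the dissected muscle and a different feeding state, which passed both tests of a shift, are therefore candidate explanations that the data cannot tell apart from an effect of the genotype. Blood, fat, nerve, regeneration and fibre composition passed the comparison with random lists but not camera's test after adjustment. Regeneration passed the former only without the block or the offsets. Nerve genes, like clock genes, passed the Fisher test before adjustment and not after it (odds ratio 10.6, exact p = 0.0156, adjusted p = 0.0567). All of these and the time of day are weaker candidates that are not ruled out. The 4 listed genes of the Y chromosome had a median of 0.23, at percentile 99.8, with an adjusted p-value of 0.200 from camera. Their median was as large in 4 of the 4 splits that part the same-numbered pairs. Genes of a list move together, which random lists do not, and among the 4 splits that part the same-numbered pairs a median as large was given by 2 splits for the fasting list, 2 for blood, 3 for fat, 1 for fibroblasts, 2 for nerve, 2 for regeneration, 1 for slow fibres and 4 for the clock. The supplementary methods state that all mice fasted for 16 h before their muscles were collected after treatment, without naming the mice sequenced. The paper's text does not name the time of dissection of these mice.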

How the results depend on the processing

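The GC and length offsets, the same with the replicate block, and the thinned libraries were chosen after seeing the data. The other alternatives were set before the data were examined.

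The number of genes with an unadjusted p-value under 0.05, 1955, ran from 1691 to 2360 under the alternatives that keep every library and from 1222 to 2984 with a library left out. Only the real split of the libraries, 1 of the 4 that part the 3 same-numbered pairs, gave as many. The other 6 of the 10 splits part 1 pair and keep 2 pairs together, so they were not used for this comparison. At an adjusted p-value under 0.05 there were 0 genes. Any split has at least 0, so the 4 of 4 splits with as many say nothing about this number. This number was 308 with DESeq2's Wald test, 6 without the filter on low counts, 42 with the steps of the supplementary methods on the counts, 8 with them on CPM, 6 on CPM without logarithms, 2 with the replicate block, 2 with the block and the offsets, and from 0 to 401 with each library left out. Simulated data of the same design gave calls after adjustment, so the size of the groups alone does not rule out calls of large changes. The planted changes were all larger than those of Ugp2 and Slc16a3. Whether changes as small as theirs could be called was not tested. The 401 genes came without the first M92KO library, and leaving out any other library gave between 0 and 5. On the second principal component, the first M92KO library scored 37.7, against -16.1 and -13.0 for the other M92KO libraries. Among the libraries, it therefore limited the calls most. Why it differs was not tested.

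Ugp2 and Slc16a3 were higher in M92KO mice with p under 0.05 under all 10 alternatives that keep every library, from 0.58 to 0.70 for Ugp2 and from 0.42 to 0.51 for Slc16a3, and in all 6 fits that each left out a library, from 0.59 to 0.86 and from 0.45 to 0.53. The adjusted p-value lay between 0.00112 and 0.555 for Ugp2 and between 5.37e-06 and 0.555 for Slc16a3 over 16 alternatives, and was under 0.05 in 2 of them for each gene. Gabra3 stayed lower with p above 0.05 in the same fits. It had between 19 and 33 counts in a library, which limits what can be said of this gene.

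The odds ratio of the glycolysis list, 1.34, rested on which genes were counted. Its p-value fell below 0.05 when only higher genes were counted (2.74) and with camera, whose own p-value, a model-based one, was 0.00629 (adjusted over 16 lists, 0.0252). It ran from 1.08 to 2.58 with a library left out. It was 1.48 with the GC and length offsets and 1.37 with thinned libraries, and 3 of the 4 splits gave one as large. The glycogen odds ratio, 1.48, was 2.80 on CPM without logarithms and fell below 1 with the replicate block (0.962), with a range from 0.629 to 2.31 when a library was left out. The proteasome odds ratio, 4.84, was 3.72 with the GC and length offsets and 4.47 with thinned libraries, 2.61 with the replicate block, 9.71 with the steps of the supplementary methods on the counts, 9.38 with them on CPM and 9.94 on CPM without logarithms, all with a p-value under 0.05, so GC and length alone do not account for it, while thinning leaves expected ratios as they were and does not rule out depth. With the block and the offsets together it was 1.66, with a p-value above 0.05, and it ran from 1.80 to 5.34 with a library left out. Only 1 of the 4 splits gave a proteasome odds ratio as large, the real one. The Akt odds ratio, 1.30, was 2.39 without the filter on low counts and 0.392 when only higher genes were counted, ran from 0.538 to 2.42 with a library left out, and 4 of the 4 splits gave one as large. The cause of these changes was not tested.

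The median log2 fold change of genes with miR-92b-3p matches, minus that of the other genes, was -0.022. It was -0.026 with 6mer matches added and -0.027 without the filter on low counts, both with a p-value under 0.05, then 0.0034 with the GC and length offsets, 0.00096 with the block and the offsets, and from -0.046 to 0.0027 with a library left out. For miR-92b-5p the difference was -0.034, and its p-value rose above 0.05 with 8mer matches only (-0.026), without the filter (-0.029), with the steps of the supplementary methods on the counts (-0.012) or on CPM (-0.0095), or with thinned libraries (-0.029). It ran from -0.045 to -0.024 with a library left out.

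Among the other 92 genes named, 843 of 917 values kept their direction and their side of the 0.05 threshold when every library was kept, 58 became weaker, 8 became stronger and 8 reversed. With a library left out, 445 of 552 values did so, 69 became weaker, 18 stronger and 20 reversed. The reversals were Tnni2 with the steps of the supplementary methods on the counts (-0.10 from 0.08) and on CPM (-0.10), Tnnc2 with the same settings (-0.027 and -0.027 from 0.063), with the offsets (-0.011) and with the block and the offsets (-0.015), and Ide with the offsets (0.018) and with the block and the offsets (0.016). With a library left out, the log2 fold change crossed 0 for Tnnc1 (-0.14 to 0.47), Ppargc1b (-0.070 to 0.15), Myh4 (-0.088 to 0.15), Tnni2 (-0.0029 to 0.12), Tnnc2 (-0.077 to 0.14), Trim46 (-0.062 to 0.33), Slc50a1 (-0.0029 to 0.25), Efna1 (-0.028 to 0.57), Myh1 (-0.33 to 0.024), Retn (-0.062 to 1.71), Myog (-0.77 to 0.11), Kdm5d (-0.091 to 0.39), Ddx3y (-0.092 to 0.36), Wdfy1 (-0.13 to 0.00095), Cyfip2 (-0.21 to 0.28), Nnt (-0.072 to 0.16) and Ide (-0.076 to 0.074).

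Same-numbered WT and M92KO libraries come from different mice. Their deviations from the group means correlated by 0.044 on average over 3 pairs, against -0.022 for the other pairs, so the replicate number carries little shared variation. With the replicate block, 1691 genes had an unadjusted p-value under 0.05, and those of Gyg and Ppp1r3d rose above it.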

Differences from the paper's values

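Ugp2 mRNA was 1.62-fold higher in M92KO than in WT mice in the RNA-seq counts, against the paper's value of about 6.0 in Fig. S5B, read by eye, from qPCR on 6 mice. The alternatives set before the data were examined gave between 1.50 and 1.81, and none closed the gap. Slc16a3 mRNA was 1.40-fold higher, against the paper's value of about 5.0 in Fig. S5F, read by eye, also from qPCR. The alternatives set before the data were examined gave between 1.34 and 1.44, and none closed the gap.

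In the part of the paper's Data S1 that was read, 2 genes have an adjusted p-value under 0.05, against 0 here, where 1955 genes had an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, the replicate block gave 2 genes, and the others gave from 0 to 401. The block with GC and length offsets, chosen after seeing the values, also gave 2 genes. Which genes these were was not compared with the paper's.

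The paper states that more genes were higher than lower in M92KO mice. Here 863 were higher and 1092 lower. More genes were higher than lower with the steps of the supplementary methods on the counts (1244 and 1043), on CPM (1274 and 1086) and on CPM without logarithms (1198 and 1039), and without the first M92KO library (1545 and 1439). The paper's Data S1 gives 733 higher and 1264 lower among the 1997 genes that were read, and at most 901 higher if each of the 168 genes missing from the count in the text were higher.

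The paper places glycolysis first among the pathways, and its pathway figure also shows proteasome degradation among them. Here the glycolysis list had an odds ratio of 1.34 (Fisher's exact test, p = 0.488), below the proteasome list's 4.84. Glycolysis had a p-value under 0.05 when only higher genes were counted (odds ratio 2.74, exact p = 0.0314), without the third WT library (odds ratio 2.58, exact p = 0.0212) and with limma's camera test (adjusted p = 0.0252). Among the genes of its glycolysis pathways, the paper describes Ugp2 as the sole gene of glycogen synthesis. Here 5 of the 29 glycogen genes tested had an unadjusted p-value under 0.05, and Stbd1, Gys1 and Gyg were higher as Ugp2 was.

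The paper reports no change in genes of Akt signalling. Here 7 of 45 had an unadjusted p-value under 0.05, 6 of them lower, with 0 after adjustment over the list. With the GC and length offsets, chosen after seeing the values, 3 of 7 were lower. For fibre-type genes, which the paper measured by qPCR without finding a difference, Actc1 had a log2 fold change of -0.85 (adjusted p = 0.214 from edgeR) and Myh2 one of 0.70 (adjusted p = 0.314 from edgeR) in the RNA-seq counts.

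The paper draws a mouse miR-92b-5p site in the 3′-UTR of Slc16a3 (Figure 7A). In GENCODE M21 the drawn sequence is in 0 of 141767 transcripts and lies 2085 bases past the annotated end of Slc16a3, on the strand opposite to the 3′-UTR of Csnk1d.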

Other observations

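The tests of fast-fibre genes, of transcript length under other splits and of the genes near Mir92b were chosen only after the results they address were seen, and the hypoxia list was written after the values of Egln3 and Bnip3 were seen.

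For the higher Ugp2 and Slc16a3 in M92KO mice, GC content and transcript length did not fully account for the difference. The log2 fold changes were 0.68 for Ugp2 and 0.51 for Slc16a3 with GC and length trends removed, 0.70 and 0.48 with every library thinned to the smallest total, and 0.70 and 0.48 without the 10 most abundant genes. Thinning leaves expected ratios as they were, so it does not rule out depth. TMM already trims the most abundant genes, so leaving them out decides little. However, the 10 most abundant genes took only between 15.8% and 17.8% of the counts in every library of both genotypes. These shares argue against a few genes taking most of the counts. A general rise of fast-fibre RNA was not seen, since the median log2 fold change of 11 fast-fibre genes was 0.028. That median does not exclude a shift between fibre types, because Myh2 had a log2 fold change of 0.70, as Ugp2 did, and both genes were lowest in the first of the M92KO libraries. In that library Myh2, at 2018 CPM, lay within its WT range, while Ugp2, at 1603 CPM, and Slc16a3, at 571 CPM, lay above theirs, so neither gene followed Myh2 fully. The genotype may raise both mRNAs, as a hypothesis found and tested on the same data. Neither gene passed the adjustment over all genes. Depth, a shift between fibre types and a different feeding state cannot be told apart from the genotype for either gene. For the feeding state, the fasting list lay at percentile 0 of the random lists.

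If loss of miR-92b released its targets, mRNAs with its sites would be higher in M92KO mice. Of 13463 genes with an annotated 3′-UTR, 1665 had a 7mer or 8mer match to miR-92b-3p, and their median log2 fold change was -0.020, at percentile 9.68 of 10000 random lists matched on expression and 3′-UTR length. The 677 genes with a match to miR-92b-5p had a median of -0.033, at percentile 0.86, lower rather than higher. Neither set showed the release that was tested for. A rise of single targets is not excluded, and other miRNAs that could act through the same seed matches were not examined. The difference between genes with and without matches was as large in 4 of the 4 splits that part the same-numbered pairs for miR-92b-3p and in 1 of the 4 for miR-92b-5p. With GC and length trends removed, the difference was 0.0034 for miR-92b-3p and -0.012 for miR-92b-5p.

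Genes with longer transcripts tended to be lower in M92KO mice, with a Spearman correlation across genes of -0.18 between log2 fold change and transcript length, and genes are not independent replicates. Of the 4 splits that part the same-numbered pairs, 3 gave a correlation as large, so the pattern cannot be told apart from one that other groupings of these libraries give.

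Egln3 and Bnip3, which hypoxia-inducible factor induces, were higher in M92KO mice, by 0.86 and 0.45 on the log2 scale, with every M92KO value above every WT value. Higher activity of the factor could explain both, but the median of 23 other hypoxia genes was 0.04, at percentile 81.5 of the random lists, inside the central 95%. The median did not show a common rise. Of these genes, 4 had an unadjusted p-value under 0.05, with log2 fold changes of 1.09 for Ankrd37, 0.30 for Vegfa, 0.16 for Fam162a and -1.27 for Angptl4, and 1 gene, Ankrd37, had an adjusted p-value under 0.05 over the list alone, so a rise of single hypoxia genes is not excluded.

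Muc1 lies 1859 bases from Mir92b and was higher in M92KO mice, with a log2 fold change of 1.00 (adjusted p = 0.349 from edgeR) at 8 to 36 counts in a library. If the deletion acted on its neighbours, other genes nearby could change too, but besides Muc1 only 1 of the 10 tested genes within 50 kb, Krtcap2, had an unadjusted p-value under 0.05 (log2 fold change 0.22).

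Other fibre-type genes that the paper measured by qPCR had the following log2 fold changes in the RNA-seq counts. They were 0.17 for Ppargc1a, 0.02 for Ppargc1b, 0.09 for Tnnc1, 0.06 for Myh4, 0.08 for Tnni2 and 0.06 for Tnnc2, with adjusted p-values from edgeR between 0.657 and 0.965. Tmem230 and Irs1, which stand out in Data S1, had log2 fold changes of 0.16 and -0.18 and adjusted p-values of 0.370 and 0.312 from edgeR. 1700001K23Rik, which also stands out there, had at most 3 counts in each library. Xist had at most 12 counts in each library, and Ddx3y, a gene of the Y chromosome, had between 3582 and 6978. The first 3 principal components took 28.3%, 25.8% and 17.1% of the variance, and the first separated the genotypes with scores from -24.0 to -8.34 in WT and from 9.76 to 24.1 in M92KO mice.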
